# Comparative Gene Expression Profiling Identifies Common Molecular Signatures of NF-κB Activation in Canine and Human Diffuse Large B Cell Lymphoma (DLBCL)

**DOI:** 10.1371/journal.pone.0072591

**Published:** 2013-09-04

**Authors:** Manikhandan A. V. Mudaliar, Ross D. Haggart, Gino Miele, Grant Sellar, Karen A. L. Tan, John R. Goodlad, Elspeth Milne, David M. Vail, Ilene Kurzman, Daniel Crowther, David J. Argyle

## Abstract

We present the first comparison of global transcriptional changes in canine and human diffuse large B-cell lymphoma (DLBCL), with particular reference to the nuclear factor-kappa B (NF-κB) pathway. Microarray data generated from canine DLBCL and normal lymph nodes were used for differential expression, co-expression and pathway analyses, and compared with analysis of microarray data from human healthy and DLBCL lymph nodes. The comparisons at gene level were performed by mapping the probesets in canine microarrays to orthologous genes in humans and *vice versa*. A considerable number of differentially expressed genes between canine lymphoma and healthy lymph node samples were also found differentially expressed between human DLBCL and healthy lymph node samples. Principal component analysis using a literature-derived NF-κB target gene set mapped to orthologous canine array probesets and human array probesets clearly separated the healthy and cancer samples in both datasets. The analysis demonstrated that for both human and canine DLBCL there is activation of the NF-κB/p65 canonical pathway, indicating that canine lymphoma could be used as a model to study NF-κB-targeted therapeutics for human lymphoma. To validate this, tissue arrays were generated for canine and human NHL and immunohistochemistry was employed to assess NF-κB activation status. In addition, human and canine B-cell lymphoma lines were assessed for NF-κB activity and the effects of NF-κB inhibition.

## Introduction

The use of engineered murine cancer models in cancer drug research and development has been criticized as being inadequate for reflecting spontaneous cancers in humans with respect to latency, genomic instability, heterogeneity, cancer recurrence and metastasis^1^. Where murine models have been invaluable in unravelling the molecular mechanisms underlying the cancer phenotype, in drug development, rarely do drugs that have proved successful in mouse models translate to success in human clinical trials. Recently, there has been increasing evidence that spontaneous cancers in dogs could provide model systems to support human cancer drug development [1]. The genetic diversity, phenotypic heterogeneity, anatomical and physiological similarities with humans, large body size, common living environment and sufficient life span supports the dog as a model system for human oncology. Further, the exponential growth in our understanding and ability to study individual genomes has highlighted the rich conservation of gene sequences between man and the domestic species such as the dog. Coupled with the high incidence of cancer in this species [2]–[5], there is an ideal opportunity to utilize this model of disease.

In dogs, the non-Hodgkin Lymphomas, (NHLs) are the most common haematologic malignancies. In people, they represent 5% of all new cancer cases, the fifth leading cause of cancer death, and the second fastest growing cancer in terms of mortality [6]–[8]. In dogs, NHL accounts for approximately 10% of all malignant tumours (83% of all haematopoietic malignancies [9]). NHL is initially highly responsive to standard chemotherapy in both species, with first-remission rates of approximately 90%; however, drug resistance occurs in most cases, resulting in disease recurrence. In recent years it has become clear that aberrant deregulated nuclear factor kappa B (NF-κB) activation is a major feature of lymphoid malignancies in man.

Constitutively active NF-κB pathway is involved in most lymphoid malignancies, particularly in human diffuse large B cell lymphoma (DLBCL) [10], [11]. However, the expression of NF-κB pathway related genes differ between subtypes of DLBCL, establishing their molecular classification [12]–[15]. The germinal-centre B-cell–like (GCB) subgroup of DLBCL originates from the centroblasts and specifically expresses BCL6 whereas the activated B-cell–like (ABC) subgroup originates from plasmablasts and expresses XBP1, PRDM1 and IRF4 among hundreds of other differentially expressed genes [16]. However, studies involving molecular characterisation of canine large B-cell lymphoma are absent in the literature. This may be due to the inherent difficulty of establishing lymphoma cell lines and the restricted availability of standardized large B-cell canine lymphoma cell lines with stable genotypes in addition to the lack of appropriate canine-specific antibody reagents [17].

We present the first comparison of global transcriptional changes taking place in canine and human DLBCL, specifically, investigating the integrity of the NF-κB pathway as a target for therapy. This analysis was supported by immunohistochemical and cell line studies on NFκB Inhibition. The data indicates that a number of common therapeutic targets exist in canine and human DLBCL and highlights the potential of naturally occurring lymphoma in the dog as a model for therapeutic drug development in humans.

## Materials and Methods

### Canine dataset

All biopsy procedures were approved by institutional ethical review panels (University of Wisconsin-Madison, School of Veterinary Medicine IAUAC and the Royal (Dick) School of Veterinary Studies Veterinary Ethical Review Committee (VERC) and included mandatory written consent from patient owners. Lymph node biopsies were taken, as part of normal diagnostic procedures, from dogs newly diagnosed with lymphoma (naïve) and samples from dogs that had relapsed following standard CHOP chemotherapy. Only dogs with confirmed DLBCL after pathological grading were used (histopathological grading by two independent pathologists and CD3/PAX5 marker analysis). Normal lymph node samples were obtained from canines that were euthanized for non-lymphoma conditions. The samples were snap frozen in liquid nitrogen, transported on dry ice and stored at −80°C prior to RNA extraction.

### Microarray data generation

RNA extraction was performed in two balanced random batches. cDNA probes were generated from the RNA, biotin labelled, hybridised onto the Affymetrix GeneChip® Canine Genome 2.0 array and scanned to obtain data. This dataset, with 33 samples that passed QC, was deposited at Gene Expression Omnibus (GEO) database with the accession number GSE30881.

### Human datasets

Public databases were searched for human DLBCL microarray datasets generated from Affymetrix 2.0 technologies (for technological match with the canine array) and GSE12195 (E-GEOD-12195) dataset from ArrayExpress was selected and downloaded for this study [18]. This dataset has raw data from 83 frozen biopsy samples including 73 DLBCL samples and 10 samples of tonsillar B-cells generated using Affymetrix GeneChip® Human Genome U133 Plus 2.0 arrays.

### Data analysis

The quality of the datasets was assessed by box plots, histograms, RNA degradation plots, array-array intensity correlation plots, principal component analysis plots and QC metrics retrieved by ‘yaqcaffy’ [19] and ‘AffyQCReport’ [20] R/bioconductor packages [21], [22] figure SF 11 in File S3 shows the flow chart of the bioinformatics analysis. Two of the 35 samples in the canine dataset and 28 of the 83 samples in the human dataset did not pass the stringent quality control and were removed from further analysis. Data from 33 (23 DLBCL and 10 healthy) samples in the canine dataset (GSE30881) and 55 (45 DLBCL and 10 healthy) samples in the human dataset (GSE12195) were used for analysis. Supplementary tables (ST 1 and ST 2 in File S1) show the included and excluded samples in canine and human datasets.

### NF-κB target gene expression

The datasets were normalised using RMA normalisation method [23], [24] 120 NF-κB target genes (supplementary table ST 3 in file S1) were derived from literature [18] and were mapped to 199 probesets in the canine array and 259 probesets in the human array using web-based NetAffx- Batch Query tool [25]. Hierarchical clustering and principal component analysis of the datasets using the expression levels of mapped NF-κB probesets were performed. The choice of this this NF-κB target gene set was based on the fact that it was derived from many published sources and comparatively more comprehensive than NF-κB gene sets which are available in different databases.

### Differential expression analysis

Analysis of variance (ANOVA) in the RMA normalised datasets between the cancer and healthy samples were performed using Partek® software [26] (version 6.5) and differentially expressed gene lists were created based on the ANOVA log_2_ fold change >±2 at adjusted *p-value* with FDR <0.05. The gene lists were used as inputs in the DAVID Functional Annotation Tool [27] for Gene-Enrichment and Functional Annotation Analysis. In addition, the gene lists were analysed for NF-κB target gene enrichment using the literature derived NF-κB target genes list.

### Co-expression analysis

For co-expression analysis, expression data from cancer samples alone were used, excluding the data from healthy samples. The datasets were normalised using MAS 5.0 normalisation method in Linux-R/bioconductor and probesets with “P” calls in at least one-third of the dataset were included for the analysis [28] Co-expression matrices were constructed using a rigorous cut-off *p-value* of less than 0.0001 with statistical power >80% between the correlated probesets, visualised in Cytoscape [29] and clustered using MCODE [30] plugin (parameters: Haircut  =  True, Fluff  =  False, Node Score Cutoff  = 0.3, K-Core  = 2). The co-expression clusters were explored in the Ingenuity Pathway Analysis [31] with emphasis on canonical pathways and networks.

### Comparison between canine and human datasets

The similarity between the two species were compared at different levels including the similarity between the differentially expressed genes, Gene Ontology enrichment, NF-κB target gene enrichment, global NF-κB target gene expression signatures, co-expression clusters, canonical pathways and networks. For gene level comparison, the probesets from canine array were mapped to orthologous human genes and probesets in the human array and *vice versa* whereas comparison at other levels were direct.

### Tissue samples and tissue array construction

78 cases of human diffuse large B-cell lymphoma (DLBCL) with formalin fixed paraffin wax embedded biopsy tissue were available, with ethical approval (Ethical approval for the use of archival human biopsy material in this study was granted by Lothian Research Ethics Committee), for study, together with formalin fixed paraffin wax embedded biopsies from 17 cases of treatment naïve canine DLBCL, and 5 cases of post-treatment (relapsed) canine DLBCL as described above. Tissue microarrays were constructed using 2 mm diameter cores (between 1 and 5 per case) cut from all 78 cases of human lymphoma and from 20 cases of canine lymphoma (17 treatment naïve, 3 post-treatment). In two cases of post treatment canine DLBCL, the biopsies were too small for use in tissue microarrays, so whole tissue sections were used instead.

### Immunohistochemistry

Immunohistochemistry for p65/p52 was performed using standard laboratory techniques and appropriate controls (no primary antibody and isotype matched). Briefly, sections (4 μm) of tissue microarrays constructed from formalin fixed, paraffin wax embedded lymph nodes were used. Antigen retrieval was carried out in 0.1 M citrate buffer pH 6.0 110°C for 15 minutes followed by blocking of non-specific binding using the Dako REAL system (Dako, Ely, UK) for 10 minutes at 25°C. After overnight incubation with primary antibody at 25°C, specific binding was visualized using the Envision + System-HRP (Dako) according to the manufacturer's instructions, followed by counterstaining with haematoxylin. Primary antibodies used were NF-κB-P100/p52 (Ser865 rabbit polyclonal, Thermo Fisher Scientific at 1/25) and NF-κB/p65 (Rel A, ab-1 rabbit polyclonal Thermo Fisher Scientific at 1/50). Activation of the canonical and alternative NF-κB pathways was measured using a semi-quantitative technique to assess the degree of nuclear staining with antibodies to p65 and p52 respectively. All immunohistochemistry sections were scored by two independent pathologists (JG and EM). In any one tumour, a score of between 0–4 was attributed on the basis of the percentage of cells staining positively with a particular antibody, calculated over all the available cores for that biopsy; 0 =  completely negative, 1 = 1–25% of tumour cell nuclei positive, 2 = 26–50% of nuclei positive, 3 = 51–75% of nuclei positive and 4 = >75% of nuclei positive. The intensity of the nuclear stain tended to be uniform throughout any one case and was scored as negative (0), weakly positive (1), moderately positive (2) or strongly positive (3). A final nuclear histoscore of between 0 and 12 was then calculated by multiplying the percentage score by the intensity score. It was possible to score all cases of human and canine DLBCL for p65, and all cases of canine DLBCL for p52. Only 77 cases of human DLBCL were assessed for p52 due to missing material in the TMA sections.

### Cell lines and culture conditions

All human cell lines were obtained from the ATCC (LGC standards, Middlesex, U.K) and were certified EBV-negative. JM1 is a pre-B lymphoblastic lymphoma line which was maintained and propagated using Iscove's modified Dulbecco's medium with 4 mM L-glutamine adjusted to contain 1.5 g/L sodium bicarbonate (ATCC-LGC standards, Middlesex, U.K.) and supplemented with 0.05 mM 2-mercaptoethanol (Sigma-Aldrich, Dorset, U.K.), 100 U/ml Penicillin, 100 mg/ml Streptomycin (Invitrogen, Paisley, U.K.) and 10% (v/v) foetal bovine serum (Invitrogen, Paisley, U.K.). Jurkat, Clone E6-1, a T cell lymphoma line, RL, a B cell non-Hodgkin's lymphoma cell line with t (14;18) translocation and Pfeiffer, a diffuse large B cell lymphoma (DLBCL) also with the typical t (14;18) (q32; q21) translocation of follicular lymphomas were all maintained and propagated in RPMI-1640 medium (Invitrogen, Paisley, U.K.) and supplemented as above with Penicillin, Streptomycin and foetal bovine serum. Canine 3132 is a suspension B cell lymphoma culture derived from a dog with multi-centric lymphoma. This line most resembles the human equivalent of lines derived from diffuse large B-cell lymphoma (DLBCL). The canine lymphoma line, 3132, was established from ascitic fluid from a dog with malignant lymphoma [17] and propagated in supplemented RPMI-1640 medium as detailed above.

### Chemotherapeutic reagents and NF-κB/IKK inhibitors

Drugs used for the *in vitro* studies include doxorubicin, which was purchased from Pfizer Ltd (Kent, U.K.) and vincristine sulfate from Mayne Pharma Plc (Warwickshire, U.K.). In Solution NF-κB activation inhibitor and IKK inhibitor VII were sourced from Calbiochem (Nottingham, U.K.).

### MTT assays

Cells were seeded in 96-well plates at 5×10^3^ cells per well and incubated for 24 h at 37°C, 5% CO_2_. Drugs and inhibitors were added in triplicates for each concentration before incubation at 37°C for 72 h. CellTiter 96® AQueous One Solution Reagent (Promega, Southampton, U.K.) was added to each well and incubated for 1 hour at 37°C before absorbance at 490 nm was read. Data was analyzed and IC_50_ values calculated using GraphPad prism 5.0 (La Jolla, U.S.A.) and drug combination index was defined using the Chou and Talalay equation [32].

### Antibodies for western blotting immunodetection (WB)

NF-κB/p65 (Rel A, used 1:200 WB) antibody (RB-1638; used 1:200 WB), NF-κB-p100/p52 (Ser865) antibody (RB-10608; used 1:200 WB), NF-κB-p105/p50 (Ser907) antibody (RB-10611; used 1:200 WB) and Cyclin D1/BCL-1 (SP4) antibody (RM-9104; used 1:200 WB) were obtained from Thermo Fisher Scientific (Cheshire, U.K.), while BCL-2 antibody (sc-492; used 1:200 WB) was sourced from Santa Cruz (Santa Cruz, U.S.A.) and I-κBα [E130] antibody (ab32518; used at 1:10000 WB) and β-actin antibody (ab6276; used 1: 10000 WB) from Abcam (Cambridge, U.K.). The swine anti-rabbit HRP conjugated antibody (used at 1:1000) was purchased from DAKO (Ely, Cambridgeshire, U.K.). ECL™ Western Blotting detection reagents from GE Healthcare/Amersham Biosciences (Buckinghamshire, U.K.) were used.

### Electrophoresis, western blotting and immunodetection

40 mg of protein from whole cell lysates were electrophoresed on 10% (v/v) denaturing polyacrylamide gels and transferred onto Hybond ECL™ membranes (GE Healthcare, Buckinghamshire, U.K.) using standard electrophoresis and western blotting procedures. Membranes were blocked in 5% (w/v) skimmed milk (Sigma-Aldrich, Dorset, U.K.) in phosphate-buffered saline (PBS), incubated at 4°C overnight with antibodies at the appropriate concentrations before washing in phosphate-buffered saline with 0.1% (v/v) NP-40 (Sigma-Aldrich, Dorset, U.K.; PBST), incubation with secondary HRP conjugated antibodies. After further washes in PBST, ECL detection agents were used and Hyperfilm ECL™ (GE Healthcare, Buckinghamshire, U.K.) were exposed for appropriate durations to the membranes.

### Nuclear protein extraction and electrophoretic mobility shift assay (EMSA)

Harvested cells were resuspended in 25 mM HEPES, 5 mM KCl, 0.5 mM MgCl_2_ and gently lysed with the addition of equal volume of 25 mM HEPES, 5mM KCl, 0.5 mM MgCl_2_, 1% (v/v) NP-40, incubated for 15 min with rotation at 4°C before centrifugation and removal of cytoplasmic proteins. Nuclear pellets were washed before adding nuclear lysis buffer (25 mM HEPES, 10% (w/v) sucrose, 350 mM NaCl, 0.01% (v/v) NP-40) for 1 hour with rotation at 4°C before centrifugation to obtain the nuclear extracts. All nuclear extraction solutions contained 1x Roche Mini Complete protease inhibitor cocktail solution (Roche applied science, Burgess Hill, U.K.). 22-mer NF-κB consensus oligonucleotide (Promega, Southampton, U.K.) was labelled according to manufacturer's instructions using the DIG gel-shift kit (Roche Applied Science, Burgess Hill, U.K.). 10 mg of nuclear extracts were used per binding reaction as detailed in the manufacturer's protocol, with some control reactions using NF-κB unlabelled oligonucleotide or non-specific negative control OCT1 consensus oligonucleotide (Promega, Southampton, U.K.) for competition or the NF-κB p65 antibody (Thermo Fisher Scientific, Loughborough, U.K.) for supershift reactions. Reactions were run on 6% (v/v) DNA retardation gels (Invitrogen, Paisley, U.K.) and blotted and cross-linked onto positively charged nylon membranes (Roche Applied Science, Burgess Hill, U.K.) before immunodetection.

## Results

### Global expression profiles of the canine (GSE30881) and Human (GSE12195) dataset

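RNA of lymph nodes from dogs with DLBCL, a tumour of mature B cells, and from healthy dogs was hybridised to the Affymetrix Canine Genome 2.0 array. The 23 DLBCL arrays came from 16 samples of treatment naïve dogs and 7 samples of dogs that had relapsed after CHOP chemotherapy, and the other 10 arrays were of healthy nodes. The case numbers in the sample labels assign 4 healthy arrays to 1 dog, named healthy dog 1 here, and DLBCL samples 11 and 12 to 1 dog. The arrays thus stand for 22 dogs with DLBCL and 7 healthy dogs, and arrays of the same dog were averaged before each test between these groups. The authors normalised the intensities by RMA, which corrects the background, gives every array the same distribution of probe values and reports 1 log2 value per probeset and array. The array medians lay between 6.85 and 6.97. The 17 tag control probesets, which have no canine target, had means of 2.79 to 4.56 with a median of 3.53, so that values near 4 were close to background. Across probesets, the 4 arrays of healthy dog 1 correlated with each other at 0.992 to 0.996, the other healthy dogs with each other at 0.984 to 0.993, and healthy dog 1 with the others at 0.968 to 0.987. Correlations between DLBCL arrays ranged from 0.942 to 0.991. Of the 43035 probesets, 29264 had 1 gene symbol in the platform annotation, 439 had several and 13332 were unnamed here. The named probesets covered 15115 genes, and each gene was read from its probeset of highest mean. The 22 DLBCL and 7 healthy dogs were compared with limma, with Benjamini-Hochberg adjustment over all probesets. Genes were also grouped into 29 lists of pathways, cell types and the published NF-κB targets, fixed before the data were examined. RNA integrity differed between the groups: the RNA integrity number (RIN) was 9.64 ± 0.294 (SD, n = 22 dogs) in DLBCL and 7.11 ± 1.12 (SD, n = 7 dogs) in healthy nodes (exact permutation test, two-sided p = 1.9e-06), and the fits were repeated with RIN as a covariate.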

To understand the global expression profiles of the canine dataset, principal component analysis (PCA) and hierarchical cluster analysis (HCA) were performed. Using the first three principal components that captured over 36% of the variance in the dataset, the samples were plotted in 3-dimensional space. 

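Of the 29 gene lists, that of T cells differed most between DLBCL and healthy nodes. The mean log2 level of 24 T-cell genes, such as CD28 and LCK of T-cell receptor signalling, lay between 6.73 and 9.00 in the 23 DLBCL arrays and between 9.38 and 10.60 in the 10 healthy arrays, without overlap. The mean of 13 dendritic cell genes was also lower in every DLBCL array, at 7.80 to 9.11 against 9.28 to 9.54. Means of 29 genes of mitosis went the other way, at 8.94 to 10.80 in DLBCL and 7.49 to 9.67 in healthy arrays, with some overlap.
Over all probesets, the first principal component separated the groups completely. Healthy dogs had a mean score of 68.9 ± 19.3 (SD, n = 7) and DLBCL dogs of −34.6 ± 28.2 (SD, n = 22). By an exact permutation test over dogs the two-sided p was 6.4e-07, the smallest that the 1560780 splits of the dogs can give. The lowest healthy array, at 54.7, lay above the highest DLBCL array, sample 18, at 38.7. Components 1, 2 and 3 held 34.1%, 7.73% and 7.45% of the variance of the centred values, and 22.7%, 6.97% and 6.75% after each probeset was scaled to unit variance.

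**Figure D1:**
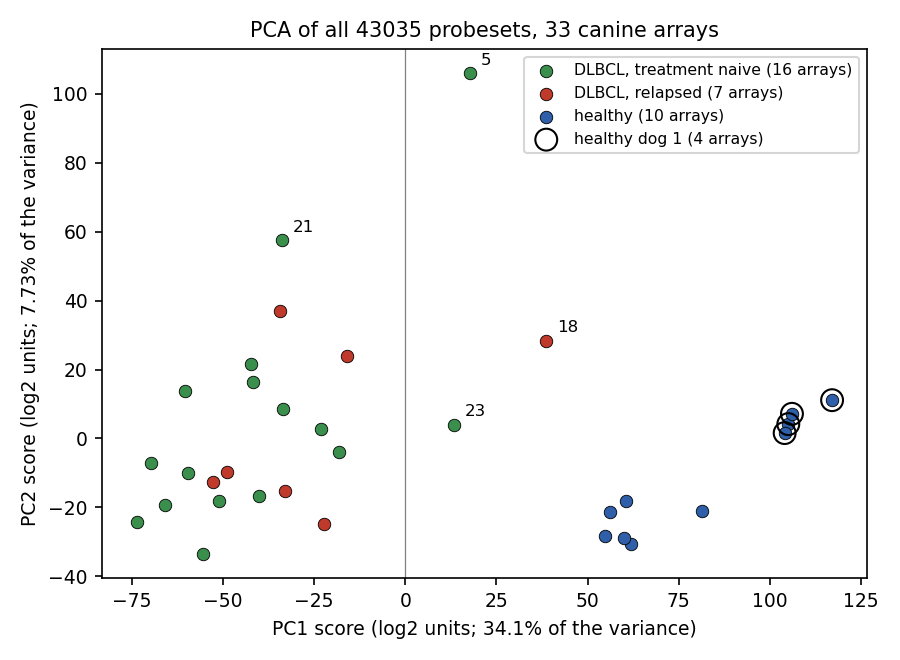
Scores of the 33 arrays on the first and second principal components of all probesets (log2 units), with healthy, treatment naïve and relapsed DLBCL arrays in different colours and the 4 arrays of healthy dog 1 ringed. All 10 healthy arrays lie at 54.7 or above on the first component, and DLBCL samples 5, 18 and 23 are the 3 tumours above 0.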

The PCA plot showed all the 33 samples in the dataset clustered into two distinct clusters, in line with their disease status (Figure 1). 

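DLBCL samples 5 and 18 differed from the other tumours in several gene groups. Sample 5 had the lowest mean level of 16 B-cell genes, 8.72 against 10.79 in the next lowest tumour, and the highest mean of 17 macrophage and monocyte genes, 11.61. Sample 18 had the lowest means of DNA replication genes, at 9.50, and nucleotide synthesis genes, at 10.18, and the highest mean of lymph node stroma genes, 11.42. Under Ward clustering with Euclidean distances over all probesets, 1 of the top-level clusters held 21 DLBCL arrays and the other held the 10 healthy arrays with samples 5 and 18. Average linkage instead set 1 DLBCL array, sample 5, apart from the other 32, and at 3 clusters average and complete linkage placed only sample 18 with the healthy arrays.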

Hierarchical clustering of the dataset using Euclidean dissimilarity also showed two distinct top-level clusters separating the DLBCL samples from the healthy samples (data not shown).

**Figure 1:**
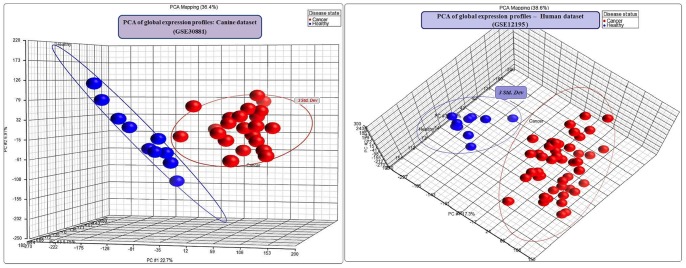
PCA of global gene expression profiles of canine and human datasets. Three dimensional plots of the PCA of canine and human datasets using the first three principal components of global gene expressions. The PCAs show two distinct clusters in both the datasets: the healthy cluster and DLBCL cluster. Blue spheres denote the healthy samples and red spheres denote DLBCL samples. An ellipse was drawn around each of the clusters to mark the limit of the distance of 3 standard deviations from the centre. (A) In the canine dataset (GSE30881), the healthy cluster has all the 10 healthy samples and the cancer cluster has all the 23 canine DLBCL samples. The amounts of variance captured by the first three principal components are 22.7%, 6.97% and 6.75% respectively. (B) In the human dataset (GSE12195), the healthy cluster has all the 10 healthy samples and the cancer cluster has all the 45 human DLBCL samples. The amounts of variance captured by the first three principal components are 17.3%, 14.7% and 6.6% respectively.

Exploratory data analysis (PCA and HCA) was performed to understand global expression profiles of the human dataset. The three dimensional PCA plot, using the first three principal components that captured over 38% of the variance in the dataset showed two distinct clusters: all the 45 DLBCL samples in one cluster and all the 10 healthy samples in another cluster (Figure 1). Predictably, the HCA plot of the human dataset using Euclidean dissimilarity also showed the two sample groups in distinct top level clusters, separating the DLBCL samples from the healthy samples (data not shown).

### Canine and human NF-κB target gene set expression profiles

We investigated the global behaviour of a set of genes previously identified as the target gene set for the NF-κB pathway in our canine expression data. The healthy canine and DLBCL samples formed two separate clusters in the PCA plot using the expression levels of the NF-κB target 199-probesets (Figure 2). 

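DLBCL and healthy dogs also lay apart on the first component of the NF-κB targets, genes whose transcription NF-κB is known to drive. Scores averaged 6.37 ± 0.809 (SD, n = 7 dogs) in healthy nodes and −2.82 ± 4.07 (SD, n = 22 dogs) in DLBCL (exact permutation test, two-sided p = 7.7e-06). Symbols of the platform annotation matched 185 probesets of 100 target genes. Their first 3 components held 34.4%, 16.3% and 9.95% of the variance, and 24.1%, 13.8% and 8.38% with each probeset scaled to unit variance. From the separation, the paper proposes that the NF-κB pathway is disrupted in canine DLBCL. Over all measured genes, however, 19.9% were higher and 14.9% lower in DLBCL at an adjusted p under 0.05 in limma. The first component of all probesets also separated the groups, and random sets of probesets were not compared. The separation on target probesets therefore cannot tell a change of NF-κB from the broad difference between the groups.

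**Figure D2:**
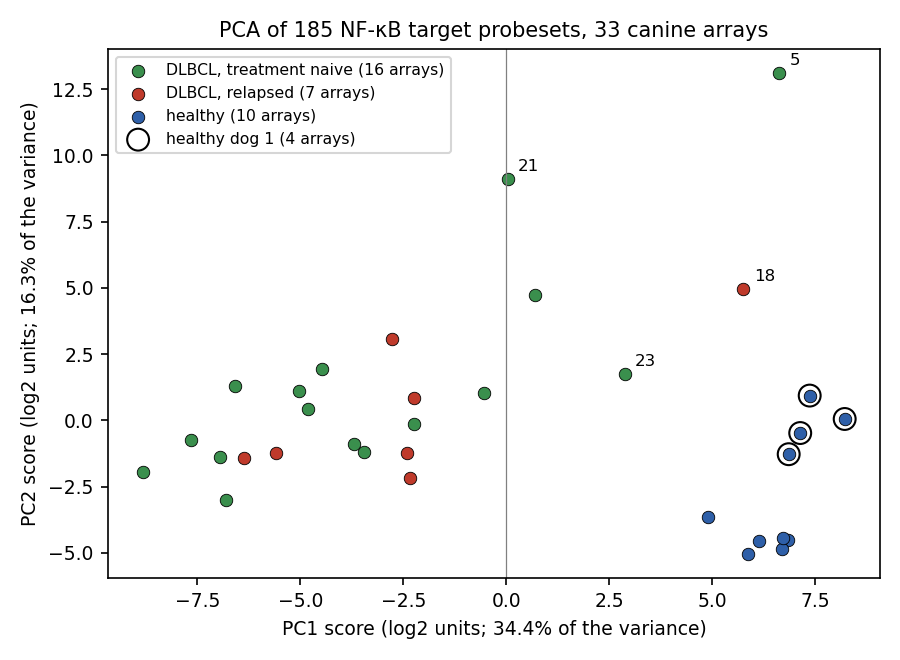
Scores of the 33 arrays on the first and second principal components of the 185 NF-κB target probesets (log2 units), coloured by group, with the 4 arrays of healthy dog 1 ringed. Healthy arrays lie at 4.91 or above on the first component, and 2 DLBCL arrays, samples 5 and 18, lie within their range.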

Significantly, the DLBCL and normal samples are separated by the first principal component, which captures 23.6% of the variance. This suggests the disruption of the NF-κB pathway in canine DLBCL. Three DLBCL samples were located with the healthy samples on the basis of the first principal component, but they were removed from the healthy cluster due to their incongruence in second and third principal components. 

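Here 2 DLBCL arrays, samples 5 and 18, had first-component scores above that of the lowest healthy array, and 5 of the 23 lay above 0. The highest DLBCL score was 6.63, in sample 5, and the score of sample 18 was 5.76. Sample 18 also had the highest mean level of the NF-κB target genes among the tumours, 9.32, which equals the highest healthy value to 2 decimals, whereas the median tumour had a mean of 8.89. Its mean of immediate early and stress response genes, such as FOS, was 10.09, the highest of all tumours. Without the 4 arrays of healthy dog 1, 1 DLBCL array, at 8.5, scored above the lowest healthy array.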

Hierarchical clustering of the canine dataset using the expression levels of the same NF-κB target 199-probesets separated the datasets into three top-level clusters: two DLBCL clusters and one healthy cluster (Figure 3). 

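In the re-derived clustering of the 185 NF-κB target probesets, the placing of the tumours depended on the linkage. With average linkage and 3 clusters, 21 DLBCL arrays shared a cluster with the 10 healthy arrays, and the other two tumours, samples 5 and 21, each stood alone. Both were unusual in their cell type genes. Sample 21 had the highest mean level of 9 plasma cell genes, 11.22, with 9.82 in the median tumour, while the neutrophil genes of sample 5, at 9.38, were the highest of any tumour. Under Ward clustering the 3 clusters held 20 tumours, 2 tumours, and the 10 healthy arrays with sample 18. Complete linkage put 16 tumours with the healthy arrays.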

While the two exclusive DLBCL clusters had 19 and 2 samples, the healthy cluster had all the healthy samples with two remaining DLBCL samples. A PCA plot using the 259 NF-κB target probesets on the human dataset showed clustering of the samples into DLBCL and healthy groups (Figure 2). The separation of the clusters was mainly by the first principal component that captured 31.1% of the variance. Further, HCA plot using the same 259 NF-κB target probesets demonstrated two top level clusters, one entirely made up of DLBCL and the other having all the healthy samples with two DLBCL samples (Figure 3).

**Figure 2:**
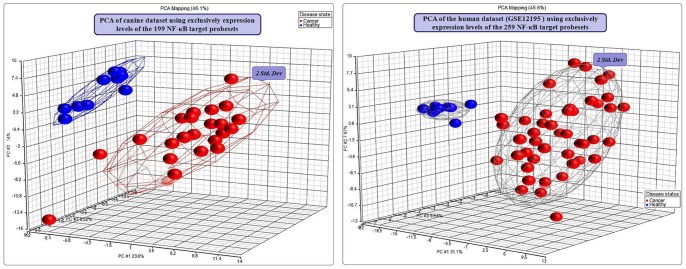
PCA of canine and human datasets using exclusively the expression levels of the NF-κB target genes (probesets). Three dimensional plots of the PCA of canine and human datasets using the first three principal components of the expression levels of the NF-κB target genes (probesets) show clear separation of DLBCL samples from the healthy samples in both the datasets. Blue spheres denote the healthy samples and red spheres denote the DLBCL samples. The ellipsoids drawn around the clusters mark the limit of the 2 standard deviations from the centre in 3-dimensional space. (A) In the canine dataset (GSE30881), the amounts of variance captured by the first three principal components are 23.6%, 14% and 8.52% respectively. (B) In the human dataset (GSE12195), the amounts of variance captured by the first three principal components are 31.6%, 7.87% and 6.54% respectively.

**Figure 3:**
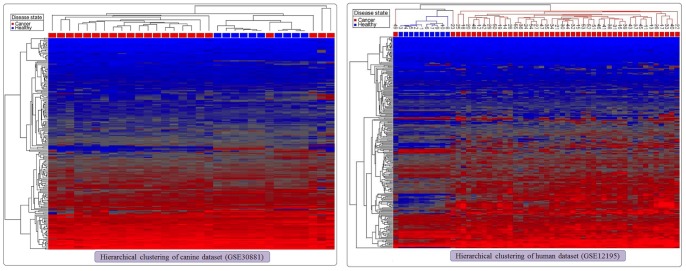
Hierarchical clustering of canine and human datasets using exclusively the expression levels of the NF-κB target genes (probesets). Hierarchical clustering of the canine (A) and human (B) datasets using exclusively the expression levels of the NF-κB target gene set. The samples are arranged in the columns (blue squares denote healthy and red squares denote DLBCL) and the probesets are in the rows. The dendrograms are drawn using Euclidean distances with average linkage method. (A) In the canine dataset (GSE30881), the 199 NF-κB target probesets separate the dataset into three top-level clusters. While the first and the third clusters have exclusively of DLBCL samples, the second cluster has all the healthy samples with two DLBCL samples. (B) In the human dataset (GSE12195), the 259 NF-κB target probesets separate the dataset into two top-level clusters. The first cluster has 12 samples that include all the healthy samples and two DLBCL samples, while the second cluster is solely of 43 DLBCL samples. The numbers above each column refer to sample identification numbers.

### Differential expression patterns in canine and human data set

The difference in the expression patterns of genes between the healthy and DLBCL samples in the canine dataset was analysed using one-way ANOVA. Using an adjusted *p-value* with FDR less than 0.05 and an absolute log_2_ fold change of greater than 2, 3286 probesets were found to be differentially expressed between the healthy and DLBCL samples (data not shown). Of these, 926 probesets were up-regulated and 2360 probesets were down-regulated in canine DLBCL. 

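Genes of T cells fell most in canine DLBCL, and genes of the cell cycle were among those that rose most. CCL17, a chemokine of dendritic cells that attracts T cells, was at 6.99 ± 1.00 (SD, n = 22 dogs) in DLBCL and 11.87 ± 0.42 (SD, n = 7 dogs) in healthy nodes on the log2 scale, a difference of −4.88 (SE 0.38, adjusted p = 1.5e-10 from limma). CTLA4, an inhibitory receptor of T cells, fell by 4.45 (SE 0.62), CD52, a surface protein of lymphocytes, fell by 4.23 (SE 0.40), and CD28, a receptor that co-stimulates T cells, fell by 3.81 (SE 0.43). CD5, another surface protein of T cells, fell by 3.58 and CD27, a receptor of T cells and memory B cells, by −3.55 on the same scale. The peptidase KLK11 and the deubiquitinase USP9X both had differences of −3.64, and PTGDR, a prostaglandin D2 receptor, one of −3.44.
ADORA2B, an adenosine receptor, rose by 2.42 (SE 0.24, adjusted p = 1.5e-08) and CCNE2, a cyclin that drives entry into S phase, by 2.27 (SE 0.22, adjusted p = 5.8e-09). SGO1, which protects the cohesion of sister chromatids, rose by 1.83, DTL, a part of a ubiquitin ligase of S phase, by 1.61, and FBXO43, an inhibitor of the anaphase-promoting complex, by 1.52. The tubulin ligase TTLL1 and the arginine methyltransferase PRMT3 both rose by 1.43. In these genes all 22 DLBCL dogs lay beyond all 7 healthy dogs. This was so for 24 genes that rose and 128 that fell past both thresholds, and chance gives it for 0.00013% of genes.
In all, 760 probesets were higher and 1918 lower in DLBCL at an adjusted p under 0.05 and a fold change over 2, of the 43035 tested with limma. They include 291 higher and 726 lower genes with a symbol. RIN also differed between the groups, and with RIN as a covariate 162 probesets were higher and 437 lower.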

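The polymerase genes POLA1 and POLE rose in DLBCL in their brightest probesets. POLA1, the catalytic subunit of the polymerase that primes DNA synthesis, was at 8.14 ± 0.82 (SD, n = 22 dogs) in DLBCL and 6.71 ± 0.35 (SD, n = 7 dogs) in healthy nodes (log2 difference 1.43, SE 0.31, adjusted p = 0.0007 from limma), with 19 of 22 DLBCL dogs above all healthy dogs. POLE, a polymerase of the leading strand, rose by 1.13 (SE 0.21, adjusted p = 0.0001), with 20 of 22 dogs above, while 1 of its dimmer probesets rose by 0.22 (adjusted p = 0.016) and 1 fell by 0.27 (adjusted p = 0.032). RRM1, TYMS, TOP2A and MYC also passed an adjusted p of 0.05, while MS4A1 did not, so that 6 of these 7 genes rose. Only TOP2A passed with RIN as a covariate, when the log2 difference of POLA1 was 0.75, the log2 difference of POLE 1.17 and the log2 difference of RRM1 0.59.

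**Figure D3:**
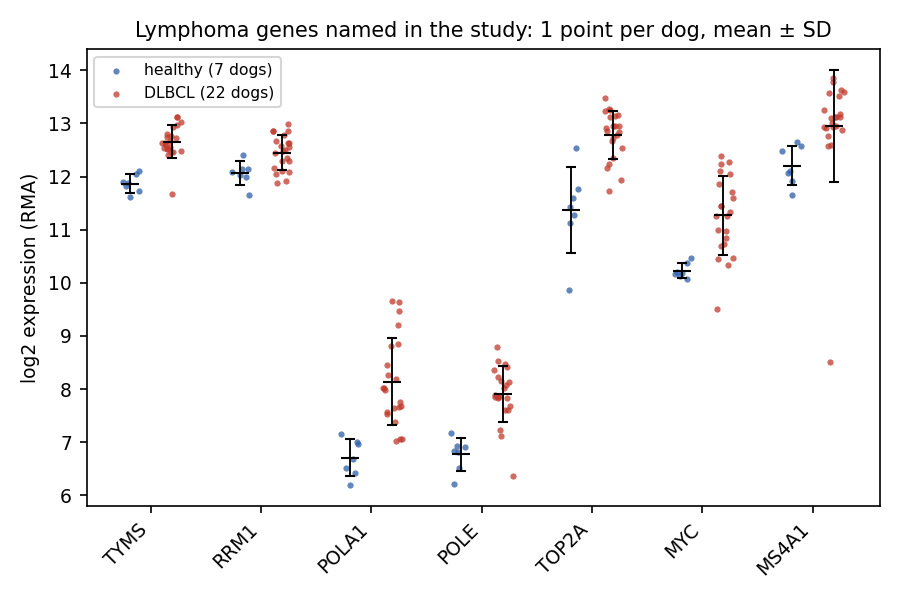
Log2 expression (RMA) of 7 lymphoma genes in 7 healthy dogs and 22 DLBCL dogs, 1 point per dog, with the mean and SD in black. POLA1 has 19 and POLE 20 of 22 DLBCL dogs above all healthy dogs, and MS4A1 has 19 DLBCL dogs above and 1 below all healthy dogs.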

The important lymphoma specific up-regulated genes include Dihydrofolate reductase (DHFR); CD20 (MS4A1), Myelocytomatosis viral oncogene (MYC), DNA Polymerase-alpha 1 (POLA1), DNA Polymerase-epsilon (POLE), Ribonucleotide reductase M1 (RRM1), DNA Topoisomerase II alpha (TOP2A) and Thymidylate synthase (TYMS). Similarly, one-way ANOVA was performed to understand the difference in the expression patterns of genes between DLBCL samples and healthy samples in the human dataset. Using a FDR adjusted *p-value* of less than 0.05 and absolute log_2_ fold change of greater than 2, 4388 probesets differentially expressed between the healthy and DLBCL samples were identified from the ANOVA results (data not shown). Of these, 2564 probesets were up-regulated and 1824 probesets were down-regulated in DLBCL.

Functional annotation of the up-regulated and down-regulated probesets in canine DLBCL using the DAVID Functional Annotation Tool showed involvement of many cancer-related pathways, as would be expected. 

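Signalling genes of cancer-related pathways moved in both directions. So did all 15115 measured genes, of which 19.9% were higher and 14.9% lower at an adjusted p under 0.05. Such movement alone does not set a list apart. Of 23 measured genes of PI3K/AKT and B-cell receptor signalling, 11 rose and 2 fell (11 and 3 adjusted over the list alone), with a median log2 difference of 0.34. VAV2, an exchange factor downstream of antigen receptors, rose by 0.79 (SE 0.15, adjusted p = 0.00013) and the kinase AKT2 by 0.62 (SE 0.10, adjusted p = 1.3e-05). PIK3CD, the PI3K subunit of leukocytes, fell by 1.09 (SE 0.26, adjusted p = 0.0015), and FOXO1, a transcription factor that AKT inhibits, fell by 0.90 (SE 0.20). Camera gave this list an adjusted p of 0.043, and an adjusted p = 0.32 with an estimated correlation. Of 20 JAK/STAT genes, 3 rose and 7 fell (4 and 9 adjusted over the list alone), with STAT4, a mediator of IL-12 signals, lower by a log2 difference of −1.80 and the phosphatase PTPN6 higher by 0.64. Of 16 Notch genes, 2 rose and 2 fell, the same numbers as when adjusted over the list alone, among them the ligand JAG1 at −1.20 and the receptor NOTCH2 at 0.76. Camera gave no call for the JAK/STAT (adjusted p = 0.11) or Notch list (adjusted p = 0.43). No member of these 3 lists passed in limma with RIN as a covariate.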

The gene ontology and pathways enrichment analysis results for the differentially expressed probesets in canine DLBCL using DAVID are given in the supplementary tables (ST 5–8 in File S2), but the principal results are summarised in Table 1. Functional annotation of the differentially expressed probesets between human healthy and DLBCL using DAVID also showed involvement of cancer-related pathways and gene ontologies. The gene ontology and pathways enrichment analysis results for the up-regulated and down-regulated probesets in DLBCL are given in the supplementary tables (ST 4–8 in File S2) and the top results are given in Table 1.

**Table 1:** Top 20 Gene Ontology (BP) Enrichment in the differentially expressed probesets in canine DLBCL and human DLBCL (ranking based on FDR in the DAVID functional annotation chart).

Canine DLBCL	Human DLBCL
M phase	immune response
cell cycle phase	response to wounding
mitosis	inflammatory response
nuclear division	positive regulation of immune system process
cell cycle	regulation of apoptosis
M phase of mitotic cell cycle	regulation of programmed cell death
cell division	regulation of cell death
organelle fission	regulation of cell proliferation
mitotic cell cycle	defense response
cell cycle process	cell activation
chromosome segregation	regulation of cell migration
regulation of leukocyte activation	regulation of cell motion
regulation of cell activation	blood vessel development
positive regulation of leukocyte activation	vasculature development
positive regulation of cell activation	regulation of cell activation
regulation of lymphocyte activation	taxis
regulation of immune effector process	chemotaxis
positive regulation of lymphocyte activation	leukocyte activation
positive regulation of immune system process	regulation of locomotion
immune response	positive regulation of signal transduction

Ingenuity Pathways Analysis of the up-regulated and down-regulated probesets in canine DLBCL also showed enrichment of cancer related bio functions and canonical pathways (figures SF 3–6 in File S3). 

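Genes of mitosis, DNA replication and DNA damage response rose together in DLBCL. Of 29 measured genes of mitosis and the G2/M transition, 28 rose and 0 fell (29 and 0 adjusted over the list alone), with a median log2 difference of 1.47. CENPF, a kinetochore protein, rose by 2.00 (SE 0.26, adjusted p = 1.1e-06), PLK4, the Polo-like kinase of centriole duplication, by 1.99 (SE 0.26), and TTK, a kinase of the spindle checkpoint, by 1.96 (SE 0.29). PLK1, the Polo-like kinase of mitotic entry, was the member that did not pass, at 0.65 (SE 0.26, adjusted p = 0.059). Of 35 genes of DNA replication, 31 rose and 1 fell (32 and 1 adjusted over the list alone), with a median of 0.87. The nuclease and helicase DNA2 rose by 2.07 (SE 0.23, adjusted p = 8.6e-08), and CDC6 and ORC1, which load the replicative helicase, by 1.74 (SE 0.27) and 1.72 (SE 0.29), whereas RFC1, a subunit of the clamp loader, fell by 0.63 (SE 0.11).
Of 18 genes of the DNA damage response, 14 rose and 1 fell, and the same numbers hold when adjusted over the list alone, with a median of 0.92. The exonuclease EXO1 rose by 1.82 (SE 0.27, adjusted p = 5.8e-06), FANCI, of the Fanconi anaemia pathway, by 1.66 (SE 0.15, adjusted p = 2.3e-09), the checkpoint kinase CHEK1 by 1.51 (SE 0.20), and BRCA1, which acts in repair by homologous recombination, by 1.13 (SE 0.15). CDKN1A, the p53 target that restrains cyclin-dependent kinases, fell by 1.34 (SE 0.29). ATM and MDM2 did not pass, at log2 differences of −0.12 and −0.01. In TTK, healthy dog 1 was at 5.25 and the other healthy dogs had a mean of 6.85.
Camera gave adjusted p values of 9.5e-14, 8.3e-14 and 2.5e-06 for the lists of mitosis, replication and damage response. With an estimated correlation within each list these calls were lost, at an adjusted p = 0.23, 0.14 and 0.14. RIN was higher in DLBCL, and with RIN as a covariate 6 mitosis, 7 replication and 3 damage response genes still passed as higher.

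**Figure D4:**
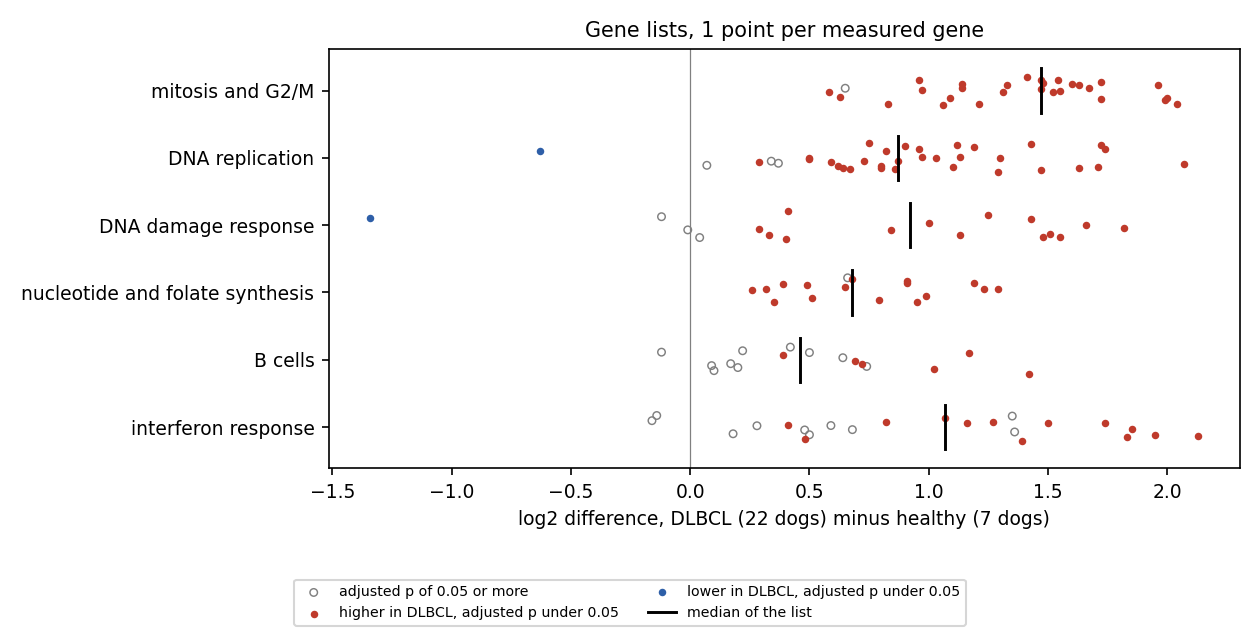
Log2 difference between DLBCL (22 dogs) and healthy nodes (7 dogs) for each measured gene of 6 lists, 1 point per gene, coloured by direction where the adjusted p was under 0.05, with the median of each list as a bar. Medians are 1.47 for mitosis, 0.87 for DNA replication and 0.92 for the DNA damage response, against 0.46 for B cells.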

The notable canonical pathways enriched in the up-regulated probesets are related to cell cycle regulation that includes mitotic roles of Polo-like kinase pathway (*p-value* 1.3E-08, ratio 14/58), BRCA1 in DNA damage response pathway (*p-value* 1.91E-08, ratio 13/61), cell-cycle checkpoint control pathway (*p-value* 9.65E-08, ratio 10/35), ATM signalling pathway (*p-value* 1.07E-07, ratio 12/53) and p53 signalling pathway. Similarly, the notable bio functions in the up-regulated probesets include cell cycle, genetic disorder, DNA replication, recombination and repair and cellular movement. The main canonical pathways enriched in the down-regulated probesets are related to cellular immune response that includes crosstalk between dendritic cells and natural killer cells (*p-value* 7.39E-06, ratio 16/97), T helper cell differentiation (*p-value* 3.28E-07, ratio 15/70) and IL-12 signalling pathway. 

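T-cell genes were lower in DLBCL nodes almost without exception. Of 24 measured T-cell genes, 22 fell and 0 rose (23 and 0 adjusted over the list alone), with a median log2 difference of −2.69. TRAT1, an adaptor of the T-cell receptor, fell by 3.96 (SE 0.55, adjusted p = 2.6e-06), LEF1, a transcription factor of naive T cells, fell by 3.75 (SE 0.39), and CD8B, of cytotoxic T cells, fell by 3.39 (SE 0.36). CD3D and CD3G, chains of the T-cell receptor complex, did not pass, at −0.50 and −0.79. Of 29 genes of T helper differentiation and IL-12 signalling, 14 fell and 1 rose (15 and 1 adjusted over the list alone), with a median of −0.33. IL23R, the receptor of IL-23, fell by 3.14 (SE 0.27, adjusted p = 1.2e-09), IL21, a cytokine of follicular helper T cells, fell to 4.74 ± 1.10 (SD, n = 22 dogs), close to background and to healthy dog 1 at 4.75, FOXP3, which marks regulatory T cells, fell by 1.73 (SE 0.18), and the shared cytokine receptor chain IL2RG rose by 0.36 (SE 0.12).
Of 13 dendritic cell genes, 7 fell and 1 rose (8 and 1 adjusted over the list alone), with a median of −0.72. FLT3, a growth factor receptor of dendritic cells, fell by 2.65 (SE 0.53, adjusted p = 0.00027) and CD80, a co-stimulatory ligand, fell by 1.98 (SE 0.23). Of 12 genes of natural killer and cytotoxic cells, 5 fell and 1 rose, also when adjusted over the list alone, with a median of −0.57. EOMES, a transcription factor of cytotoxic lymphocytes, fell by 2.27 (SE 0.43), NCR3, an activating receptor of natural killer cells, fell by 1.69 (SE 0.28), and FASLG, a death ligand, rose by 0.88.
Of 17 macrophage and monocyte genes, 4 fell and 0 rose, also when adjusted over the list alone, with a median of −0.42 and MARCO, a scavenger receptor, lowest at −2.11 (SE 0.53). Without healthy dog 1 or 2 the count was 2, and MRC1 and CSF1R lost their calls (adjusted p = 0.13 and 0.1 without healthy dog 1). The means of these genes were 11.79 to 12.21 in the 4 arrays of healthy dog 1, against 9.91 to 10.83 in the other healthy dogs. Of 20 genes of fibroblasts and extracellular matrix, 4 fell and 1 rose, also when adjusted over the list alone, with a median of −0.07. The contractile protein ACTA2 fell by 1.26 (SE 0.31) and the matrix protein LUM rose by 1.71 (SE 0.64), a call that leaving out 1 of several healthy dogs ended (adjusted p = 0.13 without healthy dog 6), and the log2 difference of LUM turned to −0.67 with RIN as a covariate.
Camera gave adjusted p values of 3.1e-25 for T cells, 2.2e-07 for T helper differentiation, 0.0012 for dendritic cells, 0.029 for natural killer cells and 0.035 for macrophages. Only the T-cell and T helper calls, of all 29 lists, held with an estimated correlation (adjusted p = 0.017 for each), and the other 3 of these lists had an adjusted p = 0.082, 0.44 and 0.56. RIN as a covariate left 6 T-cell genes, 3 T helper genes, 1 dendritic cell gene and 1 natural killer gene called as lower.

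**Figure D5:**
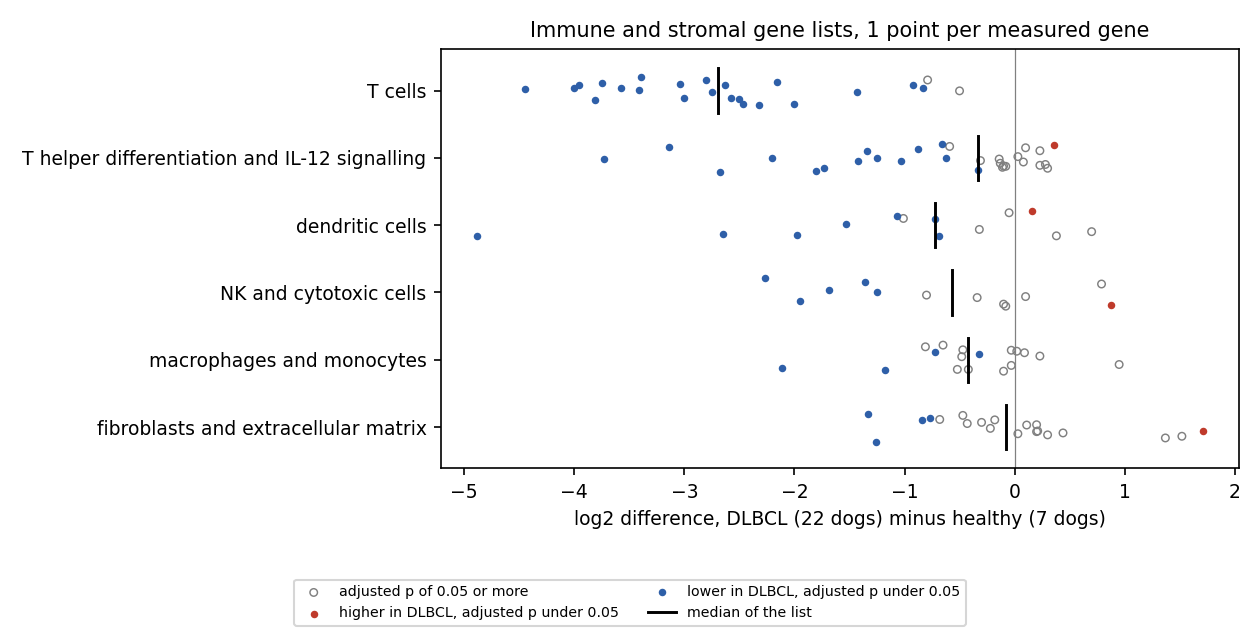
Log2 difference between DLBCL (22 dogs) and healthy nodes (7 dogs) for each measured gene of 6 lists of immune and stromal cells, 1 point per gene, coloured by direction where the adjusted p was under 0.05, with the median of each list as a bar. The median of the T-cell list is −2.69 and that of the fibroblast list is −0.07.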

The main bio functions enriched in the down-regulated probesets are proliferation of normal cells, cell-to-cell signalling and interaction, immune response, cellular development and apoptosis. Ingenuity Pathways Analysis of the up-regulated and down-regulated probesets in human DLBCL also showed enrichment of DLBCL related bio functions and canonical pathways. Some of the important signalling pathways enriched in the differentially expressed probesets in DLBCL are IL-10, p53, IL-6, NF-κB, IL-2, PI3K, BRCA1 in DNA damage response, NOTCH and PI3K/AKT signalling pathways, which are common to the canine system.

We compared the 3286 differentially expressed canine probesets against the NF-κB target 199-orthologous probesets and found 25 NF-κB target orthologous probesets corresponding to 17 genes were present in the differentially expressed probesets (Table 2). 

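NF-κB target genes were more often lower than higher in DLBCL. The target list came from the literature and not from these samples, and 100 of its 120 genes were matched by symbols of the platform annotation. Targets named only through Table ST 4, such as HSPA1L below, are not among the 100. Of the 100, 31 fell and 9 rose (32 and 10 adjusted over the list alone), with a median log2 difference of −0.19. CD40LG, the ligand by which T cells activate B cells through CD40, was at 7.06 ± 0.87 (SD, n = 22 dogs) in DLBCL and 11.06 ± 0.69 (SD, n = 7 dogs) in healthy nodes, a 16-fold difference (log2 difference −4.00, SE 0.35, adjusted p = 1.2e-09). IL2, the growth factor of T cells, fell by 3.73 (SE 0.34, adjusted p = 2.5e-09) to 4.77 ± 0.75, close to background. IL12B, the p40 subunit of IL-12 and IL-23, fell by 2.68 (SE 0.14, adjusted p = 1.7e-13), and all DLBCL dogs lay below all healthy dogs in it. RGS1, a regulator of chemokine receptor signals, fell by 2.22 (SE 0.49), CD83, a surface protein of mature dendritic cells, fell by 1.53 (SE 0.30), and the adhesion receptor ICAM1 fell by 1.08 (SE 0.23).
BUB1B, a kinase of the spindle checkpoint, rose by 2.04 (SE 0.30, adjusted p = 8.1e-06), to 10.57 ± 0.64 from 8.53 ± 0.98, with healthy dog 1 at 6.86 and the other healthy dogs at a mean of 8.81. TPMT, which inactivates thiopurine drugs, rose by 0.89 (SE 0.17), and PRKCD, a protein kinase C of B cells, by 0.73 (SE 0.15), while other probesets of TPMT rose by 1.19 and 1.46 and another of PRKCD by 1.04. PTPN3, a phosphatase, fell by 1.28 (SE 0.18) in its brightest probeset. Its dimmer probesets, at 5.81 and 4.19 in healthy nodes, did not pass, each at −0.05. The heat shock gene HSPA1L fell by 1.58 (SE 0.28). The class I gene DLA-79 fell by 1.32 (SE 0.35) in its brightest probeset and by 1.30 (SE 0.39) in another. The DLA-79 probeset of Table 2, at −0.92 (SE 0.38, adjusted p = 0.063), did not pass. CXCL13, which attracts B cells to follicles, fell by 1.04 (SE 0.40, adjusted p = 0.044), a call that leaving out any 1 healthy dog ended. Another CXCL13 probeset fell by 1.38 (SE 0.50, adjusted p = 0.033), a call that stayed without healthy dog 1 or 4. EGR1, CD36 and CXCL8 did not pass, at log2 differences of −1 (adjusted p = 0.076), −1.19 (adjusted p = 0.22) and −1.94 (adjusted p = 0.058).
At the fold threshold of 2, 4 NF-κB probesets matched by symbol were higher and 19 lower, 23 in all, of 3 higher and 13 lower genes. HSPA1L is not counted there. Camera gave the target list an adjusted p of 0.0012 in the downward direction, and an adjusted p = 0.14 with an estimated correlation. T-cell genes fell and RIN was higher in the same tumours, and with RIN as a covariate BUB1B passed as higher, CD40LG and IL12B passed as lower, and no other target gene passed in limma.

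**Figure D6:**
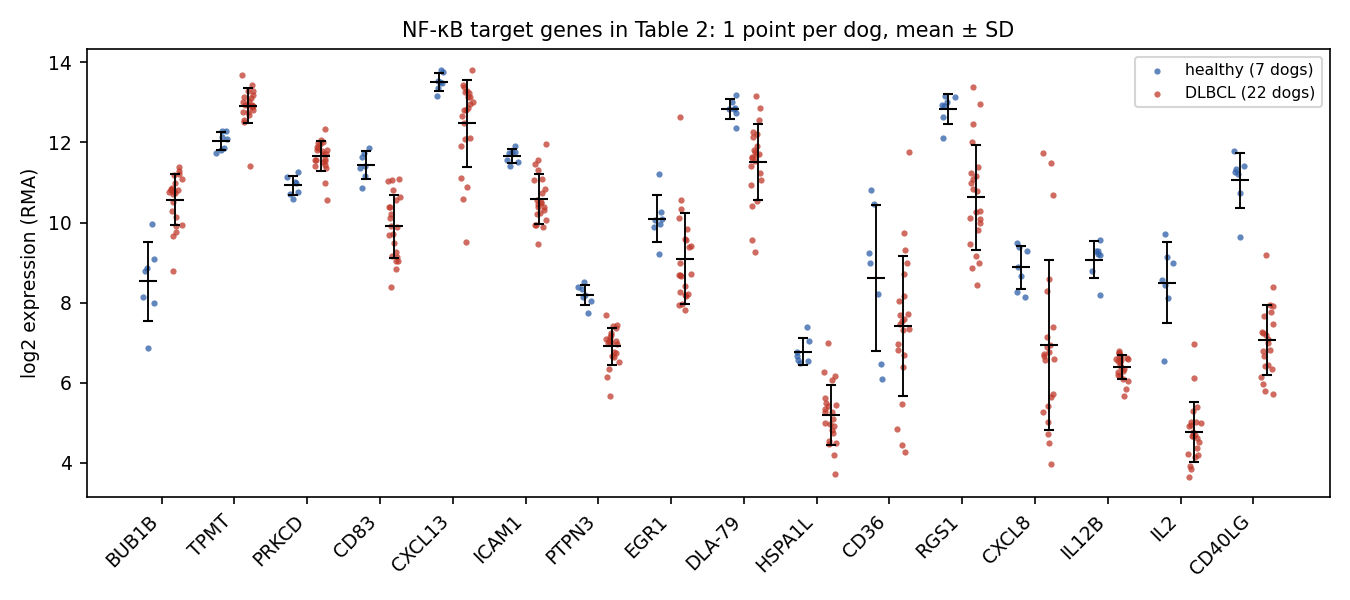
Log2 expression (RMA) of 16 NF-κB target genes of Table 2 in 7 healthy dogs and 22 DLBCL dogs, 1 point per dog, with the mean and SD in black. All DLBCL dogs lie below all healthy dogs in CD40LG, IL12B and PTPN3, and CXCL8 and CD36 spread widely between tumours.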

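Among genes that act upstream of NF-κB, LCK, the kinase that starts T-cell receptor signalling, was at 8.77 ± 0.74 (SD, n = 22 dogs) in DLBCL and 11.77 ± 0.47 (SD, n = 7 dogs) in healthy nodes, an 8.01-fold fall (log2 difference −3, SE 0.29, adjusted p = 6.8e-09). TNFSF11, the cytokine RANKL made by T cells and node stroma, fell by 1.74 (SE 0.32, adjusted p = 0.0001), and in both genes all 22 DLBCL dogs lay below all healthy dogs. LTBR, the lymphotoxin β receptor of stromal and myeloid cells, fell by 1.03 (SE 0.29, adjusted p = 0.0076) in its brightest probeset. Dimmer probesets of LTBR, at 6.28 and 7.31 in healthy nodes, did not pass, at −0.09 and −0.20.
EIF2AK2, a kinase that senses double-stranded RNA and is induced by interferon, rose by 1.74 (SE 0.38, adjusted p = 0.00072), to 9.94 ± 0.96 from 8.20 ± 0.68, with 19 of 22 DLBCL dogs above all healthy dogs. MYD88, the adaptor of Toll-like and IL-1 receptors, rose by 0.85 (SE 0.14, adjusted p = 4.5e-05), with 20 of 22 dogs above. In limma with RIN as a covariate none of these 5 genes passed in its brightest probeset, where the log2 difference of LCK was −2.2, the log2 difference of TNFSF11 −2.16, the log2 difference of LTBR −1.06, the log2 difference of EIF2AK2 1.7 and the log2 difference of MYD88 0.65. A dimmer probeset of LCK passed (log2 difference −1.08, SE 0.24, adjusted p = 0.021). T-cell genes as a group fell in the same tumours.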

Interestingly, IPA analysis for the NF-κB signalling showed CD40LG, LCK, LTBR and TNFSF11 were present in the down-regulated probesets and EIF2AK2 and MYD88 were present in the up-regulated probesets of canine DLBCL. As we looked for differential expression of NF-κB target genes in the human data, we compared the 4388 differentially expressed probesets against the NF-κB target 259 probesets and found 101 NF-κB target probesets corresponding to 54 genes in the differentially expressed probesets (Table 3 Figure 4). Further, Ingenuity Pathway analysis of the differentially expressed probesets showed up-regulation of IRAK3, LTBR and TNFSF13B and down-regulation of LCK, MAP3K7 and TNFRSF17 in addition to our NF-κB target gene set.

**Figure 4:**
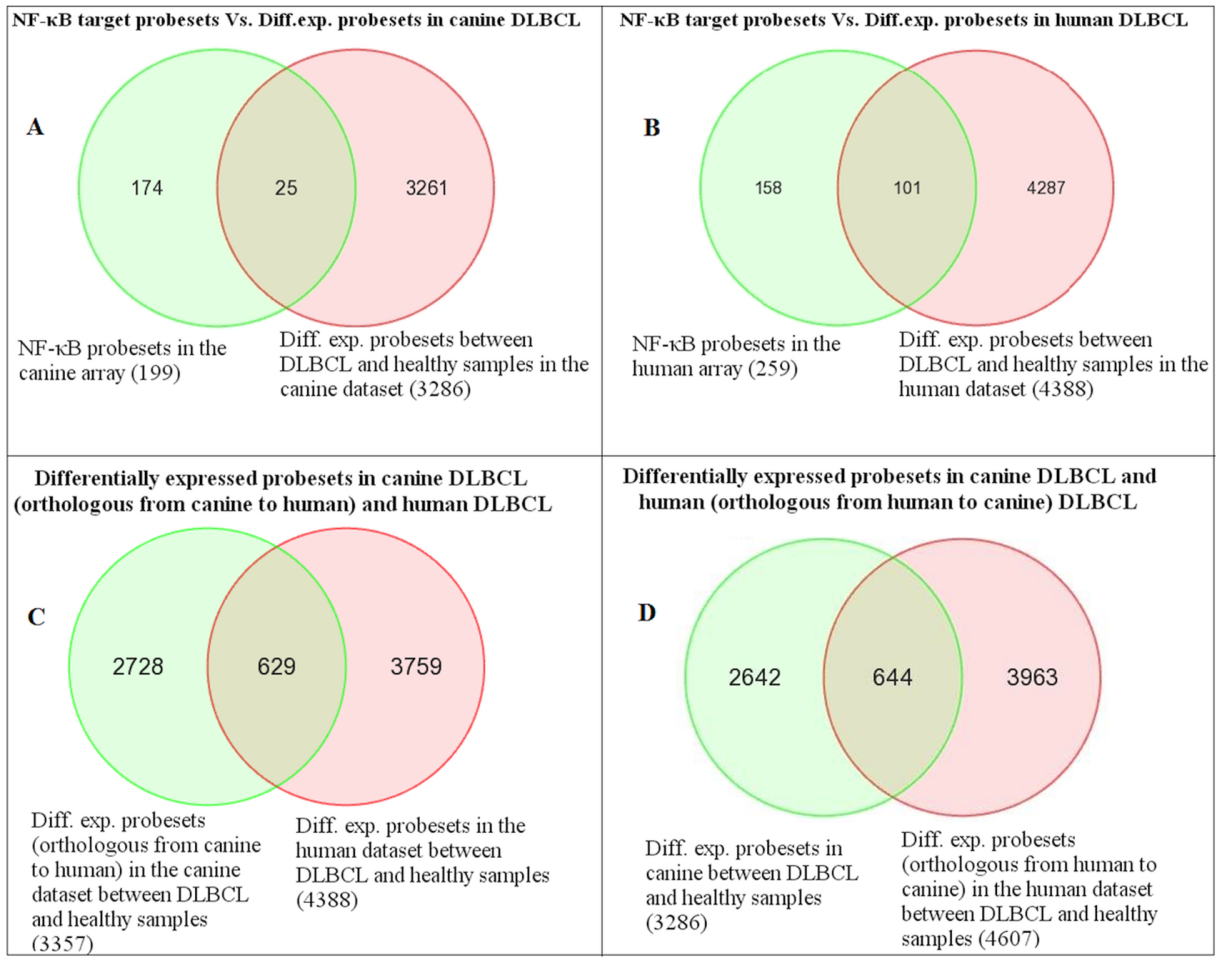
Comparison of differentially expressed probesets in canine and human DLBCLs. Venn diagrams comparing the NF-κB target genes in the differentially expressed probesets (between DLBCL and healthy) of canine DLBCL and human DLBCL and comparison of the number of the differentially expressed probesets of canine DLBCL and human DLBCL. The differentially expressed probesets in the datasets were identified by one-way ANOVA (DLBCL Vs. healthy) of the expression values; selecting probesets with log_2_ fold change over 2 with FDR adjusted *p-value* less than 0.05. (A) 25 NF-κB target probsets (17 NF-κB target genes out of the 120 genes) present in the differentially expressed probesets of canine DLBCL. (B) 101 NF-κB target probsets (54 NF-κB target genes out of the 120 genes) present in the differentially expressed probesets of human DLBCL. (C) Comparison of canine array probesets converted to orthologous human array probesets. (D) Comparison of human array probesets converted to orthologous canine array probesets.

**Table 2:** NF-κB target genes in the differentially expressed gene set of the canine DLBCL.

Sr. No.	Gene Symbol	Gene Title	FDR adjusted *p-value*	Log_2_ fold change
1	BUB1B	budding uninhibited by benzimidazoles 1 homolog beta (yeast)	2.33E-09	5.8804
2	TPMT	thiopurine S-methyltransferase	8.62E-08	2.60776
3	PRKCD	protein kinase C, delta	6.20E-09	2.16004
4	NCF2	neutrophil cytosolic factor 2	6.53E-06	2.15934
5	CD83	CD83 molecule	4.12E-05	−2.09458
6	CXCL13	chemokine (C-X-C motif) ligand 13	0.00991254	−2.25478
7	ICAM1	intercellular adhesion molecule 1	2.89E-06	−2.26415
8	PTPN3	protein tyrosine phosphatase, non-receptor type 3	3.05E-09	−2.39125
9	EGR1	early growth response 1	0.00919512	−2.15779
10	DLA-79	MHC class Ib	0.00362251	−2.05517
11	HSPA1L	heat shock 70kDa protein 1-like	9.32E-07	−2.87401
12	CD36	CD36 molecule (thrombospondin receptor)	0.00858191	−3.62725
13	RGS1	regulator of G-protein signaling 1	5.13E-05	−4.05241
14	IL8	interleukin 8	0.0034537	−4.40177
15	IL12B	interleukin 12B (natural killer cell stimulatory factor 2, cytotoxic lymphocyte maturation factor 2, p40)	4.92E-16	−5.29585
16	IL2	interleukin 2	7.44E-10	−8.65752
17	CD40LG	CD40 ligand	4.89E-12	−7.82082

**Table 3:** NF-κB target genes in the differentially expressed gene set of the human DLBCL.

Sr. No.	Gene Symbol	Gene Title	p-value	Log_2_ fold change
1	CXCL9	chemokine (C-X-C motif) ligand 9	1.21E-19	69.72
2	CXCL10	chemokine (C-X-C motif) ligand 10	3.46E-16	27.93
3	CXCL13	chemokine (C-X-C motif) ligand 13	2.43E-09	12.64
4	SDC4	syndecan 4	3.37E-17	12.39
5	CCL2	chemokine (C-C motif) ligand 2	1.19E-15	12.18
6	STAT1	signal transducer and activator of transcription 1, 91kDa	1.83E-11	10.58
7	IL32	interleukin 32	2.14E-18	9.28
8	SLAMF7	SLAM family member 7	1.02E-09	9.22
9	BCL2	B-cell CLL/lymphoma 2	2.78E-09	9.05
10	CD44	CD44 molecule (Indian blood group)	4.44E-10	7.20
11	SOD2	superoxide dismutase 2, mitochondrial	1.84E-14	7.13
12	ELL2	elongation factor, RNA polymerase II, 2	8.50E-12	6.69
13	CCL3	chemokine (C-C motif) ligand 3	8.87E-10	6.56
14	RGS1	regulator of G-protein signaling 1	2.52E-07	6.28
15	CCL4	chemokine (C-C motif) ligand 4	1.51E-11	6.02
16	CCND2	cyclin D2	4.51E-07	5.41
17	DUSP1	dual specificity phosphatase 1	4.97E-07	5.04
18	IER3	immediate early response 3	1.18E-11	4.79
19	ID2	inhibitor of DNA binding 2	4.39E-12	4.28
20	VIM	vimentin	6.14E-15	4.03
21	IL10	interleukin 10	6.57E-07	3.81
22	IRF4	interferon regulatory factor 4	3.50E-05	3.81
23	LITAF	lipopolysaccharide-induced TNF factor	2.99E-12	3.76
24	PECAM1	platelet/endothelial cell adhesion molecule	4.02E-10	3.68
25	CCR7	chemokine (C-C motif) receptor 7	0.00131648	3.50
26	NCF2	neutrophil cytosolic factor 2	3.92E-05	3.41
27	CD36	CD36 molecule (thrombospondin receptor)	7.49E-06	3.38
28	BATF	basic leucine zipper transcription factor, ATF-like	3.20E-06	3.15
29	IL15RA	interleukin 15 receptor, alpha	4.08E-13	3.04
30	CFLAR	CASP8 and FADD-like apoptosis regulator	5.72E-08	2.84
31	FNDC3A	fibronectin type III domain containing 3A	1.83E-12	2.83
32	AHR	aryl hydrocarbon receptor	1.87E-06	2.61
33	CX3CL1	chemokine (C-X3-C motif) ligand 1	4.28E-06	2.56
34	ICAM1	intercellular adhesion molecule 1	3.95E-08	2.53
35	PTPN1	protein tyrosine phosphatase, non-receptor type 1	1.59E-05	2.44
36	IRF1	interferon regulatory factor 1	3.83E-05	2.44
37	CXCL2	chemokine (C-X-C motif) ligand 2	0.0045885	2.41
38	IL2RA	interleukin 2 receptor, alpha	6.66E-05	2.36
39	TNFAIP3	tumor necrosis factor, alpha-induced protein 3	3.52E-06	2.35
40	JUNB	jun B proto-oncogene	1.84E-07	2.29
41	PIM2	pim-2 oncogene	2.69E-05	2.25
42	IL6	interleukin 6 (interferon, beta 2)	0.00388045	2.11
43	NFKB2	nuclear factor of kappa light polypeptide gene enhancer in B-cells 2	2.00E-09	2.08
44	CD69	CD69 molecule	0.0170441	2.07
45	RFTN1	raftlin, lipid raft linker 1	1.77E-05	-2.02
46	CEP110	centrosomal protein 110kDa	2.10E-07	−2.06
47	MAP3K1	mitogen-activated protein kinase kinase kinase 1	7.79E-05	−2.20
48	WTAP	Wilms tumor 1 associated protein	1.25E-10	−2.25
49	SLC2A5	solute carrier family 2, member 5	0.0017411	−2.32
50	CD40	CD40 molecule, TNF receptor superfamily member 5	4.59E-07	−2.49
51	IL8	interleukin 8	5.73E-05	−2.93
52	RRAS2	related RAS viral (r-ras) oncogene homolog 2	1.31E-08	−4.87
53	BANK1	B-cell scaffold protein with ankyrin repeats 1	0.000318229	−5.07
54	REL	v-rel reticuloendotheliosis viral oncogene homolog (avian)	2.87E-15	−5.43

### Co-expression patterns in canine and human DLBC lymphoma

A gene co-expression network of canine DLBCL was built using the microarray expression data from the 23 canine DLBCL samples and 45 human DLBCL samples. 

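Co-expression was re-derived from the RMA values of the 23 DLBCL arrays, over the 26154 probesets of highest mean, since presence calls and MAS 5.0 values were not used here. At the Pearson correlation of 0.7999934 there were 189728 pairs of probesets, which joined 19706 probesets, 75.3% of those used. Spearman correlation gave 149371 pairs. With the arrays permuted within each probeset, 2090 pairs remained above the threshold by chance. Single pairs were not tested. Where they are named below, for NF-κB target genes, they are given as counts without interpretation. Each of the 29 gene lists was instead compared with 1000 random lists of the same size matched on mean expression.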

For canine, expression values of 26,154 probesets that were “present” in at least 8 DLBCL samples were used for building the network and using a very strict Pearson correlation coefficient of 0.7999934 (*p-value* 0.0001 with a power of 80%), as a measure of co-expression between the probesets, 16852 nodes (probesets) having 120,270 edges were selected for the co-expression network (figure SF1 in File S3). 

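Cell cycle genes rose and fell together from tumour to tumour. Of the 406 pairs among 29 mitosis genes, such as CDK1, CCNB2 and TOP2A, 237 or 58.4% exceeded the correlation threshold across the 23 DLBCL arrays, with a median r of 0.83. Of 595 pairs among DNA replication genes, 50 or 8.4% did so. Interferon response genes, such as ISG15 and USP18, had 99 of 253 pairs above it, genes of fibroblasts and extracellular matrix 58 of 190, natural killer and cytotoxic cell genes 15 of 66, macrophage genes 15 of 136 and T-cell genes 27 of 276. All of these lists exceeded the 1000 random lists (adjusted p = 0.0016 over 29 lists, from an unadjusted p of 0.001, the smallest that these can give), and they passed with Spearman correlation too.
Skeletal muscle genes had 46.7% of 210 pairs above the threshold, but 0% with Spearman correlation and 0.476% without DLBCL samples 4 and 24, whose muscle gene means of 8.39 and 10.69 lay above the third highest, 6.59. Interferon response genes had 39.1% of pairs above the threshold, but 17.4% with Spearman correlation and 27.7% without sample 15, the tumour with the lowest mean of that list.

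**Figure D7:**
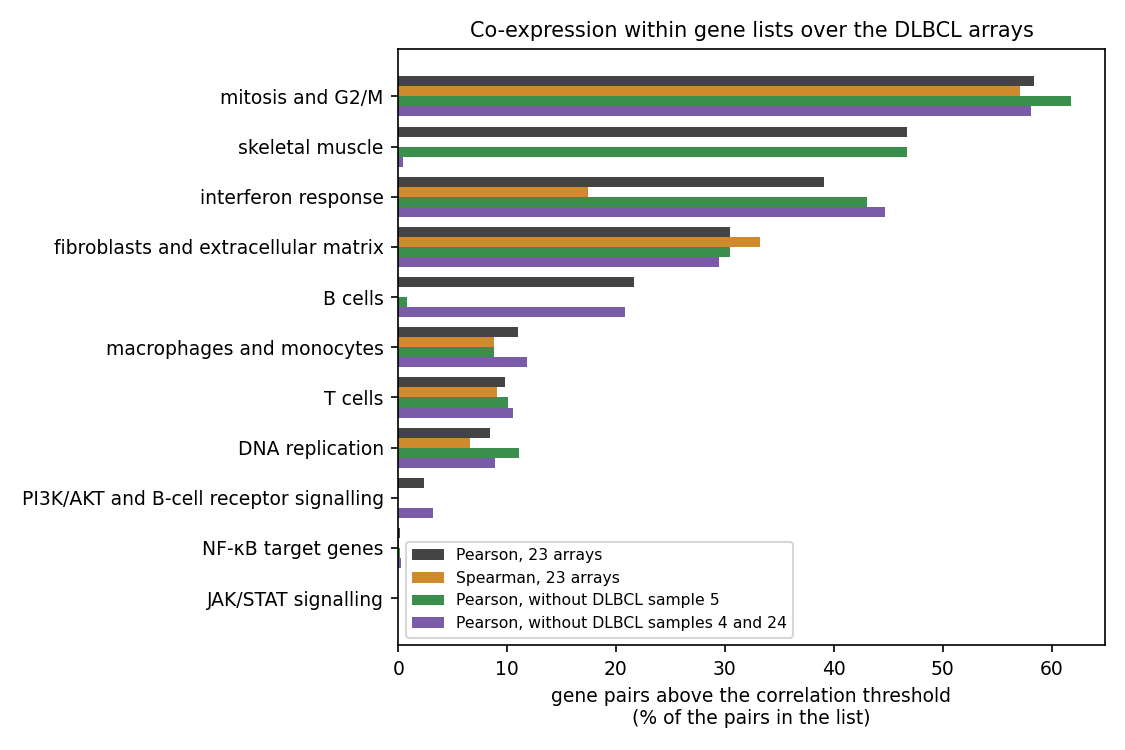
Percent of gene pairs above the correlation threshold within 11 gene lists over the DLBCL arrays, as bars for Pearson and Spearman correlation and for Pearson correlation without DLBCL sample 5 or without samples 4 and 24. Mitosis stays between 57.1% and 61.8% in all 4 settings, and skeletal muscle falls from 46.7% to 0.476% without samples 4 and 24.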

Many highly interconnected co-expressed clusters were derived from the network and found to be enriched with cell cycle regulation, immune response, TGF-β, Wnt/β-catenin and ERK/MAPK signalling pathways (Figure SF 10 in File S3). Gene co-expression network of human DLBCL was built using the quality control passed, MAS5.0 normalised 45 DLBCL samples in the human dataset. Expression values of 25931 probesets that were “present” in at least 15 samples were used for building the network. Using a very strict Pearson correlation coefficient of 0.6312203 (*p-value* 0.0001 with a power of 80%), as a measure of co-expression between the probesets, 21,435 nodes (probesets) having 421,777 edges were selected for the co-expression network (figure SF 1 in File S3). Many highly interconnected co-expressed clusters were derived from the network (figure SF 2 in File S3) and analysed in DAVID and IPA.

### Comparative analysis of differentially expressed genes in canine DLBCL and human DLBCL

Comparison of the two species was achieved by mapping the canine chip probesets on to orthologous human chip probesets and *vice versa* as described earlier^29^. The comparisons of the number of differentially expressed probesets in both the datasets are presented in Figure 4. 644 orthologous probesets were common between the differentially expressed genes of canine DLBCL and human DLBCL. When we looked at the differentially expressed probesets in both the diseases for NF-κB target genes, the human DLBCL had 54 NF-κB target genes (out of the 120 genes list) and the canine DLBCL had 17 NF-κB target genes (Figure 4, Table 2 and 3). Ingenuity pathway analysis of differentially expressed probesets in canine DLBCL and human DLBCL also showed enrichment of NF-κB signalling pathway in DCBL of both species (figure SF 9 in File S3). Comparison of signalling pathways enriched in the up-regulated and the down-regulated probesets of canine DLBCL and human DLBCL showed enrichment of many lymphoma specific pathways in both canine DLBCL and human DLBCL (figures SF 7 and 8 in File S3).

### Commonly co-regulated pathways in canine DLBCL and human DLBCL

The co-expression clusters obtained from the positive co-expression networks were analysed for enrichment of signalling pathways using DAVID and comparison work flow of the IPA (Figures 5 and 6). We could find many signalling pathways that are important in the pathogenesis of lymphoma enriched in the co-expressed clusters of DCBL in both species. As the genes present in the densely connected co-expressed clusters are generally co-regulated and expressed in similar fashion, we can safely assume that the enriched pathways in these clusters are active and related to each other. The notable signalling pathways that are enriched in co-expressed clusters of DCBL in both species: PI3K signalling in B Lymphocytes, NF-κB, p53, PI3K, JAK/Stat and PI3K/AKT signalling pathways as well as upregulation of IL-10, IL-6, and IL-2.

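In the canine tumours, few pairs of genes of these signalling pathways were co-expressed across arrays. Of 253 pairs among 23 genes of PI3K/AKT and B-cell receptor signalling, 6 or 2.37% exceeded the correlation threshold, against a mean of 0.102% in random lists (adjusted p = 0.0016), and 0 did so without DLBCL sample 5, the tumour with the lowest B-cell gene levels, or with Spearman correlation. Among 100 NF-κB target genes, 9 of 4950 pairs or 0.182% exceeded it, against a mean of 0.0578% in random lists (adjusted p = 0.029, and 0.17 with Spearman correlation). None of the 210 pairs of canonical NF-κB components, the 190 pairs of JAK/STAT genes or the 120 pairs of Notch genes exceeded it. Of 153 pairs of alternative NF-κB components, 2 or 1.31% did, against 0.0439% in random lists (adjusted p = 0.012, and 0.093 with Spearman correlation), and 0 without sample 5.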

**Figure 5:**
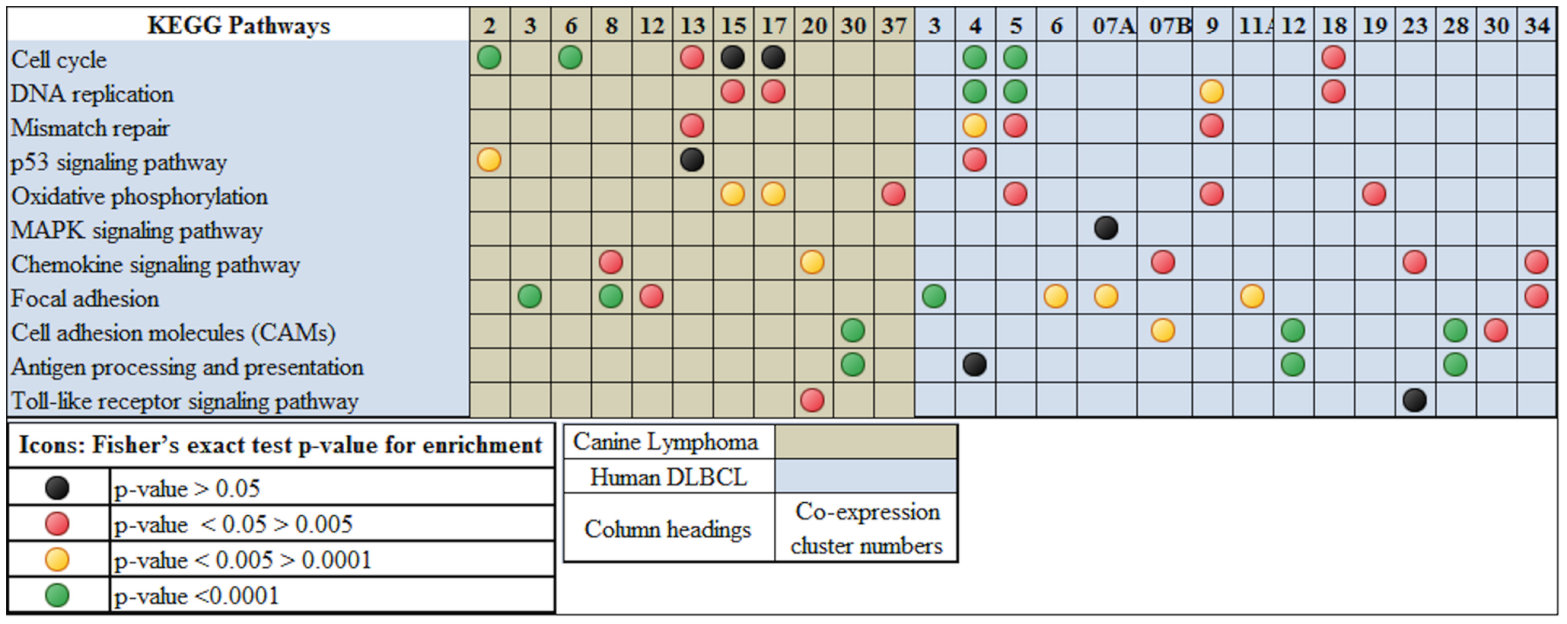
Comparison of enrichment of KEGG pathways in the co-expressed clusters of canine DLBCL and human DLBCL. The highly connected gene clusters identified in the co-expression networks of canine DLBCL and human DLBCL were analysed for enrichment of KEGG pathways using DAVID functional annotation tool. The results from the analysis of each cluster are compiled and the *p-values* of the enrichment score computed by Fisher's exact test are represented graphically as coloured icons.

**Figure 6:**
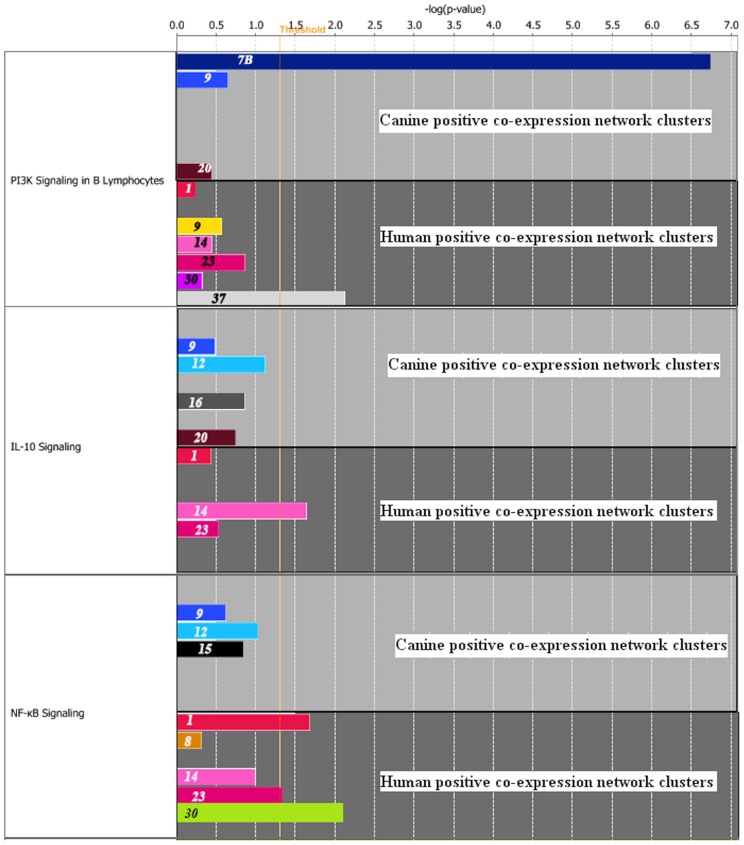
Comparison of enrichment of signalling pathways in the co-expression clusters of canine DLBCL and human DLBCL using IPA. The highly connected gene clusters identified in the co-expression networks of canine DLBCL and human DLBCL were analysed for enrichment of lymphoma related signalling pathways using IPA tool. The result of the comparison analysis is represented graphically. The numbers on the bars denote the co-expression cluster numbers while the length of the bars show their significance, negative log of the *p-value* for the pathway computed by Fisher's exact test, in the relevant pathway.

### Analysis of NF-κB pathways in canine and human tissue sections demonstrates activation of both canonical and alternative pathways

To support the array date, we performed immunohistochemical analysis of human and canine lymphoma samples (Figure 7). All cases of human DLBCL showed at least low levels of nuclear staining for p65; range of histoscores  = 1–12, mean  = 6.2, median  = 6.25. In just over 40% of cases (33/78), there was more intense nuclear staining in at least 50% of nuclei (histoscore ≥6), suggesting increased activation of the classic, canonical NF-κB pathway. Similar patterns of staining were seen in treatment naïve and post-treatment canine DLBCL. However, although no completely negative cases were seen, in most only weak nuclear positivity was identified: histoscore range for treatment naïve cases  = 1.5–3, mean  = 2.18, and median  = 2.0; histoscore range for post-treatment cases  = 2–4, mean  = 3.0, median  = 3.0. Staining for nuclear p52 in human DLBCL was generally at lower levels than for p65. In 9/77 cases staining was entirely negative, and moderate or strong nuclear staining in >50% of tumour cell nuclei (histoscore ≥6) was only seen in 8/77; histoscore range  = 0–8.5, mean  = 2.24, median  = 1.50. Conversely, nuclear staining for p52 was generally more intense than for p65 in canine DLBCL. All cases showed at least weak staining in most nuclei, and moderate or strong nuclear staining in >50% of cells was identified in 15/17 treatment naïve DLBCL and 4/5 post-treatment canine DLBCL; for treatment naïve cases histoscore range  = 6–10, mean  = 7.68, median  = 8.0; post-treatment histoscore range  = 4–12, mean  = 7.2, median  = 6.0.

**Figure 7:**
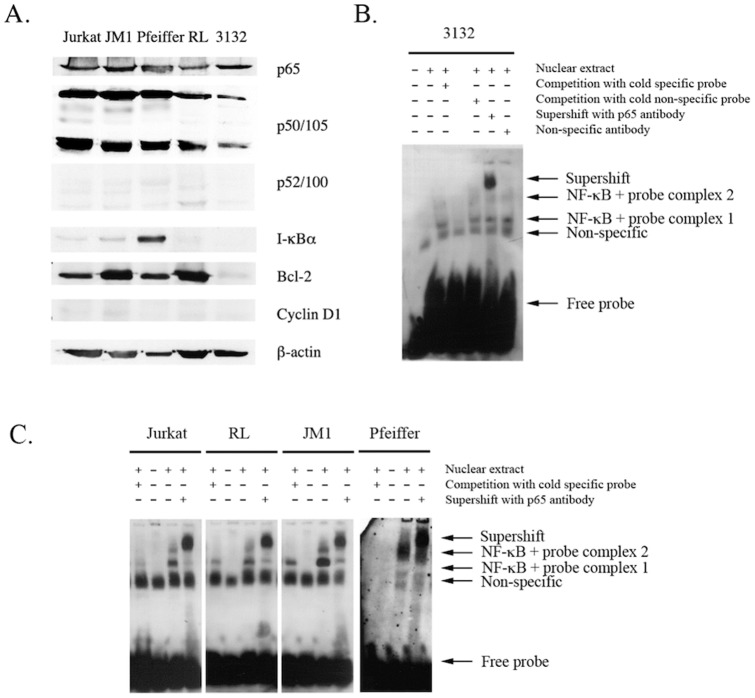
In vivo and in vitro Validation of NF-κB Status in Canine and Human DLBCL. NF-κB expression and activation in human T and B cell lymphoma cell lines and canine B cell lymphoma cell line. Whole cell lysates from Jurkat, JM1, Pfeiffer, RL and 3132 cells were eletrophoresed and immunoblotted for the detection of expression of signaling components of the NF-κB pathway (A). Nuclear protein from human T (Jurkat) and B (RL, JM1, Pfeiffer) cell lymphoma lines as well as canine B (3132) cell lymphoma line, were extracted. EMSAs were performed on these samples using non-radioactive DIG-labeled NF-κB consensus oligonucleotide probes in binding reactions. Specificity was tested by competition using unlabeled (cold) specific and non-specific probes and “supershift” using specific antibody for NF-κB p65/RelA and a non-specific antibody (p53). Samples were then subjected to electrophoresis in DNA retardation gels, before transfer onto nylon membranes and chemiluminescence detection of the DIG-labels. EMSAs were performed using nuclear extracts of canine (B) and human (C) lymphoma cell lines. Bands are indicated by arrows and annotated. ‘+’ and ‘−‘ refer to components being added or omitted respectively, to standard gel shift binding reactions.

Using western blot analysis we demonstrate that all human lymphoma lines and canine 3132 line express p65 and p50/105 subunits but little or none of the p52/100 subunit, indicating the classical canonical pathway is activated in the lines tested (Figure 8A). None of these lines are known to harbor the t(11;14) translocation and consequently do not upregulate expression of cyclin D1 as demonstrated in Fig. 5A. Pfeiffer cells express high levels of I-κBα but also have high constitutive levels of p65 and p50. Nuclear extracts were shown to contain translocated NF-κB p65 complexes that bound to κB motifs in the NF-κB oligonucleotides in nuclear extracts of the canine 3132 B cell lymphoma line (lane 2, Fig. 8B). Specificity of bands (complexed 1 and 2) indicated was shown by the reduction of signal by competition with cold unlabeled NF-κB consensus oligonucleotide bands (lane 3, Fig. 8B) but not with non-specific cold Oct2A probe (lane 4, Fig. 8B). “Supershift” of bands occurred in the presence of the NF-κB p65 antibody (lane 5, Fig. 8B) but not the p53 antibody (lane 6, Fig. 8B). Comparable NF-κB translocation and binding to κB motifs were also demonstrated in nuclear extracts of human Jurkat, RL, JM1 and Pfeiffer lines (lanes 3, 7, 11, 15, Fig. 8C). Specificity of bands (complexes 1 and 2) indicated were shown by the reduction or absence of signal by competition with cold unlabelled NF-κB consensus oligonucleotide bands (lanes 1, 5, 9, 13, Fig. 8C) and “supershift” of bands in the presence of NF-κB p65 antibody (lanes 4, 8, 12, 16 Fig. 8C). 2 NF-κB-probe complexes were observed, with complex 2 being the primary band. The non-specific band probably originated from the commercial preparation of the NF-κB consensus oligonucleotides as the “labelled probe only” lanes (lanes 2, 6, 10, 14, Fig. 8C) demonstrate the presence of this band but not in any of the lanes with the kit controls that utilized labelled Oct2A probe and Oct2A factor (not shown).

**Figure 8:**
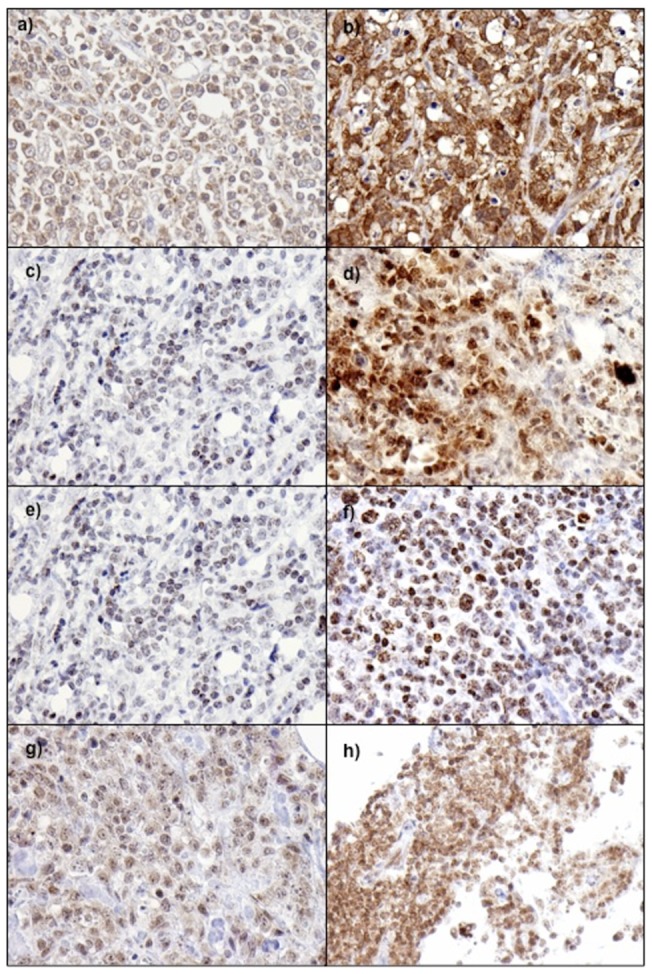
Illustrative photomicrographs showing different nuclear staining intensities for p65 and p52. p65 staining in human DLBCL; weak (a), strong (b). p65 staining in canine DLBCL weak (c), strong (d). p52 staining in human DLBCL; weak (e), strong (f). p52 staining in canine DLBCL; weak (g), strong (h).

### NF-κB inhibition combined with classical chemotherapy treatment on cell viability and NF-κB activation

The array data and immunohistochemistry support the hypothesis that the NK-κB pathway is a potential target in lymphoma in both species. To support this conclusion, we performed a number of drug and cytotoxicity assays on human and canine lymphoma cell lines targeting this pathway. Utilizing an MTT assay, dose response curves and IC_50_ values were generated for doxorubcin and vincristine for all cell lines (data not shown). The IC_50_ value of the NF-κB inhibitor on 3132 cells was calculated to be 10nM. This NF-κB inhibitor is not thought to be cytotoxic even at a high dose of 10mM. The drug only killed 50% of 3132 cells at 10nM and further increases in the doses of NF-κB inhibitor up to 1mM did not decrease viability of 3132 cells (Figure 9A).

**Figure 9:**
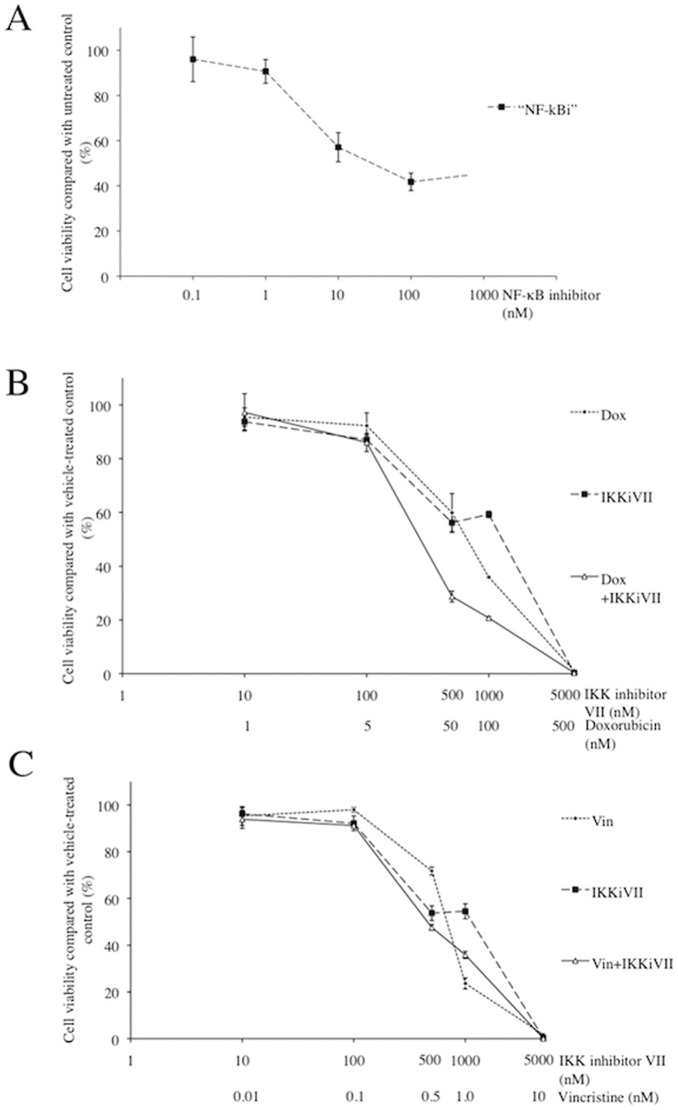
Sensitivity of 3132 cells to NF-κB inhibitor, IKK inhibitor VII, doxorubicin and vincristine. Cell viability of 3132 cells were measured post-treatment with NF-κB inhibitor (A), doxorubicin (B) or vincristine (C) in the presence/absence of IKK inhibitor VII or with IKK inhibitor VII only, using Promega CellTiter 96® AQ_ueous_ One Solution Cell Proliferation MTT assays. Data from doxorubicin and vincristine single treatments are depicted in B and C respectively as small closed diamond points on short dashed lines while IKK inhibitor VII (B and C) and NF-κB inhibitor (A) single treatments are represented as large closed square points on long dashed lines. Combination treatments of doxorubicin (B) or vincristine (C) with IKK inhibitor VII are presented as open triangular points on solid lines.

The IKK inhibitor VII exhibited a cytotoxic effect on 3132 cells with an IC_50_ of about 0.7 mM-1mM and enhanced the cytotoxic effects of doxorubicin (Fig. 9B). However, IKK inhibitor VII antagonized the cytotoxic effects of vincristine (Fig. 9C). Using the Chou and Talalay formula to calculate the combination index [32] from IC_50_ values obtained using GraphPad Prism 5, IKK inhibitor VII was found to be moderately to slightly synergistic with doxorubicin (CI  = 0.87) but antagonistic to the action of vincristine (CI  = 1.99) in 3132 cells.

When IKK inhibitor VII was added to cultures of 3132, Pfeiffer, JM1 and RL cell lines, constitutive nuclear NF-κB binding activity was reduced compared with controls (Fig. 10). Combined treatments with IKK inhibitor VII and doxorubicin attenuated and downregulated NF-κB binding activity compared with treatment with doxorubicin alone, the latter of which up-regulates constitutive NF-κB binding activity. The EMSA profile demonstrated by RL cells was similar to that of 3132 cells. There was greater activation of NF-κB in Pfeiffer cells (especially with respect to complex 2) in comparison with the other lines. JM1 pre-B lymphoma cells also demonstrated nuclear NF-κB activity, which is up-regulated in the presence of traditional chemotherapeutics and attenuated by co-treatment with IKK inhibitor VII. In addition to nuclear translocation and activation, there was downregulation of overall expression of p65 upon IKK inhibitor VII treatment of 3132 cells and attenuation of the increased p65 expression upon doxorubicin treatment (Fig. 10A).

**Figure 10:**
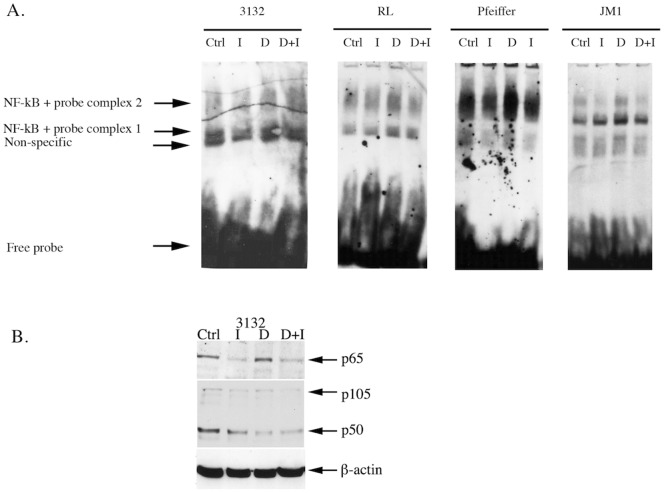
The effect of doxorubicin and IKK inhibitor VII on the activation of NF-κB in human B cell lymphoma cell lines and canine B cell lymphoma cell lines. Nuclear protein from human B (RL, JM1, Pfeiffer) cell lymphoma lines as well as canine B (3132) cell lymphoma line treated with doxorubicin (A) and/or IKK inhibitor VII (B), were extracted. EMSAs were performed on these samples using non-radioactive DIG-labelled NF-κB consensus oligonucleotide probes in binding reactions. Samples were then subjected to electrophoresis in DNA retardation gels, before transfer onto nylon membranes and chemiluminescence detection of the DIG-labels. Bands are indicated by arrows and annotated. ‘+’ and ‘−’ refer to components being added or omitted respectively, to standard gel shift binding reactions. Expression of classical pathway NF-κB subunits in 3132 nuclear extracts when 3132 cells are treated with doxorubicin and/or IKK inhibitor VII at IC_50_ doses was detected by western blotting of whole cell lysates (B).

## Discussion

While mortality and incidence for most cancers are decreasing, the age-standardised incidence for NHL increased by more than a third (35%) in the twenty-year period between 1988–2007 in the U.K. and canine and human NHL is the most common haematological malignancy in dogs and humans respectively [6]–[10]. In this study, we sought to establish whether canine lymphoma is a valid model for human non-Hodgkin's lymphoma (NHL), specifically focusing on the NF-κB pathway. Dysregulation of the NF-κB pathway has been consistently observed in human lymphoid malignancies [33]–[36] the main mechanisms of dysregulation involving chromosomal mutations (e.g. p100) resulting in pathway activation; BCL10, MALT1 and CARMA1 dependent activation of IKK [37]; and viral protein stimulation of the IKK pathway [33], [38]. In activated B-cell-like diffuse large B-cell lymphoma, CARD11-dependent chronic B-cell receptor signalling is the mechanism by which NF-κB is constitutively activated, thus preventing apoptosis [39] Finally, up-regulation of the anti-apoptotic Bcl-2 family proteins (e.g. through activation of the NF-κB pathway) has been shown to be a cause of chemotherapy resistance [40].

In this study we show that array data in human and canine lymphoma samples demonstrates activation of NF-κB pathways, and is further supported by immunohistochemical data and drug studies on cell lines. We performed expression analysis on canine samples and then compared the data to human DLBC lymphoma expression data available through standard databases. 

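The gap between 3′ and 5′ control probesets, which widens as RNA degrades, was smaller in DLBCL than in healthy nodes. The 3′ probeset of GAPDH, a glycolytic enzyme used as a control of RNA quality, exceeded its 5′ probeset by 3.31 ± 0.40 (SD, n = 22 dogs) on the log2 scale in DLBCL and by 3.85 ± 0.42 (SD, n = 7 dogs) in healthy nodes (exact permutation test, two-sided p = 0.0032). For ACTB, the actin control, these gaps were 4.82 ± 0.18 and 4.98 ± 0.15 (exact permutation test, two-sided p = 0.045). In healthy dog 1, whose RIN was close to the tumours, the gaps were 3.69 for GAPDH and 5.05 for ACTB. First-component scores also moved with RIN within each group by Pearson correlation, but in opposite directions. No Spearman correlation passed after adjustment. Over the 22 DLBCL dogs, RIN and the first component of all probesets correlated with Pearson r = −0.54 (permutation p = 0.01, adjusted p = 0.02 over 4 relations) and Spearman rho = −0.47 (permutation p = 0.028, adjusted p = 0.11). Without the 2 dogs farthest from the median RIN, r was −0.41. Over the 7 healthy dogs, r was 0.90 (exact permutation p = 0.0063, adjusted p = 0.02) and rho 0.75 (exact permutation p = 0.066, adjusted p = 0.13), and without the 2 farthest dogs r was 0.59, so that the healthy relation rests partly on them. With the second component, DLBCL dogs had r = −0.06 (permutation p = 0.8) and rho = −0.20 (permutation p = 0.36). Healthy dogs had r = 0.88 (exact permutation p = 0.016, adjusted p = 0.022) and rho = 0.64 (exact permutation p = 0.14, adjusted p = 0.19), and r was 0.56 without the 2 farthest.

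**Figure D8:**
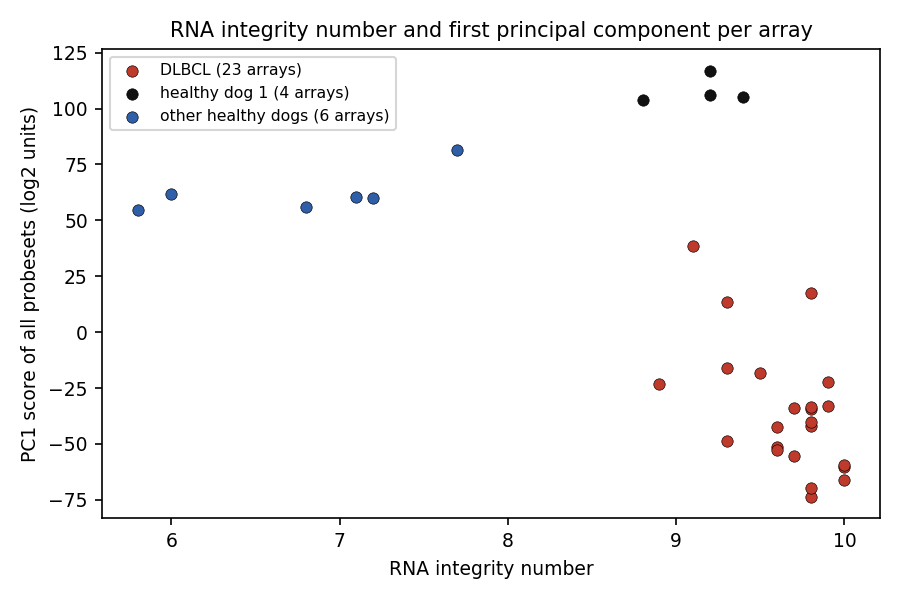
RIN of each array against its score on the first principal component of all probesets (log2 units), for 23 DLBCL arrays, the 4 arrays of healthy dog 1 and 6 arrays of the other healthy dogs. The arrays of healthy dog 1 have RIN of 8.8 to 9.4, close to DLBCL, and stay on the healthy side of the component.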

For all canine patients RNA of sufficient quantity and quality was retrieved for analysis. Principal component analysis of global expression for canine DLBCL demonstrated separation of samples into two distinct clusters: a healthy cluster (10 samples) and lymphoma cluster (23 samples). However, at this global level PCA did not separate samples that were either naïve or were at relapse (figure SF 12 in File S3).

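No gene separated relapsed from treatment naïve DLBCL. Over 16 naïve and 7 relapsed arrays, limma called 0 of 43035 probesets at an adjusted p under 0.05 (smallest adjusted p 0.86), and 2057 probesets, or 4.78%, had an unadjusted p under 0.05. First-component scores of all probesets were −24.1 ± 30.6 (SD, n = 7) in relapsed and −39.8 ± 26.9 (SD, n = 16) in naïve arrays (exact permutation test, two-sided p = 0.23). The third component came closest, at 14.0 ± 5.58 in relapsed and −1.66 ± 22.4 in naïve arrays (exact permutation p = 0.079, adjusted p = 0.48 over the 6 components examined). On the first component of the NF-κB target probesets, relapsed arrays scored −2.28 ± 3.93 and naïve arrays −3.18 ± 4.20 (exact permutation p = 0.64). NF-κB target genes as a list had a median log2 difference of −0.02 between relapsed and naïve DLBCL (camera, adjusted p = 0.59). Over the 18 DLBCL arrays of known array day, with day as a block, limma again called 0 probesets, with 1926 at an unadjusted p under 0.05.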

For the canine samples, we compared the 3286 differentially expressed probesets against the NF-κB target 199-orthologous probesets and found 25 NF-κB target orthologous probesets corresponding to 17 genes were present in the differentially expressed probesets. In addition to the core NF-κB gene sets, IPA analysis for NF-κB signalling showed CD40LG, LCK, LTBR and TNFSF11 were present in the down-regulated probesets and EIF2AK2 and MYD88 were present in the up-regulated probesets of canine DLBCL. These results provide evidence that the classical/canonical pathway is activated in canine DLBCL rather than the alternative pathway. Specifically, for down-regulated genes: LTBR is a receptor for LTbeta in the NF-κB alternative pathway in humans and CD40LG (or CD40L) can be a ligand for NF-κB alternative pathway, both indicating canonical pathway activation in lymphoma rather than alternative pathway activation for NF-κB [41]. 

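Components of both NF-κB arms moved in both directions at the level of RNA, as did all measured genes together (19.9% higher and 14.9% lower). Of 21 measured components of the canonical pathway, 6 rose and 4 fell, also when adjusted over the list alone, with a median log2 difference of 0.01. With each healthy dog left out in turn, 4 to 6 rose and 2 to 4 fell. Besides EIF2AK2 and MYD88, CHUK, the IKKα kinase that serves both arms, rose by 0.45, the kinase RIPK1 by 0.42, the adaptor BCL10 by 0.36 and IKBKG, the regulatory IKK subunit, by 0.24. MALT1, the protease that partners BCL10, fell by 0.82 (SE 0.30, adjusted p = 0.034), TAB2, an adaptor of the kinase TAK1, fell by 0.76 (SE 0.07, adjusted p = 5.2e-09), NFKBIA, the inhibitor that NF-κB itself induces, fell by 0.31, and NFKB1, the p105 and p50 subunit, fell by 0.21. RELA, REL and IKBKB did not pass. The MALT1 call ended without any 1 of healthy dogs 2, 3, 5, 6 and 7.
Of 18 components of the alternative pathway, 5 fell and 1 rose, also when adjusted over the list alone, with a median of −0.10. RELB, the subunit that pairs with p52, fell by 0.52 (SE 0.12, adjusted p = 0.0012) and BIRC3, a ubiquitin ligase that restrains this arm, fell by 0.28, besides CD40LG, TNFSF11 and LTBR, while CHUK was the member that rose. With each healthy dog left out in turn, 4 to 5 members fell and 0 to 1 rose, so that the rise was not kept every time. NFKB2, which encodes p100 and p52, MAP3K14, which encodes the kinase NIK, and the receptor CD40 did not pass. Camera gave an adjusted p of 0.78 for the canonical list and 0.038 for the alternative list, with an adjusted p = 0.32 for the latter with an estimated correlation. Only CD40LG of either list passed with RIN as a covariate.
From LTBR and CD40LG, which act in the alternative pathway and were lower, and EIF2AK2 and MYD88, which were higher, the paper reasons that there is evidence for activation of the canonical pathway in canine DLBCL rather than of the alternative one. From nuclear staining of tissue the paper proposes that both arms are active, and from cell lines that the canonical arm predominates. RNA levels of components do not measure the activity of either arm.

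**Figure D9:**
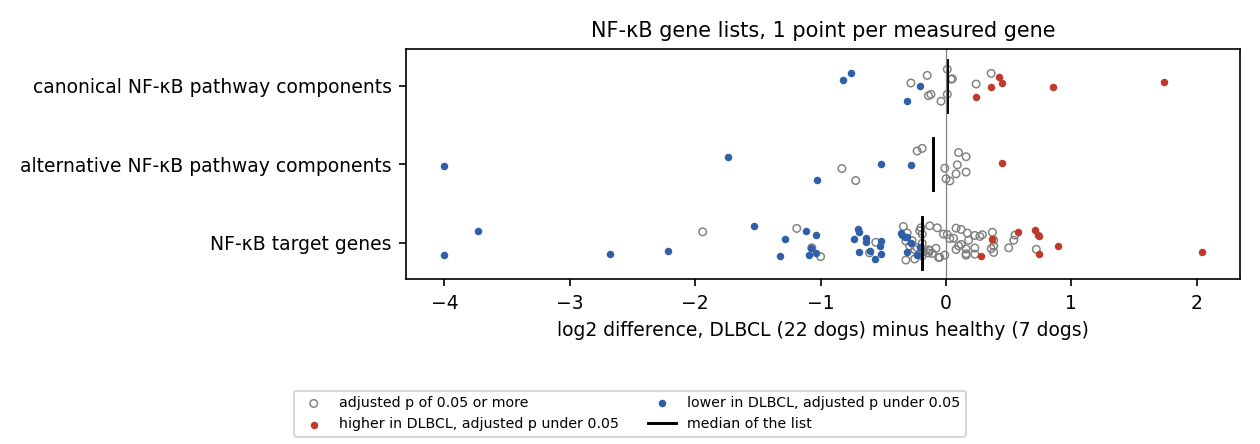
Log2 difference between DLBCL (22 dogs) and healthy nodes (7 dogs) for each measured gene of the canonical, alternative and target gene lists of NF-κB, 1 point per gene, coloured by direction where the adjusted p was under 0.05, with the median of each list as a bar. Medians are 0.01, −0.10 and −0.19.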

Interestingly, loss of LCK expression has been linked to resistance to apoptosis in B cell tumours and down-regulation of TNFS11 fits with the diagnosis of NHL in these dogs [42]. For human DLBCL, it is interesting to note that LCK is also down-regulated as for canine DLBCL. However, LTBR is up-regulated, which may reflect a different initiating event that may cause activation of the alternative pathway.

For up-regulated canine genes, EIF2AK2 encodes for double stranded RNA-activated protein kinase, which phosphorylates IKK. IKK phosphorylates I-κB for degradation, allowing NF-κB translocation to the nucleus [43]. MYD88 is involved in channelling activation of the p65 NF-κB pathway via TLR stimulation and is considered a major player in certain forms of human DLBC lymphoma [44]. This may reflect that canine lymphoma could result from chronic B-cell inflammatory stimulation or even viral infection. Further analysis of the human data suggests an important role for NOTCH signalling. Hes1, a canonical Notch target and transcriptional repressor, is responsible for sustaining IKK activation in T-ALL. In addition, Notch-1 can increase NF-κB activity through a variety of mechanisms. There is evidence in some B cell malignancies (e.g. B-CLL) that Notch signalling plays a critical role in cell survival and apoptosis resistance and suggests that it could be a novel potential therapeutic target.

Both *in vivo* IHC data and *in vitro* cell line data indicate that the NF-κB pathway is constitutively activated in human and canine NHL. Conventional lymphoma chemotherapeutic drugs such as doxorubicin and vincristine can inadvertently exacerbate the disease and contribute to chemoresistance by upregulating NF-κB activation. The custom tissue array data for both human and canine lines suggest that both canonical and alternate pathways are activated based upon both p65 and p52 staining. This is in contrast to the cell line data where the canonical pathway predominates. This is possibly explained by the heterogeneity of the tissue arrays compared to cell lines. The immunohistochemistry did suggest subtle differences in expression patterns between human and canine samples that again could indicate the heterogeneity in tissue samples and the lack of molecular subtype classification system in the canine samples. However, biologically the canine and human lines have activation of this pathway and respond similar to drug treatments. All human and canine cell lines tested in this study indicate that high levels of the p65 subunit and the p50/105 subunit are expressed whilst the p52/100 subunit is virtually undetectable, suggesting that the classical canonical NF-κB pathway is predominantly activated in these non-Hodgkin's lymphoma lines rather than the alternative pathway. In contrast to the NF-κB inhibitor, IKK inhibitor VII was able to reduce 3132, RL, JM1 and Pfeiffer cell viabilities (Supplementary data in File S4) down to levels of 5% and below, demonstrating that the IKK complex/subunits may have NF-κB-independent consequences on cell survival, specificities of inhibitors notwithstanding. Further, IKK inhibitor VII is able to potentiate cell killing in conjunction with doxorubicin and vincristine in human and canine B-cell lymphoma by inhibiting NF-κB activation as well as IKK-dependent NF-κB-independent pathways. In addition, it is able to act synergistically with doxorubicin, a chemotherapeutic drug that activates the IKK complex through protein kinase C. From these studies, IKK inhibitors show promise as therapeutic agents for targeting aberrant NF-κB activation in canine and human NHL, possibly reducing acquired chemoresistance thus leading to enhanced patient survival. The results in this study also support observations made by Gaurnier-Hausser *et al* in which canonical NF-kappa B activity was evaluated by electrophoretic mobility shift assays and immunoblot analyses, and NF-kappa B target gene expression was measured by quantitative real time PCR [45]. In that study constitutive canonical NF-kappa B activity and increased NF-kappa B target gene expression were detected in primary DLBCL tissue, as with the current study. Using a NEMO-binding domain peptide the authors demonstrated that dogs with relapsed DLBCL inhibited NF-kappa B target gene expression and reduced tumor burden. This work underscored the dog as a translational model for human DLBCL.

While this study focused specifically on NF-κB activity between human and canine lymphoma, we also explored differentially expressed genes in canine lymphoma and non-lymphoma. The difference in the expression patterns of genes between the healthy and DLBCL samples in the canine dataset highlighted important lymphoma-specific up-regulated genes including DHFR, MS4A1, MYC, POLA1, POLE, RRM1, TOP2A and TYMS. These gene sets are of particular importance in lymphoma for a number of reasons, including their role in drug resistance or as novel therapeutic targets. As an example, amplification of the DHFR has been linked to resistance of lymphoid malignancies to antimetabolite chemotherapy drugs such as methotrexate [46]. In addition, Pralatrexate, a potent DHFR inhibitor is currently showing promise in Phase II clinical trials for human non-Hodgkin lymphoma [47]. Identification of DHFR during molecular diagnosis, may help to guide drug selection processes. As a further example with relation to drug resistance, The RRM1gene encodes the regulatory subunit of ribonucleotide reductase, an essential enzyme that catalyzes the reduction of ribonucleoside diphosphates to the corresponding deoxyribonucleotides. RRM1 is involved in carcinogenesis, tumor progression, and the response of non–small-cell lung cancer to treatment. It is the molecular target of gemcitabine (2′,2′-difluorodeoxycytidine), an antimetabolite with activity in several malignancies including lymphoma. Overexpression of RRM1 in canine lymphoma may suggest resistance to these classes of drugs. 

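RRM1, the large subunit of ribonucleotide reductase, was at 12.45 ± 0.33 (SD, n = 22 dogs) in DLBCL and 12.07 ± 0.23 (SD, n = 7 dogs) in healthy nodes, a 1.31-fold rise (log2 difference 0.39, SE 0.13, adjusted p = 0.024), and 13 of 22 DLBCL dogs lay above all healthy dogs. This is its brightest probeset, in which the difference was 0.32 without healthy dog 1, the lowest at 11.65, and did not pass (adjusted p = 0.082). Another RRM1 probeset rose 1.85-fold (log2 difference 0.89, SE 0.17, adjusted p = 0.00019) and passed without healthy dog 1 (adjusted p = 0.0012), and the remaining one rose by 0.75 (SE 0.13, adjusted p = 3.6e-05), with 20 of 22 DLBCL dogs above. RRM2, the small subunit of the same enzyme, rose by 0.95 (SE 0.26, adjusted p = 0.0066).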

Interestingly, TOP2A expression (and up regulation in this current study) has been linked to sensitivity of tumours to anthracyclines such as doxorubicin. 

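TOP2A, the topoisomerase that doxorubicin poisons, was at 12.78 ± 0.46 (SD, n = 22 dogs) in DLBCL and 11.37 ± 0.80 (SD, n = 7 dogs) in healthy nodes, a 2.67-fold rise (log2 difference 1.41, SE 0.23, adjusted p = 2.9e-05). It was above all healthy dogs in 17 of 22 DLBCL dogs. Healthy dog 1 was at 9.86 and the mean of the other healthy dogs was 11.62. With RIN as a covariate the log2 difference of TOP2A was 2.31 and still passed.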

The amplification of TOP2A in breast cancer predicts increased sensitivity to anthracylines in women [48]. The results from the canine lymphoma samples suggest why anthracylines are considered to be the most important component of treatment regimes in dogs. As well as indicators of drug resistance, expression of some genes may also reflect markers of poor prognosis. 

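MYC expression was 11.27 ± 0.74 (SD, n = 22 dogs) in DLBCL and 10.23 ± 0.14 (SD, n = 7 dogs) in healthy nodes, a 2.06-fold rise (log2 difference 1.04, SE 0.27, adjusted p = 0.0041). It exceeded all healthy dogs in 18 of 22 DLBCL dogs and lay below all of them in 1. The log2 difference of MYC was 1.39 with RIN as a covariate and did not pass (adjusted p = 0.25).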

In this study we identified upregulation of cMyc. Myc is considered to be a key oncogene transcription factor involved in cell cycle control and cell proliferation. In humans, approximately 5% to 10% of diffuse large B-cell lymphomas harbor a MYC oncogene rearrangement and is considered to be a negative prognostic marker [49].

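Of 16 measured B-cell genes, 6 rose in DLBCL, 0 fell and 10 did not pass, also when adjusted over the list alone, with a median log2 difference of 0.46. POU2AF1, a co-activator of immunoglobulin genes, rose by 1.42 (SE 0.36, adjusted p = 0.0028), the kinase BLK by 1.17 (SE 0.25), BLNK, a linker of B-cell receptor signalling, by 1.02 (SE 0.27) and CD79A, a chain of the B-cell receptor, by 0.72 (SE 0.20). MS4A1, which encodes CD20, was at 12.95 ± 1.06 (SD, n = 22 dogs) in DLBCL and 12.21 ± 0.37 (SD, n = 7 dogs) in healthy nodes. Its log2 difference of 0.74 (SE 0.39, adjusted p = 0.15) did not pass, although 19 of 22 DLBCL dogs lay above all healthy dogs. Another MS4A1 probeset, the one in the paper's table, was 2.11-fold higher (log2 difference 1.08, SE 0.43), with 20 of 22 DLBCL dogs above, and did not pass over dogs either (adjusted p = 0.055). One tumour, sample 5, had low levels of the B-cell genes as a group, and without it, an alternative chosen after seeing the data, the log2 difference of MS4A1 was 0.95 (adjusted p = 2.6e-05). Camera gave the B-cell list an adjusted p of 0.019, and an adjusted p = 0.50 with an estimated correlation. None of the members passed in limma with RIN as a covariate.

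**Figure D10:**
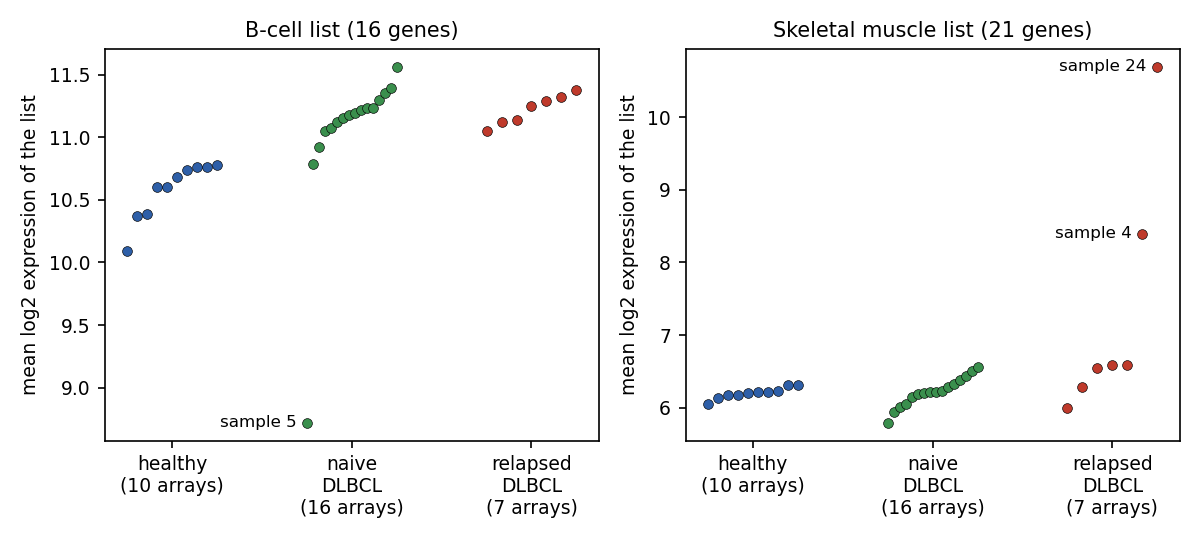
Mean log2 expression of 16 B-cell genes and of 21 skeletal muscle genes in 10 healthy, 16 naïve and 7 relapsed DLBCL arrays, 1 point per array. Sample 5 is lowest in B-cell genes, at 8.72, and samples 4 and 24 are highest in muscle genes, at 8.39 and 10.69.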

In terms of potential therapeutic targets, MS4A1 (also referred to as CD20) has been demonstrated as a strong therapeutic target in human DLBCL. Rituximab is a chimeric monocloncal antibody targeted to CD20 that has demonstrated efficacy in the treatment of human DLBCL in combination with the CHOP protocol [50]. Rituximab does not efficiently bind canine CD20 or provide any therapeutic benefit in the dog. However, this finding adds support for groups currently trying to make monoclonal antibodies against canine CD20 for both diagnostic and therapeutic purposes. In this study we also identified upregulation of TYMS, which is also involved in responsiveness to chemotherapeutic drugs. 

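TYMS was at 12.65 ± 0.31 (SD, n = 22 dogs) in DLBCL and 11.87 ± 0.18 (SD, n = 7 dogs) in healthy nodes, a 1.72-fold rise (log2 difference 0.79, SE 0.12, adjusted p = 1.5e-05), and 21 of 22 DLBCL dogs lay above all healthy dogs. Other probesets of TYMS rose 2.17-fold and 2.66-fold (adjusted p = 2.2e-06 and 1.3e-07). Nucleotide and folate synthesis genes rose with it. Of 17 measured, 16 rose and 0 fell (17 and 0 adjusted over the list alone), with a median log2 difference of 0.68. PPAT and PAICS, enzymes of purine synthesis, rose by 1.29 (SE 0.21) and 1.19 (SE 0.16), and DCK, a kinase that salvages deoxynucleosides and activates cytarabine, by 1.23 (SE 0.28). Camera gave the list an adjusted p of 3.9e-08, and an adjusted p = 0.14 with an estimated correlation. With RIN as a covariate 2 members passed as higher. The log2 difference of TYMS was then 0.92 and did not pass (adjusted p = 0.069), nor did its other probesets, at 1.05 (SE 0.33) in place of 1.12 (SE 0.15) and 1.23 (SE 0.35) in place of 1.41 (SE 0.16).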

TYMS catalyzes the methylation of deoxyuridylate to deoxythymidylate using 5,10-methylenetetrahydrofolate (methylene-THF) as a cofactor. This function maintains the dTMP (thymidine-5-prime monophosphate) pool critical for DNA replication and repair. The enzyme has been of interest as a target for cancer chemotherapeutic agents. It is considered to be the primary site of action for 5-fluorouracil, 5-fluoro-2-prime-deoxyuridine, and some folate analogs.

For canine and human samples, the co-expression clusters obtained from the positive co-expression networks were analysed for enrichment of signalling pathways using DAVID and comparison work flow of the IPA. The notable signalling pathways that are enriched in co-expressed clusters of both canine and human diseases are: NF-κB, p53, JAK/Stat and PI3K/AKT signalling pathways. In addition, up-regulation of IL-10, IL-6, and IL-2 supports a role for inflammatory pathways maintaining the malignant phenotype and suggest that there may be common therapeutic targets in both species. 

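IL10, an anti-inflammatory cytokine, was at 8.09 ± 0.78 (SD, n = 22 dogs) in DLBCL and 8.4 ± 0.32 (SD, n = 7 dogs) in healthy nodes (log2 difference −0.31, SE 0.29, adjusted p = 0.44). IL6, a cytokine of acute inflammation, varied more between tumours, at 7.53 ± 1.74 in DLBCL and 7.45 ± 0.52 in healthy nodes (log2 difference 0.08, SE 0.65, adjusted p = 0.94), with 7 DLBCL dogs above and 7 below all healthy dogs. Its direction turned when the 33 arrays were taken as separate samples, where the log2 difference of IL6 was −0.06. IL2, which fell, was below all healthy dogs in 21 of 22 DLBCL dogs. IL6ST, the signalling receptor of IL-6, fell by 0.62 (SE 0.17, adjusted p = 0.0045), and STAT3, which it activates, fell by 0.46.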

Interestingly the PI3/AKT pathway also has a major influence on NF-κB signalling, playing a critical role in NF-κB-dependent survival in DLBCL. Taken together, the conclusions from the global expression profiles for canine and human DLBCL are:

- In canine DLBCL there are a number of up-regulated genes that have therapeutic and prognostic importance and may influence drug choices during therapy.
- There is activation of the classical/canonical NF-κB pathway in canine lymphoma.
- Human and canine DLBCL share pathways, which have potential therapeutic implications including NF-κB, PI3/AKT, Notch and JAK/STAT.
- Canine lymphoma may represent a natural model of human disease and may offer a system to rapidly advance novel compounds to the clinic.

## Conclusion

It has been suggested that the dog may provide a more valid model for human cancer drug development as both species share comparable responsiveness to chemotherapy and development of drug resistance, in addition to comparable molecular and histological features [1]–[5]. The results from this study support these observations and complement the recent study by Frantz et al [51]. The prevalence of naturally occurring canine lymphoma is sufficient for clinical trials with multi-modality protocols being feasible in animals of this size. Information gained on drug activity, toxicity, dose regimen, biomarker development and use in combination therapies in dogs, can be employed in the development of novel therapies in human cancer management, the translation of biological concepts in cancer to *in vivo* models and the generation of new information about cancer.

## Supporting Information

File S1 ST 1: Description of the canine dataset (GSE30881). ST 2: Description of the human dataset (GSE12195). ST 3: NF-κB target genes adopted from Compagno *et al* [18]. ST 4: Differentially expressed probesets in canine DLBCL.
(DOC) Click here for additional data file.

File S2 ST 5: Gene Ontology (BP) enrichment in the up-regulated probesets in canine DLBCL (DAVID functional annotation chart, ranked on FDR). ST 6: Gene Ontology (BP) enrichment in the down-regulated probesets in canine DLBCL (DAVID functional annotation chart, ranked on FDR). ST 7: Kegg pathway hits in the up-regulated probesets in canine DLBCL (DAVID functional annotation chart, ranked on FDR). ST 8: Kegg pathway hits in the down-regulated probesets in canine DLBCL (DAVID functional annotation chart, ranked on FDR).
(DOC) Click here for additional data file.

File S3 SF 1: Positive co-expression networks of canine and human DLBCLs. SF 2: Clusters identified from the co-expression network of human DLBCL. SF 3: Ingenuity Pathway Analysis results showing the top canonical pathways enriched in the up-regulated probesets of canine DLBCL. SF 4: Ingenuity Pathway Analysis results showing the top canonical pathways enriched in the down-regulated probesets of canine DLBCL. SF 5: Ingenuity Pathway Analysis results showing the top bio functions enriched in the up-regulated probesets of canine DLBCL. SF 6: Ingenuity Pathway Analysis results showing the top bio functions enriched in the down-regulated probesets of canine DLBCL. SF 7: Comparison of enrichment of KEGG pathways in the differentially expressed probesets of canine DLBCL and human DLBCL. SF 8: Comparison of enrichment of signalling pathways in the differentially expressed probesets of canine DLBCL and human DLBCL in IPA. SF 9: Comparison of enrichment of NF-κB signalling pathway in differentially expressed genes in canine lymphoma and human DLBCL using IPA. SF 10: Clusters identified from the co-expression network of canine DLBCL. SF 11: Flow chart of the bioinformatics analysis. 

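In Ward clustering over all probesets with 3 clusters, the 4 arrays of healthy dog 1 formed a cluster of their own, 6 healthy arrays were joined by 2 DLBCL arrays, and 21 DLBCL arrays made up the third cluster. The scavenger receptor MARCO was at 14.01 in healthy dog 1 and at a mean of 12.42 in the other healthy dogs.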

SF 12: Hierarchical clustering and principal components analysis of the canine dataset GSE30881 showing the clustering of normal, naïve and relapsed samples.
(DOC) Click here for additional data file.

File S4 Supplemental data 4: GSEA Report for Dataset Canine_GSE30881_RMA_cg_2.
(PDF) Click here for additional data file.

# Supplementary material for: Comparative Gene Expression Profiling Identifies Common Molecular Signatures of NF-κB Activation in Canine and Human Diffuse Large B Cell Lymphoma (DLBCL)
**Source:** PLoS One. 2013 Sep 4;8(9):e72591. doi: 10.1371/journal.pone.0072591
**Supplement:** File S1 — ST 1: Description of the canine dataset (GSE30881). ST 2: Description of the human dataset (GSE12195). ST 3: NF-κB target genes adopted from Compagno et al [18]. ST 4: Differentially expressed probesets in canine DLBCL.

**Supplemental Data 1**

**ST 1: Description of the canine dataset (GSE30881)**

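RIN scores the integrity of RNA from 1 to 10, with 10 for intact RNA. Across the arrays used, RIN ranged from 8.9 to 10.0 in DLBCL (23 arrays, median 9.8), from 8.8 to 9.4 in healthy dog 1 (4 arrays, median 9.2) and from 5.8 to 7.7 in the other healthy dogs (6 arrays, median 6.95). The ranges of DLBCL and the other 6 healthy dogs did not overlap. Without healthy dog 1, healthy nodes averaged 6.77 ± 0.734 (SD, n = 6 dogs) and lay 2.87 below DLBCL (exact permutation test, two-sided p = 2.7e-06).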

Table showing the relationship of microarray data files in the canine dataset (GSE30881) with patient clinical information, extracted RNA quality (RNA integrity number (RIN)) and whether the files were included or excluded in the analysis after quality control. Sr. Nos. 7 and 17 were excluded from the analysis for quality reasons and thus not deposited in GEO.

**ST 2: Description of the human dataset (GSE12195)**

Table showing the microarray data files in the downloaded human dataset (GSE12195) with the available DLBCL subtype information, whether the files were included or excluded in our analysis after quality control and predicted DLBCL subtypes using statistical models based on Wright *et al.19* and Blenk *et al.36* classifier genes.

**ST 3: NF-κB target genes adopted from Compagno *et al* [18]**

| **Sr. No.** | **Gene Symbol** | **Sr. No.** | **Gene Symbol** | **Sr. No.** | **Gene Symbol** | **Sr. No.** | **Gene Symbol** |
| --- | --- | --- | --- | --- | --- | --- | --- |
| 1 | AHR | 31 | CXCL10 | 61 | IL4RA | 91 | PTGS2 |
| 2 | BANK1 | 32 | CXCL13 | 62 | IL4RB | 92 | PTPN1 |
| 3 | BATF | 33 | CXCL2 | 63 | IL6 | 93 | PTPN3 |
| 4 | BCL2 | 34 | CXCL9 | 64 | IL8 | 94 | RASGRP1 |
| 5 | BCL2A1 | 35 | CXCR7 | 65 | IRF1 | 95 | REL |
| 6 | BCL2L1 | 36 | DUSP1 | 66 | IRF4 | 96 | RELB |
| 7 | BIRC2 | 37 | DUSP2 | 67 | JUNB | 97 | RET |
| 8 | BIRC3 | 38 | EBI2 | 68 | KLF10 | 98 | RFTN1 |
| 9 | BUB1B | 39 | EBI3 | 69 | LITAF | 99 | RGS1 |
| 10 | C6ORF32 | 40 | EGR1 | 70 | LSP1 | 100 | RRAS2 |
| 11 | CCL2 | 41 | ELL2 | 71 | LTA | 101 | SDC4 |
| 12 | CCL22 | 42 | EMR1 | 72 | LYN | 102 | SELL |
| 13 | CCL3 | 43 | FAS | 73 | MAP3K1 | 103 | SLAMF7 |
| 14 | CCL4 | 44 | FCER | 74 | MAP3K8 | 104 | SLC2A5 |
| 15 | CCND2 | 45 | FGF12 | 75 | MIRN155 | 105 | SMAD7 |
| 16 | CCR4 | 46 | FNDC3A | 76 | MYB | 106 | SMARCA2 |
| 17 | CCR7 | 47 | GADD45B | 77 | NCF2 | 107 | SOCS2 |
| 18 | CD36 | 48 | HLA-F | 78 | NCL | 108 | SOD2 |
| 19 | CD40 | 49 | HSPA1L | 79 | NFKB1 | 109 | SPI1 |
| 20 | CD40LG | 50 | ICAM1 | 80 | NFKB2 | 110 | STAT1 |
| 21 | CD44 | 51 | ID2 | 81 | NFKBIA | 111 | STAT5A |
| 22 | CD69 | 52 | IER2 | 82 | NFKBIE | 112 | STX4 |
| 23 | CD82 | 53 | IER3 | 83 | PASK | 113 | TNF |
| 24 | CD83 | 54 | IL10 | 84 | PBEF1 | 114 | TNFAIP3 |
| 25 | CEP110 | 55 | IL12B | 85 | PECAM1 | 115 | TNIP2 |
| 26 | CFLAR | 56 | IL15RA | 86 | PIM1 | 116 | TPMT |
| 27 | CISH | 57 | IL1B | 87 | PIM2 | 117 | TRAF1 |
| 28 | CSF2 | 58 | IL2 | 88 | PLEK | 118 | VIM |
| 29 | CX3CL1 | 59 | IL2RA | 89 | PRKCD | 119 | WTAP |
| 30 | CXCL1 | 60 | IL32 | 90 | PRPF4B | 120 | ZFP36L1 |

**ST 4: Differentially expressed probesets in canine DLBCL**

Table showing the differentialy expressed probesets identified by one-way ANOVA in the canine dataset (GSE30881). Using a FDR adjusted *p-value* of less than 0.05 and an absolute fold change of greater than 2, 3286 probesets were found to be differentially expressed between the healthy and DLBCL samples. Of these, 926 probesets were up-regulated and 2360 probesets were down-regulated in canine DLBCL.

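A one-way ANOVA on the 33 RMA arrays as separate samples, with a linear fold change over 2 and a Benjamini-Hochberg adjusted p under 0.05, gave 926 higher and 2360 lower probesets here, and all 3286 are those listed in Table ST 4. The fold changes differed by at most 0.005. The p column of the table equals the unadjusted p of that ANOVA within 0.0021 on the log10 scale, with a largest value of 0.0214. With arrays of the same dog averaged, 700 of the 926 and 1770 of the 2360 probesets passed both thresholds, 3008 of the 3286 had an adjusted p under 0.05, and 0 changed direction.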

# Supplementary material for: Comparative Gene Expression Profiling Identifies Common Molecular Signatures of NF-κB Activation in Canine and Human Diffuse Large B Cell Lymphoma (DLBCL)
**Source:** PLoS One. 2013 Sep 4;8(9):e72591. doi: 10.1371/journal.pone.0072591
**Supplement:** File S2 — ST 5: Gene Ontology (BP) enrichment in the up-regulated probesets in canine DLBCL (DAVID functional annotation chart, ranked on FDR). ST 6: Gene Ontology (BP) enrichment in the down-regulated probesets in canine DLBCL (DAVID functional annotation chart, ranked on FDR). ST 7: Kegg pathway hits in the up-regulated probesets in canine DLBCL (DAVID functional annotation chart, ranked on FDR). ST 8: Kegg pathway hits in the down-regulated probesets in canine DLBCL (DAVID functional annotation chart, ranked on FDR).

**Supplemental Data 2**

**ST 5: Gene Ontology (BP) enrichment in the up-regulated probesets in canine DLBCL (DAVID functional annotation chart, ranked on FDR)**

| **Sr. No.** | **Enriched Gene Ontology** | **Number of genes present in the query set that are involved in the Enriched Gene Ontology** | **Modified Fisher Exact *P-Value*** | **FDR** |
| --- | --- | --- | --- | --- |
| 1 | cell cycle process | 6 | 1.97E-05 | 0.02796062 |
| 2 | M phase | 5 | 9.36E-05 | 0.13281709 |
| 3 | cell cycle | 6 | 1.04E-04 | 0.14790488 |
| 4 | cell cycle phase | 5 | 2.12E-04 | 0.30125142 |
| 5 | chromosome | 4 | 7.29E-04 | 0.69392901 |
| 6 | meiosis | 3 | 0.00230139 | 3.21889051 |
| 7 | M phase of meiotic cell cycle | 3 | 0.00230139 | 3.21889051 |
| 8 | meiotic cell cycle | 3 | 0.00230139 | 3.21889051 |
| 9 | intracellular non-membrane-bounded organelle | 6 | 0.00372035 | 3.49464306 |
| 10 | non-membrane-bounded organelle | 6 | 0.00372035 | 3.49464306 |
| 11 | ATP binding | 7 | 0.00437764 | 4.67035971 |
| 12 | adenyl ribonucleotide binding | 7 | 0.00437764 | 4.67035971 |
| 13 | DNA replication | 3 | 0.00452322 | 6.23489506 |
| 14 | cell division | 4 | 0.00481031 | 6.61816933 |
| 15 | spindle | 3 | 0.00815202 | 7.51449543 |
| 16 | DNA metabolic process | 4 | 0.00737334 | 9.97588367 |
| 17 | adenyl nucleotide binding | 7 | 0.0096663 | 10.0479908 |
| 18 | RNA binding | 4 | 0.0096865 | 10.0679821 |
| 19 | purine nucleoside binding | 7 | 0.01320823 | 13.4938337 |
| 20 | nucleoside binding | 7 | 0.01320823 | 13.4938337 |
| 21 | cellular response to stress | 4 | 0.01250629 | 16.3655488 |
| 22 | microtubule cytoskeleton | 3 | 0.02155973 | 18.779899 |
| 23 | DNA repair | 3 | 0.01502643 | 19.345963 |
| 24 | ribonucleotide binding | 7 | 0.03374963 | 31.2221086 |
| 25 | purine ribonucleotide binding | 7 | 0.03374963 | 31.2221086 |
| 26 | condensed chromosome | 2 | 0.0540047 | 41.1299209 |
| 27 | response to DNA damage stimulus | 3 | 0.0367215 | 41.2146058 |
| 28 | 2'-5'-oligoadenylate synthetase activity | 2 | 0.05169184 | 43.9332722 |
| 29 | adenylyltransferase activity | 2 | 0.05169184 | 43.9332722 |
| 30 | damaged DNA binding | 2 | 0.05169184 | 43.9332722 |
| 31 | purine nucleotide binding | 7 | 0.05356653 | 45.1298526 |
| 32 | nucleotide binding | 7 | 0.05783521 | 47.7684056 |
| 33 | DNA binding | 5 | 0.06380158 | 51.2633996 |
| 34 | cell proliferation | 3 | 0.05031213 | 51.9560323 |
| 35 | DNA-dependent DNA replication | 2 | 0.05644007 | 56.1756257 |
| 36 | structure-specific DNA binding | 2 | 0.07657838 | 58.0440011 |
| 37 | cell death | 4 | 0.06819092 | 63.3200182 |
| 38 | death | 4 | 0.06819092 | 63.3200182 |
| 39 | ribonucleoside metabolic process | 2 | 0.08350941 | 71.0131393 |
| 40 | nucleoside metabolic process | 2 | 0.08350941 | 71.0131393 |
| 41 | cellular macromolecule catabolic process | 3 | 0.09951464 | 77.429112 |

**ST 6:** **Gene Ontology (BP) enrichment in the down-regulated probesets in canine DLBCL (DAVID functional annotation chart, ranked on FDR)**

**ST 7:** **Kegg pathway hits in the up-regulated probesets in canine DLBCL (DAVID functional annotation chart, ranked on FDR)**

| **Sr. No.** | **Name of the KEGG Pathways** | **Number of genes present in the query set that are involved in the pathway** | **Modified Fisher Exact P-Value** | **FDR** |
| --- | --- | --- | --- | --- |
| 1 | Cell cycle | 33 | 4.72E-20 | 5.54E-17 |
| 2 | DNA replication | 13 | 9.23E-10 | 1.08E-06 |
| 3 | p53 signaling pathway | 12 | 1.19E-05 | 0.013932775 |
| 4 | Oocyte meiosis | 13 | 4.17E-04 | 0.487577135 |
| 5 | Mismatch repair | 6 | 7.35E-04 | 0.85809733 |
| 6 | Pyrimidine metabolism | 11 | 8.68E-04 | 1.01319084 |
| 7 | One carbon pool by folate | 5 | 0.001637102 | 1.902531852 |
| 8 | Purine metabolism | 14 | 0.001907753 | 2.213855862 |
| 9 | Homologous recombination | 5 | 0.011449659 | 12.62900552 |
| 10 | Nucleotide excision repair | 6 | 0.016677457 | 17.89492746 |
| 11 | Butanoate metabolism | 5 | 0.017043081 | 18.25212417 |
| 12 | Synthesis and degradation of ketone bodies | 3 | 0.02412844 | 24.89952812 |
| 13 | Base excision repair | 5 | 0.029644617 | 29.72825233 |
| 14 | Progesterone-mediated oocyte maturation | 8 | 0.042833163 | 40.14441297 |
| 15 | Cysteine and methionine metabolism | 5 | 0.05459551 | 48.22160456 |
| 16 | Ubiquitin mediated proteolysis | 9 | 0.090085429 | 66.93753232 |

**ST 8:** **Kegg pathway hits in the down-regulated probesets in canine DLBCL (DAVID functional annotation chart, ranked on FDR)**

| **Sr. No.** | **Name of the KEGG Pathways** | **Number of genes present in the query set that are involved in the pathway** | **Modified Fisher Exact P-Value** | **FDR** |
| --- | --- | --- | --- | --- |
| 1 | Cytokine-cytokine receptor interaction | 39 | 9.31E-09 | 1.12E-05 |
| 2 | Cell adhesion molecules (CAMs) | 27 | 8.68E-07 | 0.001041992 |
| 3 | Hematopoietic cell lineage | 21 | 1.01E-06 | 0.00121782 |
| 4 | Intestinal immune network for IgA production | 14 | 1.19E-05 | 0.014316277 |
| 5 | ECM-receptor interaction | 18 | 6.56E-05 | 0.078733131 |
| 6 | Allograft rejection | 10 | 1.61E-04 | 0.192867997 |
| 7 | Complement and coagulation cascades | 15 | 1.94E-04 | 0.232926 |
| 8 | Focal adhesion | 30 | 2.43E-04 | 0.291958635 |
| 9 | Viral myocarditis | 14 | 3.54E-04 | 0.424588676 |
| 10 | Drug metabolism | 11 | 8.40E-04 | 1.004171553 |
| 11 | Autoimmune thyroid disease | 10 | 0.001012316 | 1.208976424 |
| 12 | Type I diabetes mellitus | 10 | 0.001259794 | 1.502485916 |
| 13 | T cell receptor signaling pathway | 19 | 0.001330781 | 1.586528703 |
| 14 | Dilated cardiomyopathy | 16 | 0.001628733 | 1.938564252 |
| 15 | Hypertrophic cardiomyopathy (HCM) | 15 | 0.002486397 | 2.945474416 |
| 16 | PPAR signaling pathway | 13 | 0.005138708 | 5.999656773 |
| 17 | Arrhythmogenic right ventricular cardiomyopathy (ARVC) | 13 | 0.005800765 | 6.748158147 |
| 18 | Graft-versus-host disease | 7 | 0.008211985 | 9.428259367 |
| 19 | Primary immunodeficiency | 8 | 0.009505497 | 10.83673416 |
| 20 | Vascular smooth muscle contraction | 17 | 0.010331213 | 11.72530675 |
| 21 | Metabolism of xenobiotics by cytochrome P450 | 8 | 0.01807534 | 19.67258841 |
| 22 | Pathways in cancer | 36 | 0.019774119 | 21.32573316 |
| 23 | Adherens junction | 12 | 0.020745143 | 22.25660535 |
| 24 | Tryptophan metabolism | 8 | 0.023942612 | 25.25096034 |
| 25 | Chemokine signaling pathway | 21 | 0.032491867 | 32.74554313 |
| 26 | Endocytosis | 22 | 0.047500757 | 44.2586319 |
| 27 | Histidine metabolism | 5 | 0.062783954 | 54.09999736 |
| 28 | Axon guidance | 16 | 0.065883516 | 55.89020128 |
| 29 | Arachidonic acid metabolism | 8 | 0.066166031 | 56.05014694 |

# Supplementary material for: Comparative Gene Expression Profiling Identifies Common Molecular Signatures of NF-κB Activation in Canine and Human Diffuse Large B Cell Lymphoma (DLBCL)
**Source:** PLoS One. 2013 Sep 4;8(9):e72591. doi: 10.1371/journal.pone.0072591
**Supplement:** File S3 — SF 1: Positive co-expression networks of canine and human DLBCLs. SF 2: Clusters identified from the co-expression network of human DLBCL. SF 3: Ingenuity Pathway Analysis results showing the top canonical pathways enriched in the up-regulated probesets of canine DLBCL. SF 4: Ingenuity Pathway Analysis results showing the top canonical pathways enriched in the down-regulated probesets of canine DLBCL. SF 5: Ingenuity Pathway Analysis results showing the top bio functions enriched in the up-regulated probesets of canine DLBCL. SF 6: Ingenuity Pathway Analysis results showing the top bio functions enriched in the down-regulated probesets of canine DLBCL. SF 7: Comparison of enrichment of KEGG pathways in the differentially expressed probesets of canine DLBCL and human DLBCL. SF 8: Comparison of enrichment of signalling pathways in the differentially expressed probesets of canine DLBCL and human DLBCL in IPA. SF 9: Comparison of enrichment of NF-κB signalling pathway in differentially expressed genes in canine lymphoma and human DLBCL using IPA. SF 10: Clusters identified from the co-expression network of canine DLBCL. SF 11: Flow chart of the bioinformatics analysis. SF 12: Hierarchical clustering and principal components analysis of the canine dataset GSE30881 showing the clustering of normal, naïve and relapsed samples.

**
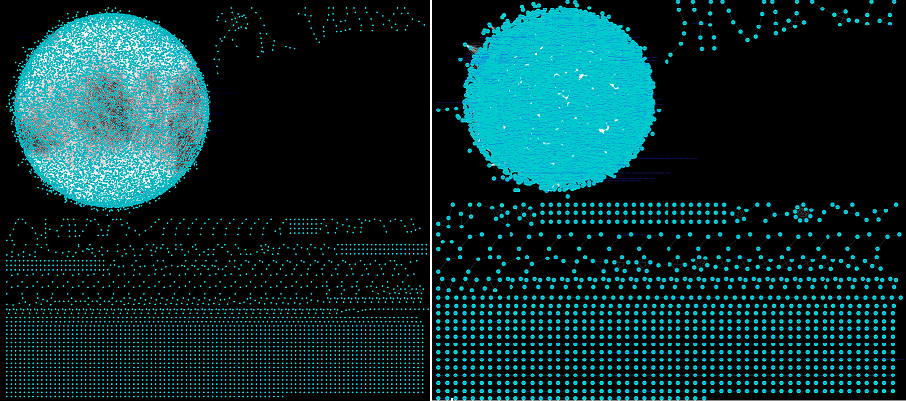
**

1. **(B)**

**SF 1: Positive co-expression networks of canine and human DLBCLs**

Co-expression networks of the positively correlated probesets in the canine (A) and human (B) datasets visualised in Cytoscape 2.6. Only the probesets that were significantly positively correlated at *p-value* less than 0.0001 with a statistical power of 0.8 were included in these networks. The probesets (nodes) are shown as cyan circles and the relationship among the probesets are shown in white interconnecting lines (edges). Since these figures are highly condensed, the individual nodes and edges are not recognisable.

1. The canine DLBCL co-expression network having 16,852 nodes and 120,270 edges was constructed using the array data from the 23 DLBCL samples.
2. The human DLBCL co-expression network having 21,435 nodes and 421,777 edges was constructed using the array data from the 45 DLBCL samples.

**
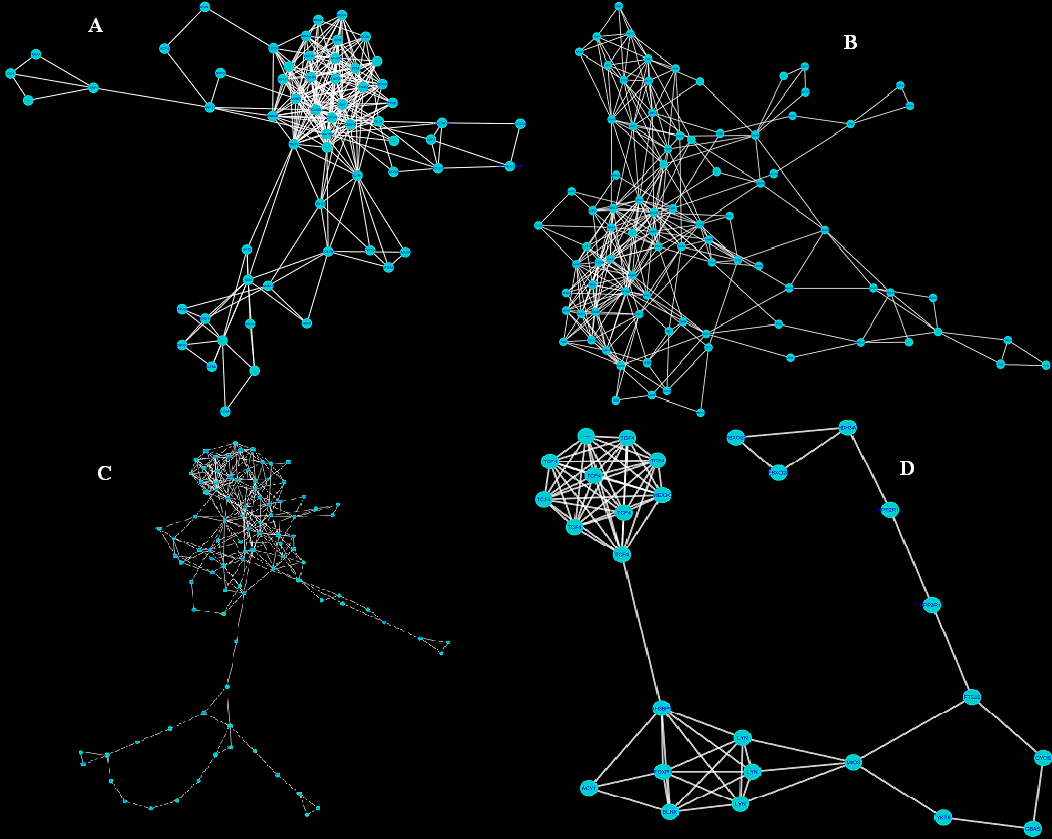
**

**SF 2: Clusters identified from the co-expression network of human DLBCL**

Cytoscapic view of some of the clusters identified using MCODE clustering algorithm in the co-expression network of human DLBCL. The clusters were numbered according to their rank in MCODE result. The probesets (nodes) are shown as cyan circles and labelled with their relevant gene symbol. Where gene annotation is not available, ‘---’ is used as label. The relationships among the probesets are shown in white interconnecting lines (edges).

1. Cluster no. 14: This cluster has 60 nodes and 271 edges. TREM1signalling, IL-10 signalling, IL-6 signalling and p-53 signalling pathways are significantly enriched while cell death is the top most IPA bio function enriched in this cluster.
2. Cluster no. 23: This cluster has 87 nodes and 320 edges. Toll-like receptor signalling, TREM1 signalling, inhibition of angiogenesis by TSP1 signalling and NF-κB signalling pathways are significantly enriched in this cluster while cellular movement is the top most IPA bio function enriched in this cluster.
3. Cluster no. 30: This cluster has 98 nodes and 315 edges. G-protein coupled receptor signalling, Wnt/β-catenin signalling, PTEN signalling, IL-15 signalling, IL-17 signalling, NF-κB signalling, PI3K/AKT signalling and JAK/Stat signalling are the significantly enriched pathways in this cluster while cellular movement is the top most IPA bio function enriched in this cluster.
4. Cluster no. 37: This cluster has 27 nodes and 78 edges. Fc-γ-RIIB signalling, Ceramide signalling, PI3K signalling in B lymphocytes, Wnt/β-catenin signalling, TWEAK signalling and cell cycle regulation by BTG family proteins signalling are the significantly enriched pathways in this cluster while cellular development is the top most IPA bio function enriched in this cluster.

**
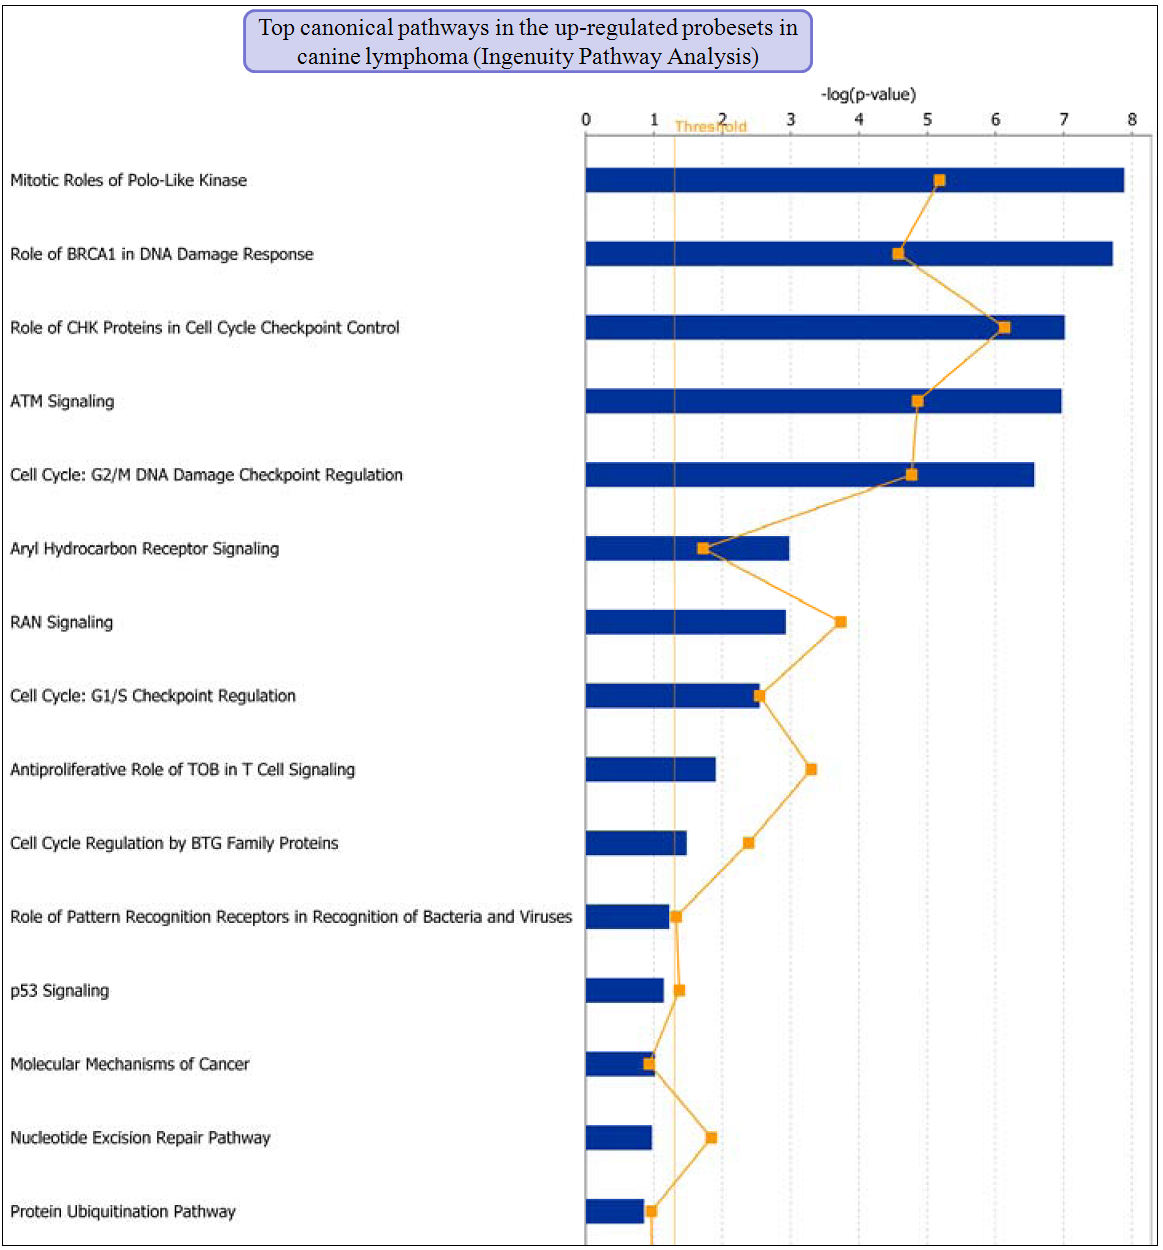
**

**SF 3: Ingenuity Pathway Analysis results showing the top canonical pathways enriched in the up-regulated probesets of canine DLBCL**

The canonical pathways that are enriched in the 926 up-regulated probesets in canine DLBCL are shown as bar charts in this figure. The length of the bars corresponds to the negative log of *p-value* of enrichment score for the canonical pathway enriched in the gene set.

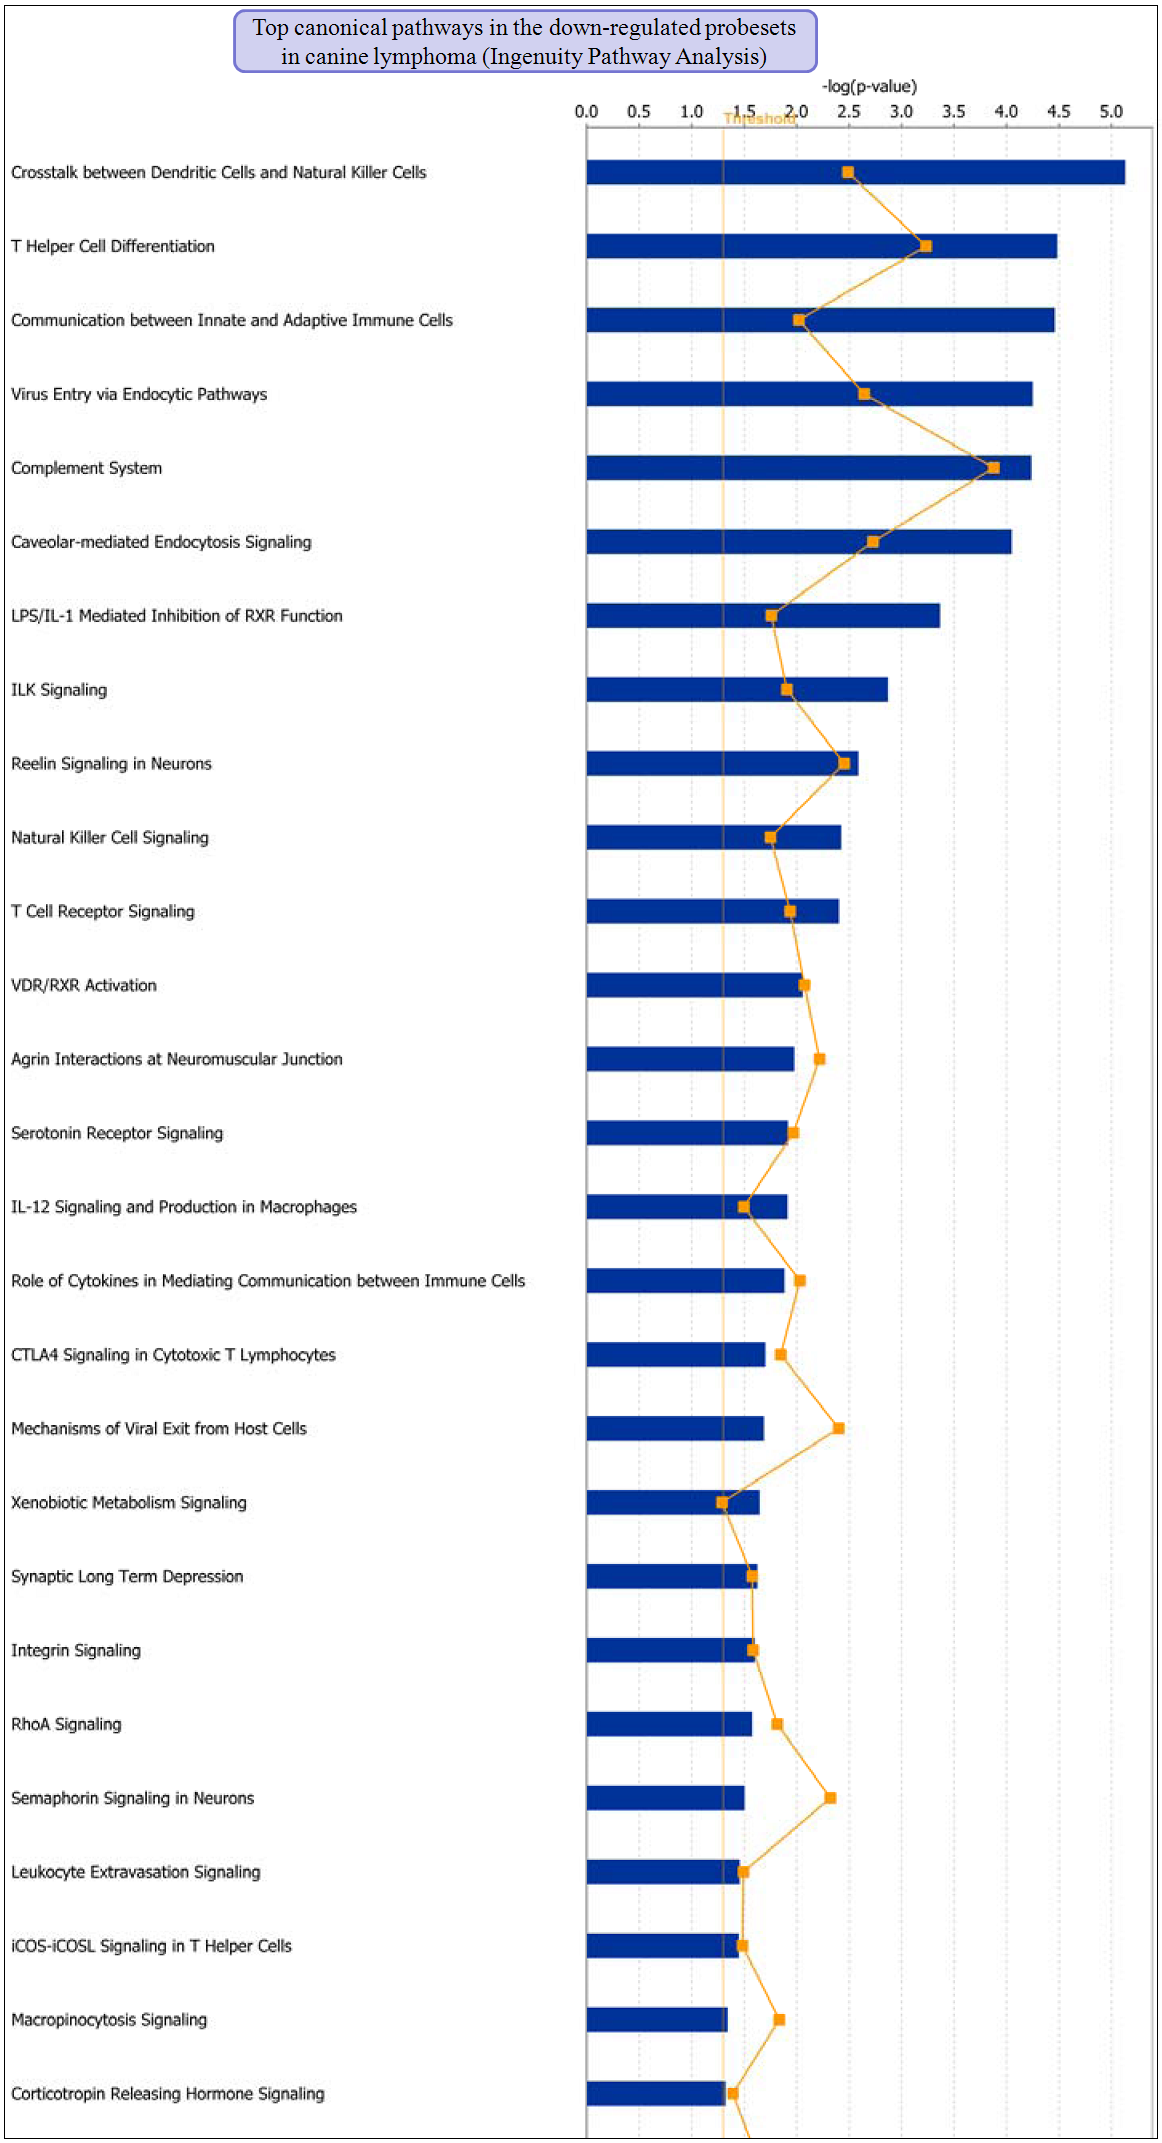

**SF 4: Ingenuity Pathway Analysis results showing the top canonical pathways enriched in the down-regulated probesets of canine DLBCL**

The canonical pathways that are enriched in the 2360 down-regulated probesets in canine DLBCL are shown as bar charts in this figure. The length of the bars corresponds to the negative log of *p-value* of enrichment score for the canonical pathway enriched in the gene set.

**
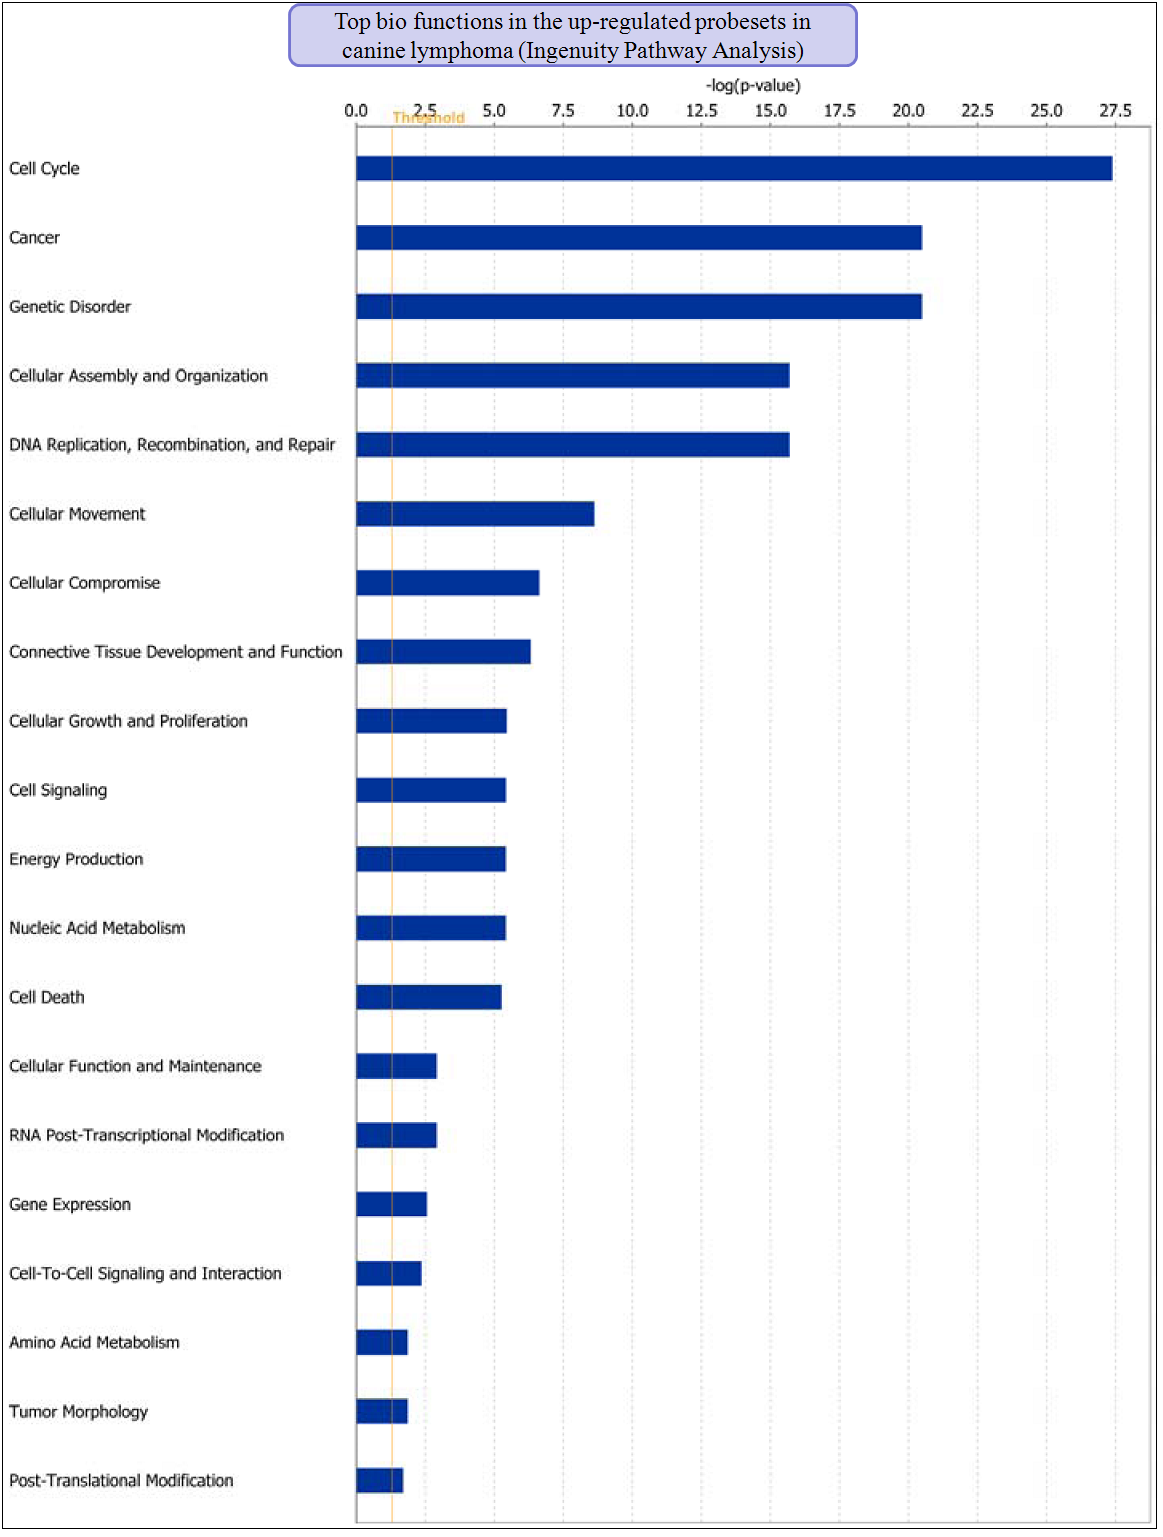
**

**SF 5: Ingenuity Pathway Analysis results showing the top bio functions enriched in the up-regulated probesets of canine DLBCL**

Enrichment of the IPA bio functions in the 926 up-regulated probesets in canine DLBCL are shown as bar charts in this figure. The length of the bars corresponds to the negative log of *p-value* of enrichment score for the canonical pathway enriched in the gene set.

**
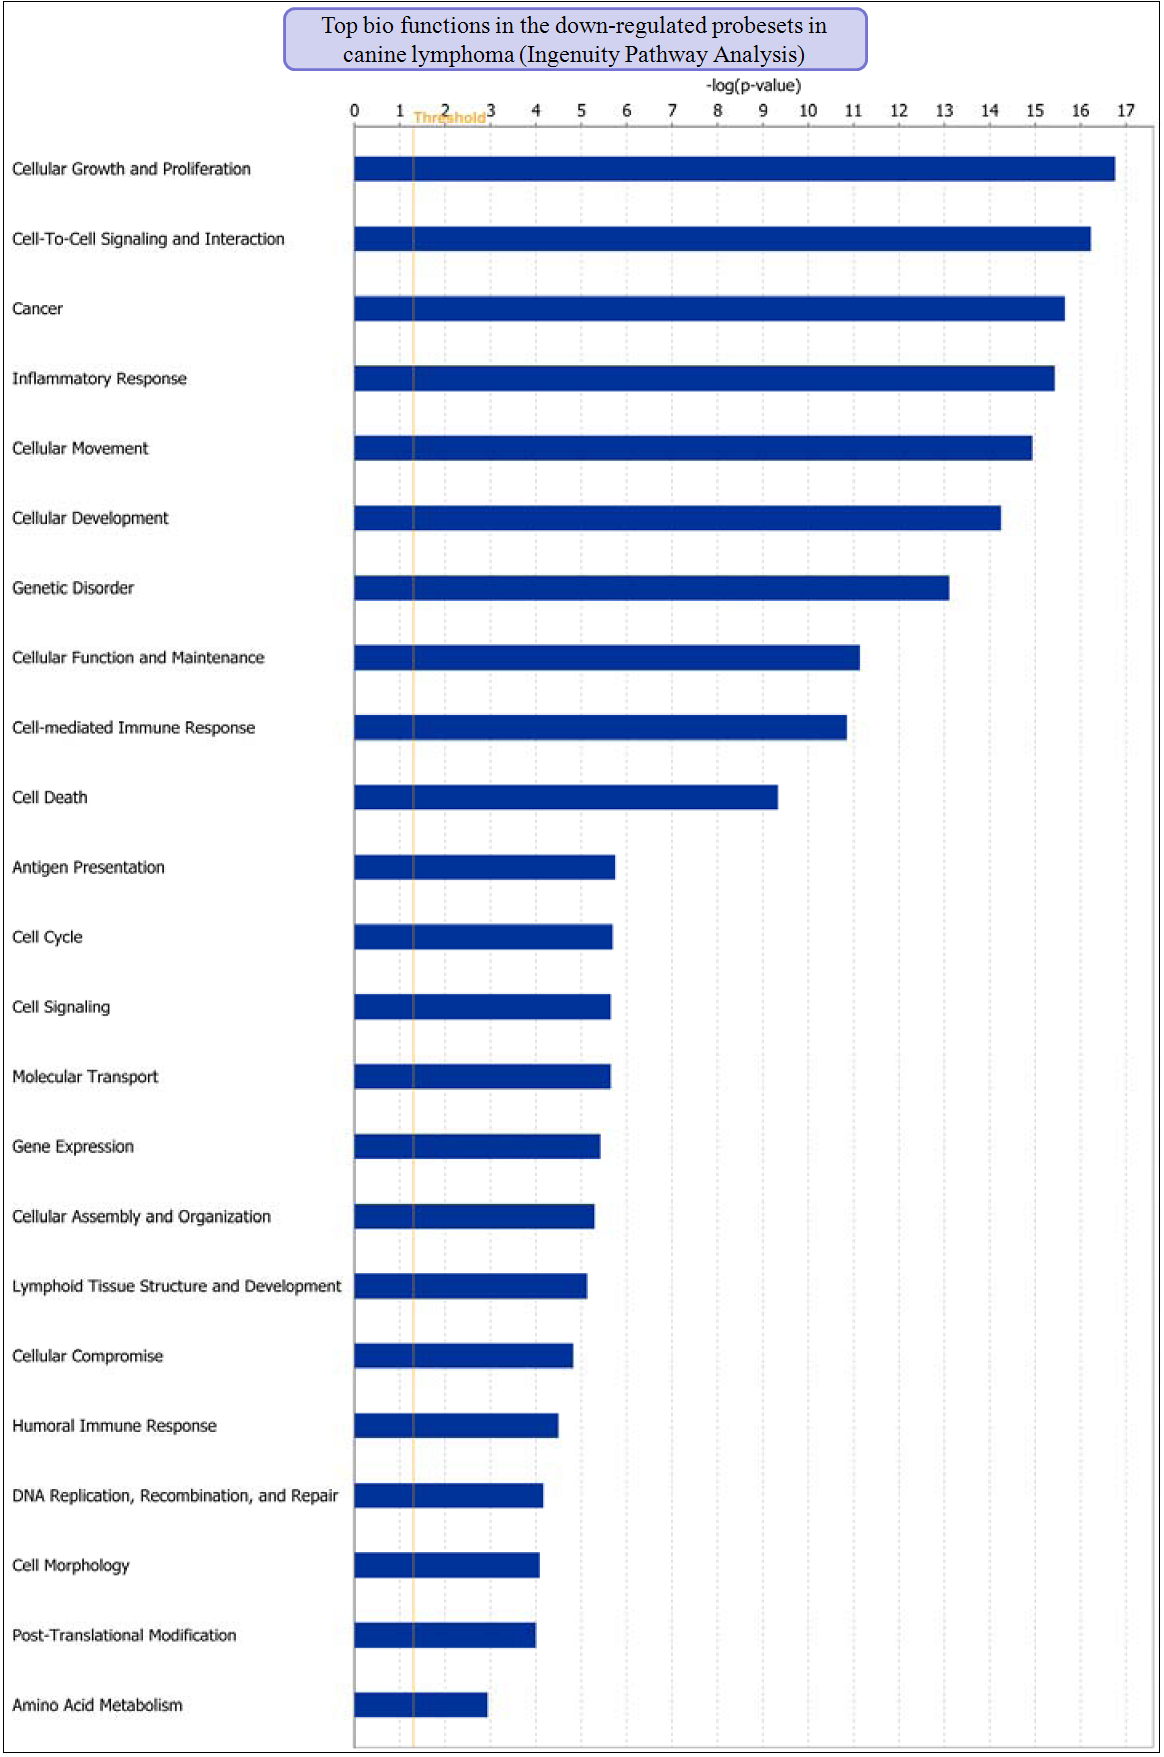
**

**SF 6: Ingenuity Pathway Analysis results showing the top bio functions enriched in the down-regulated probesets of canine DLBCL**

Enrichment of the IPA bio functions in the 2360 down -regulated probesets in canine DLBCL are shown as bar charts in this figure. The length of the bars corresponds to the negative log of *p-value* of enrichment score for the canonical pathway enriched in the gene set.

**
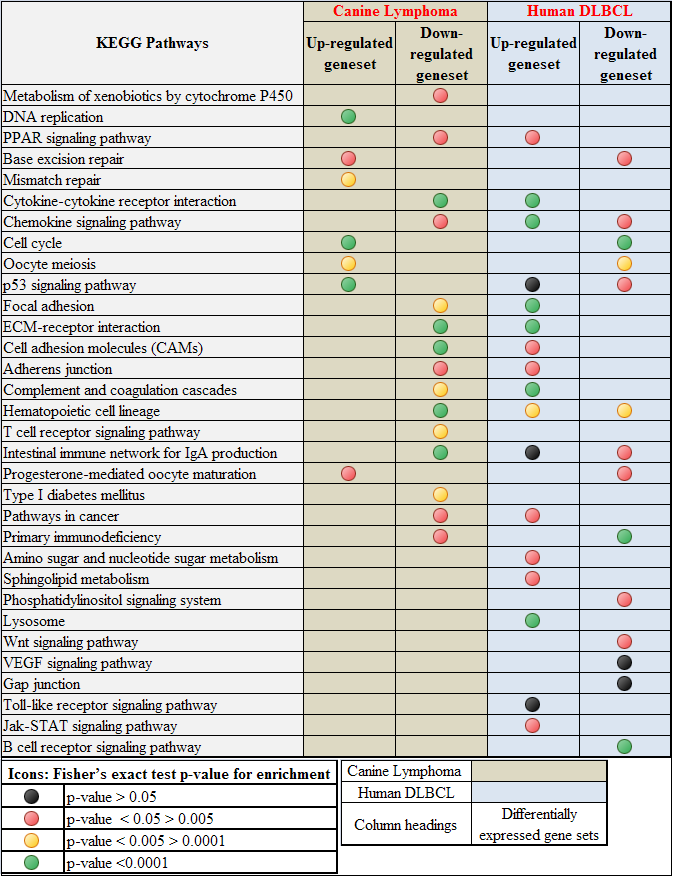
**

**SF 7: Comparison of enrichment of KEGG pathways in the differentially expressed probesets of canine DLBCL and human DLBCL**

The differentially expressed probesets of canine DLBCL and human DLBCL were analysed for enrichment of KEGG pathways using DAVID functional annotation tool. The results from the analysis are compiled and the *p-values* of the enrichment score computed by Fisher’s exact test are represented graphically as coloured icons.

**
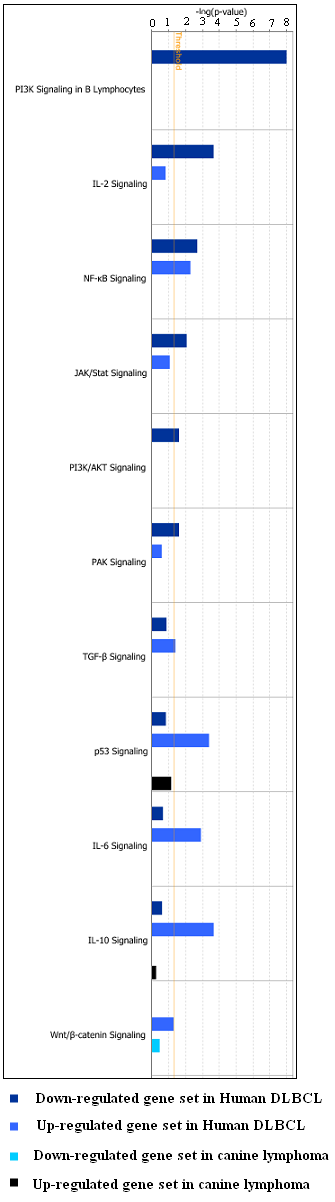
**

**SF 8: Comparison of enrichment of signalling pathways in the differentially expressed probesets of canine DLBCL and human DLBCL in IPA**

The differentially expressed probesets of canine DLBCL and human DLBCL were analysed for enrichment of signalling pathways in IPA. The result of the comparison analysis is represented graphically. The lengths of the bars show their significance, negative log of the *p-value* for the pathway computed by Fisher’s exact test, in the relevant pathway.

**
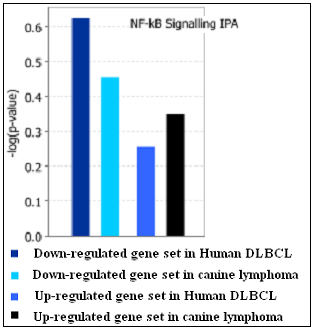
**

**SF 9: Comparison of enrichment of NF-κB signalling pathway in differentially expressed genes in canine lymphoma and human DLBCL using IPA**

The differentially expressed probesets of canine DLBCL and human DLBCL were analysed for enrichment of the NF-κB signalling pathway using IPA tool. The result of the comparison analysis is represented graphically. The heights of the bars show their significance (negative log of the *p-value* computed by Fisher’s exact test) of enrichment in NF-κB signalling pathway.

**
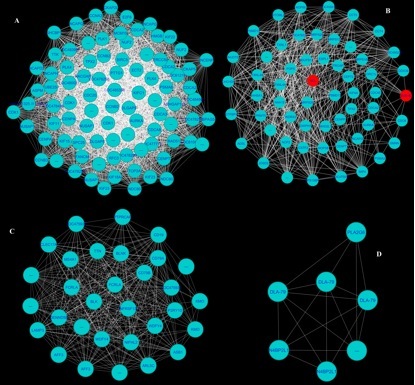
**

**SF 10: Clusters identified from the co-expression network of canine DLBCL**Cytoscapic view of some of the clusters identified using MCODE clustering algorithm in the co-expression network of canine DLBCL. The clusters were numbered according to their rank in MCODE result. The probesets (nodes) are shown as cyan circles and labelled with their relevant gene symbol. Where gene annotation is not available, ‘---’ is used as label. The relationships among the probesets are shown in white interconnecting lines (edges).

1. Cluster no. 2: This cluster has 88 nodes and 3132 edges. Cell Cycle Regulation signalling pathways (Mitotic roles of Polo-like kinase, Cell Cycle: G2/M DNA damage check point regulation and ATM signalling), role of BRCA1 in DNA damage response pathway and protein ubiquitination pathway are significantly enriched while cell cycle is the top most IPA bio function enriched in this cluster.

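The genes named in this cluster's pathways, of mitosis and DNA damage response, were also read as lists fixed before the data were examined. The share of mitosis gene pairs above the correlation threshold was lowest without DLBCL sample 9, at 55.9%, so no single tumour set it. Of 153 pairs among 18 DNA damage response genes, 5 or 3.27% exceeded the threshold, with 2.61% by Spearman correlation, 1.96% without DLBCL sample 18 and 5.88% without samples 4 and 24, against a mean of 0.0785% in random lists.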

2. Cluster no. 6: This cluster has 57 nodes and 541edges. Cell cycle control of chromosomal replication pathway is significantly enriched in this cluster while cell cycle is the top most IPA bio function of this cluster. 

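Replication genes such as MCM2, MCM3 and CDC45 correlated with each other at a median r of 0.50 over the 23 DLBCL arrays. Their share of pairs above the threshold was 6.55% with Spearman correlation. It was lowest, at 4.87%, without sample 18, the tumour with the lowest replication gene levels.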

The two NF-κB target genes in this cluster are shown in red colour.

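Among the 100 measured NF-κB target genes, BUB1B exceeded the correlation threshold with 5 genes of the DNA replication list, and NCL, a nucleolar protein, and RASGRP1 with 1 each. ICAM1 and the chemokine CCL4 did so with 1 T-cell gene each. BATF, a transcription factor of activated lymphocytes, did so with 1 gene of the mitosis list. A target that is itself a member of a list was not counted against that list. BUB1B thus has no count against the mitosis list, and CD40LG has none against the T-cell list.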

3. Cluster no. 7: This cluster has 31 nodes and 375 edges. 

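B-cell genes were co-expressed mainly through 1 tumour. Of 120 pairs among 16 B-cell genes, such as CD79A, BLNK and MS4A1, 26 or 21.7% exceeded the correlation threshold over the 23 DLBCL arrays, with a median r of 0.59. Without DLBCL sample 5, whose B-cell gene levels were lowest, 0.833% did so (adjusted p = 0.21), and with Spearman correlation 0% did. NF-κB target genes that exceeded the threshold with B-cell genes were RASGRP1, an activator of RAS in lymphocytes, with 6 of them, CD40 with 3, and TPMT and LTA with 1 each. The target BANK1 was not counted against this list.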

PI3K signalling in B lymphocytes, B cell development, Fc-γ-RIIB signalling in B lymphocytes are significantly enriched in this cluster while cellular growth and proliferation is the top most IPA bio function of this cluster.
4. Cluster no. 26: This cluster has 7 nodes and 18 edges. 

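Of 171 pairs among 19 genes of MHC and antigen presentation, 17 or 9.94% exceeded the correlation threshold over the DLBCL arrays, with 4.68% without DLBCL sample 1 and 0.585% with Spearman correlation (adjusted p = 0.28). Between DLBCL and healthy nodes, 4 of these genes fell and 1 rose, also when adjusted over the list alone, with a median log2 difference of −0.20. DLA-64, a class I gene, fell by 1.01 (SE 0.24, adjusted p = 0.0015), and TAP1, a transporter that loads class I molecules with peptide, fell by 0.26. TAPBP, which helps to load peptide, rose by 0.47. Camera gave the list an adjusted p of 0.0076, and an adjusted p = 0.44 with an estimated correlation. None of its genes passed in limma with RIN as a covariate.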

Antigen presentation pathway and OX40 signalling pathwayare significantly enriched in this cluster while cellular development is the top most IPA bio function of this cluster.

**
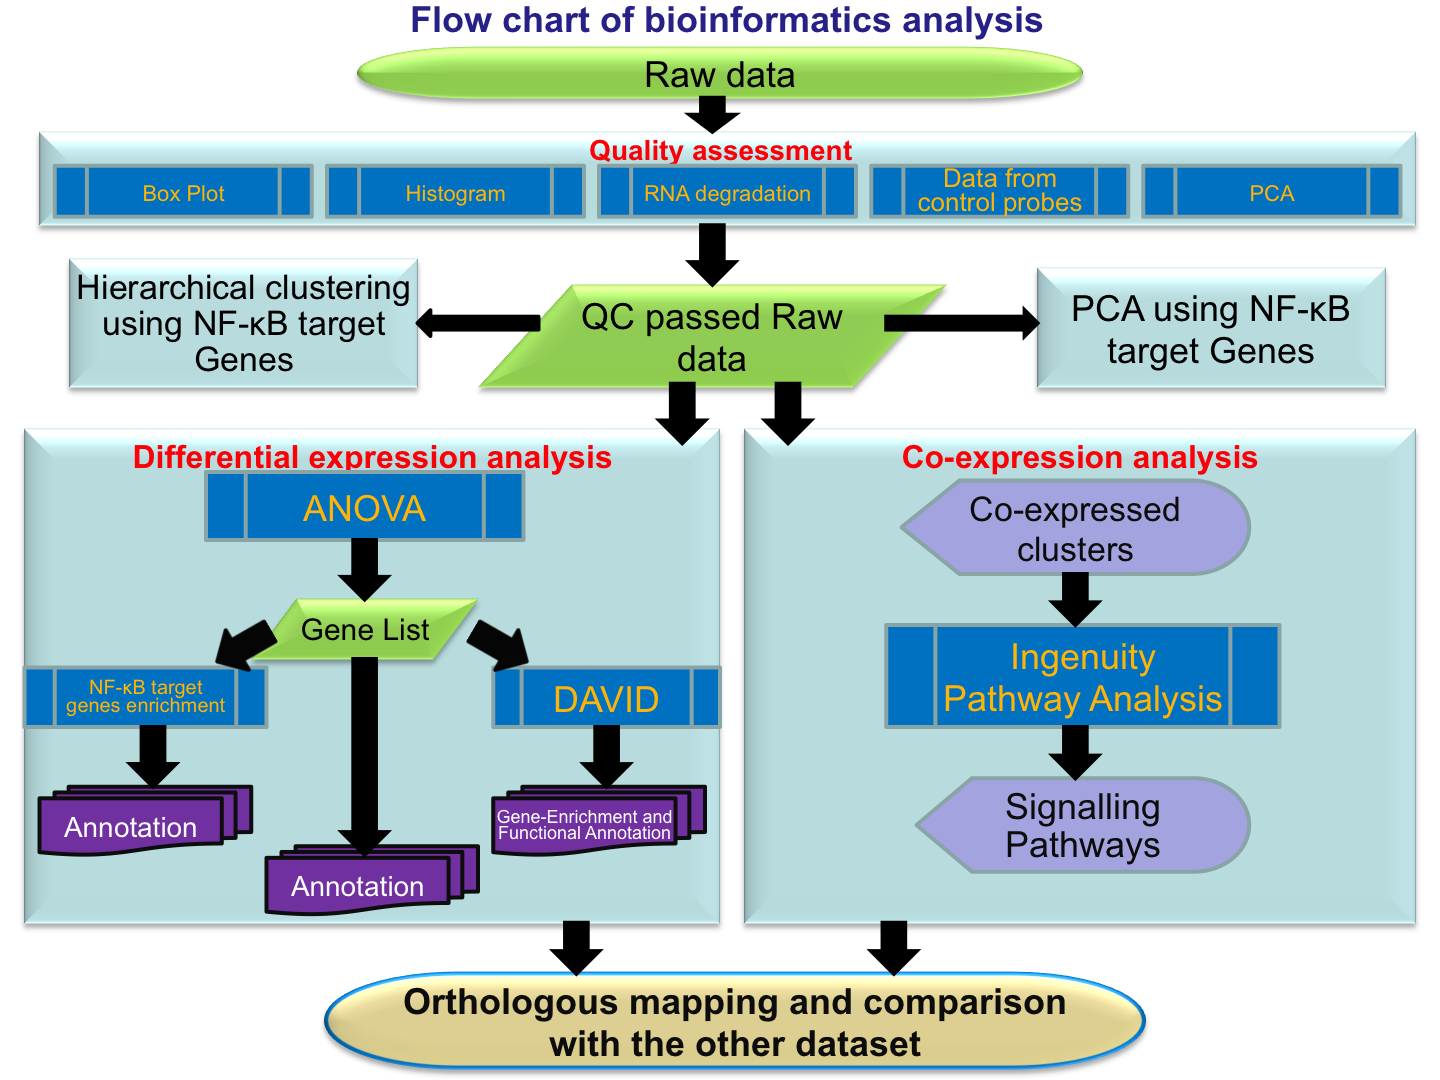
**

**SF 11: Flow chart of the bioinformatics analysis**

This figure shows the schematic representation of the workflow involved in the bioinformatics analyses. Both canine and human datasets were separately analysed using this flow chart and then their results were compared. The main steps in the workflow were:

1. Quality analysis
2. Hierarchical clustering of the dataset using NF-kappaB target gene set
3. Principal components analysis of the dataset using NF-kappaB target gene set
4. Differential expression analysis
5. Positive co-expression network analysis
6. Functional annotations of the gene lists and clusters

While differential expression analysis identified genes that were differentially expressed between cancer and normal samples, the co-expression network analysis clustered the genes in cancer samples that were expressed in similar fashion. Both the analyses are complementary for comparing the canine and human DLBCL.

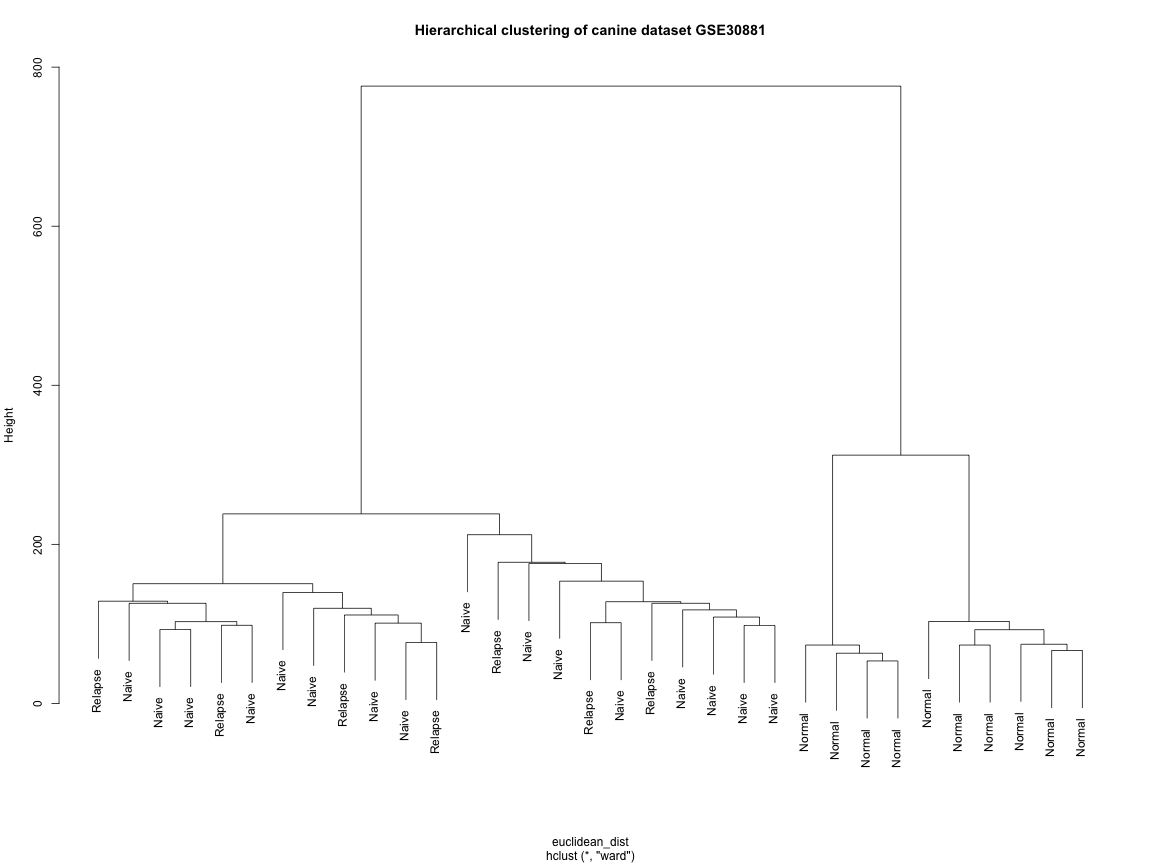

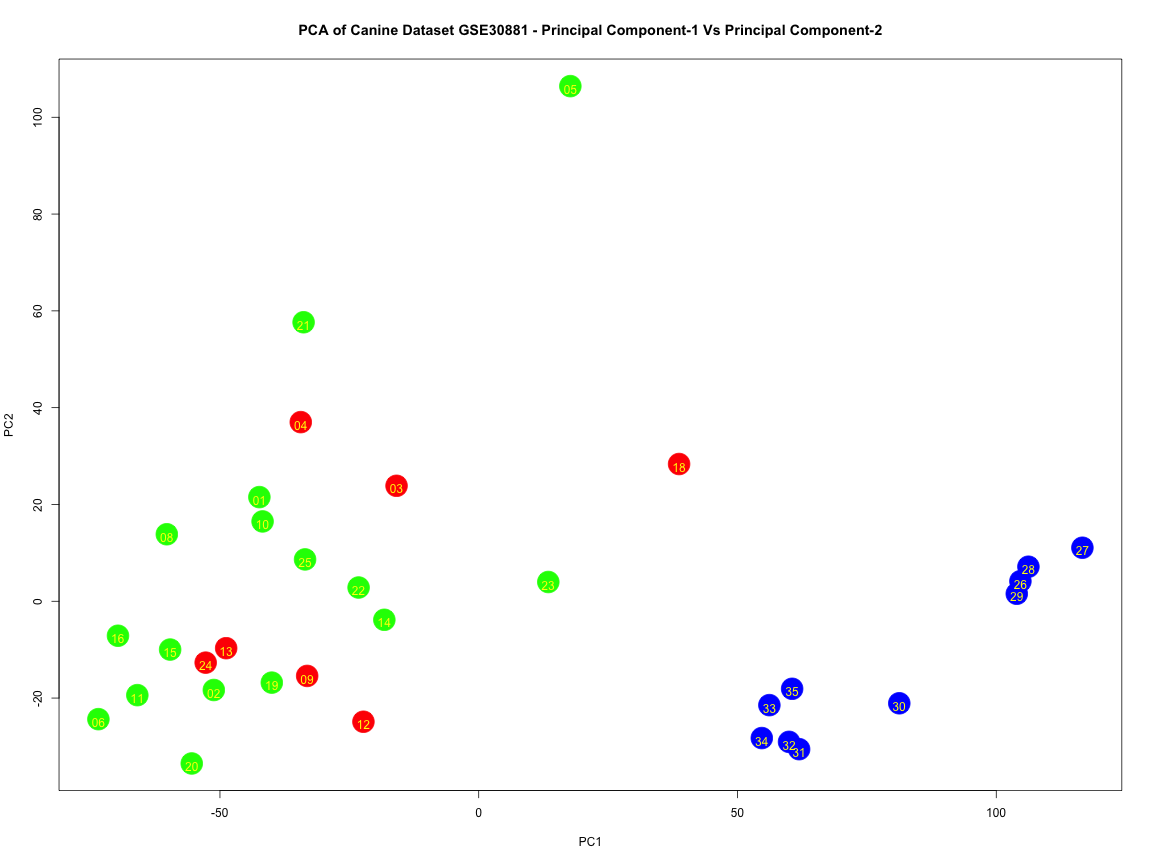

**SF 12: Hierarchical clustering and principal components analysis of the canine dataset GSE30881 showing the clustering of normal, naïve and relapsed samples**

Hierarchical clustering using Euclidean distance and Ward agglomeration method shows clustering of normal and cancer samples. However, there is no separation between naïve and relapsed samples. This is also reflected in the PCA using the first two principal components. 

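No gene list passed between relapsed and naïve samples once the correlation within lists was estimated. Skeletal muscle genes had a median log2 difference of 1.16, relapsed minus naïve (camera, adjusted p = 1.4e-15, but adjusted p = 0.29 with an estimated correlation), and both samples rich in muscle genes, 4 and 24, were relapsed. Genes of fibroblasts and extracellular matrix had a median of 0.55 and mitosis genes one of −0.37 (camera, adjusted p = 3.9e-14 and 6.4e-09, but adjusted p = 0.29 and 0.53 with an estimated correlation). In the dog that gave both a naïve and a relapsed sample, these correlated at 0.991 across probesets. Without its relapsed array, limma called 0 probesets, with 2154 at an unadjusted p under 0.05.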

The normal samples are coloured in blue, naïve cancer samples are coloured in green and the relapsed/refractory cancer samples are in red.

# Supplementary material for: Comparative Gene Expression Profiling Identifies Common Molecular Signatures of NF-κB Activation in Canine and Human Diffuse Large B Cell Lymphoma (DLBCL)
**Source:** PLoS One. 2013 Sep 4;8(9):e72591. doi: 10.1371/journal.pone.0072591

# GSEA Report for Dataset Canine\_GSE30881\_RMA\_cg\_2

Gene set: MSigDB c2.cp.v3.1

## Enrichment in phenotype: Cancer (23 samples)

- 394 / 997 gene sets are upregulated in phenotype **Cancer**
- 74 gene sets are significant at FDR < 25%
- 15 gene sets are significantly enriched at nominal pvalue < 1%
- 62 gene sets are significantly enriched at nominal pvalue < 5%
- [Snapshot](#) of enrichment results
- Detailed [enrichment results in html](#) format
- Detailed [enrichment results in excel](#) format (tab delimited text)
- [Guide to](#) interpret results

## Enrichment in phenotype: Healthy (10 samples)

- 603 / 997 gene sets are upregulated in phenotype **Healthy**
- 0 gene sets are significant at FDR < 25%
- 5 gene sets are significantly enriched at nominal pvalue < 1%
- 49 gene sets are significantly enriched at nominal pvalue < 5%
- [Snapshot](#) of enrichment results
- Detailed [enrichment results in html](#) format
- Detailed [enrichment results in excel](#) format (tab delimited text)
- [Guide to](#) interpret results

## Dataset details

- The dataset has 43035 native features
- After collapsing features into gene symbols, there are: 16794 genes

## Gene set details

- Gene set size filters (min=15, max=500) resulted in filtering out 455 / 1452 gene sets
- The remaining 997 gene sets were used in the analysis
- List of [gene sets used and their sizes](#) (restricted to features in the specified dataset)

## Gene markers for the Cancer *versus* Healthy comparison

- The dataset has 16794 features (genes)
- # of markers for phenotype **Cancer**: 10383 (61.8% ) with correlation area 50.0%
- # of markers for phenotype **Healthy**: 6411 (38.2% ) with correlation area 50.0%
- Detailed [rank ordered gene list](#) for all features in the dataset
- [Heat map and gene list correlation](#) profile for all features in the dataset
- [Butterfly plot](#) of significant genes

## Global statistics and plots

- Plot of [p-values vs. NES](#)
- [Global ES](#) histogram

## Other

- [Parameters](#) used for this analysis

---

|                                             |                                                                                                                                                                                                               |
|---------------------------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| xtools.gsea.Gsea [Sun, May 12, '13 6 PM 30] | Report: Canine_c2.cp.v3.1_p10000.Gsea.1368379813729.rpt by user: mani<br>Website: <a href="http://www.broadinstitute.org/GSEA">www.broadinstitute.org/GSEA</a> Questions & Suggestions: <a href="#">Email</a> |
|---------------------------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

producer\_class xtools.gsea.Gsea  
producer\_timestamp 1368379813729  
param collapse true  
param cls /GSEA/phenodata\_canine.cls#Cancer\_versus\_Healthy param plot\_top\_x 20  
param norm meandiv  
param save\_rnd\_lists false  
param median false  
param num 100  
param scoring\_scheme weighted  
param make\_sets true  
param mode Max\_probe  
param gmx gseaftp.broadinstitute.org://pub/gsea/gene\_sets/c2.cp.v3.1.symbols.gmt param gui false  
param chip /GSEA/Canine\_2.na32.annot.chip  
param metric Signal2Noise  
param rpt\_label Canine\_c2.cp.v3.1\_p10000  
param help false  
param order descending  
param out /GSEA  
param permute phenotype  
param rnd\_type no\_balance  
param set\_min 15  
param include\_only\_symbols true  
param sort real  
param rnd\_seed timestamp  
param nperm 10000  
param zip\_report false  
param set\_max 500  
param res /GSEA/Canine\_GSE30881\_RMA\_cg\_2.txt  
file /GSEA/Canine\_c2.cp.v3.1\_p10000.Gsea.1368379813729/index.html

# GSEA Report for Dataset human\_GSE12195\_RMA\_hg\_u133\_p2

Gene Set: MSigDB c2.cp.v3.1

## Enrichment in phenotype: DLBCL (45 samples)

- 836 / 1091 gene sets are upregulated in phenotype **DLBCL**
- 0 gene sets are significant at FDR < 25%
- 34 gene sets are significantly enriched at nominal pvalue < 1%
- 171 gene sets are significantly enriched at nominal pvalue < 5%
- [Snapshot](#) of enrichment results
- Detailed [enrichment results in html](#) format
- Detailed [enrichment results in excel](#) format (tab delimited text)
- [Guide to](#) interpret results

## Enrichment in phenotype: Healthy (10 samples)

- 255 / 1091 gene sets are upregulated in phenotype **Healthy**
- 0 gene sets are significant at FDR < 25%
- 0 gene sets are significantly enriched at nominal pvalue < 1%
- 3 gene sets are significantly enriched at nominal pvalue < 5%
- [Snapshot](#) of enrichment results
- Detailed [enrichment results in html](#) format
- Detailed [enrichment results in excel](#) format (tab delimited text)
- [Guide to](#) interpret results

## Dataset details

- The dataset has 54675 native features
- After collapsing features into gene symbols, there are: 21053 genes

## Gene set details

- Gene set size filters (min=15, max=500) resulted in filtering out 361 / 1452 gene sets
- The remaining 1091 gene sets were used in the analysis
- List of [gene sets used and their sizes](#) (restricted to features in the specified dataset)

## Gene markers for the DLBCL *versus* Healthy comparison

- The dataset has 21053 features (genes)
- # of markers for phenotype **DLBCL**: 11842 (56.2% ) with correlation area 65.2%
- # of markers for phenotype **Healthy**: 9211 (43.8% ) with correlation area 34.8%
- Detailed [rank ordered gene list](#) for all features in the dataset
- [Heat map and gene list correlation](#) profile for all features in the dataset
- [Buttefly plot](#) of significant genes

## Global statistics and plots

- Plot of [p-values vs. NES](#)
- [Global ES](#) histogram

## Other

- [Parameters](#) used for this analysis

---

|                                                                                                                                      |                                                                      |
|--------------------------------------------------------------------------------------------------------------------------------------|----------------------------------------------------------------------|
| xtools.gsea.Gsea [Sun, May 12, '13 7 PM 15]                                                                                          | Report: Human_c2.cp.v3.1_p10000.Gsea.1368382535783.rpt by user: mani |
| Website: <a href="http://www.broadinstitute.org/GSEA">www.broadinstitute.org/GSEA</a> Questions & Suggestions: <a href="#">Email</a> |                                                                      |

producer\_class xtools.gsea.Gsea  
producer\_timestamp 1368382535783  
param collapse true  
param cls /GSEA/CEL12195QC/DLBCL\_vs\_Healthy.cls#DLBCL\_versus\_Healthy param plot\_top\_x 20  
param norm meandiv  
param save\_rnd\_lists false  
param median false  
param num 100  
param scoring\_scheme weighted  
param make\_sets true  
param mode Max\_probe  
param gmx gseaftp.broadinstitute.org://pub/gsea/gene\_sets/c2.cp.v3.1.symbols.gmt param gui false  
param chip /GSEA/CEL12195QC/HG-U133\_Plus\_2.na33.annot.chip  
param metric Signal2Noise  
param rpt\_label Human\_c2.cp.v3.1\_p10000  
param help false  
param order descending  
param out /GSEA/CEL12195QC  
param permute phenotype  
param rnd\_type no\_balance  
param set\_min 15  
param include\_only\_symbols true  
param sort real  
param rnd\_seed timestamp  
param nperm 10000  
param zip\_report false  
param set\_max 500  
param res /GSEA/CEL12195QC/human\_GSE12195\_RMA\_hg\_u133\_p2.txt  
file /GSEA/CEL12195QC/Human\_c2.cp.v3.1\_p10000.Gsea.1368382535783/index.html

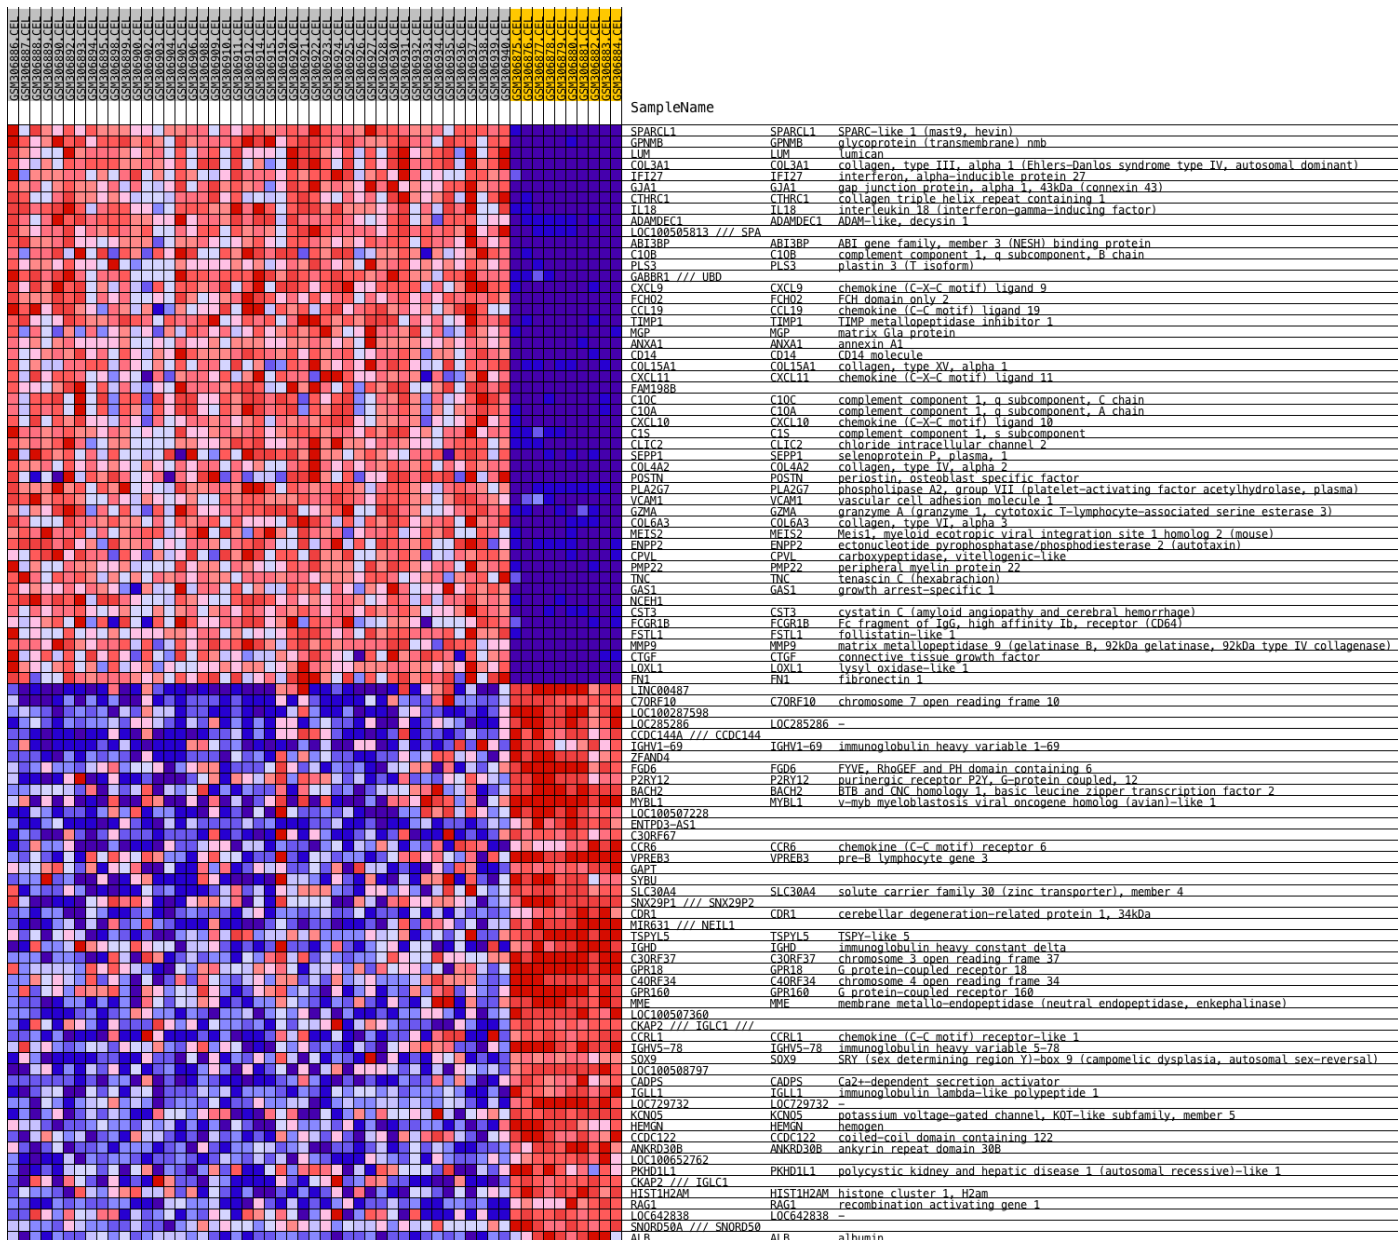

# GSEA Report for Dataset Canine\_GSE30881\_RMA\_cg\_2

Gene Set: Top 100 gene sets enriched in the Human dataset GSE12195

## Enrichment in phenotype: Cancer (23 samples)

- 19 / 90 gene sets are upregulated in phenotype **Cancer**
- 0 gene sets are significant at FDR < 25%
- 0 gene sets are significantly enriched at nominal pvalue < 1%
- 0 gene sets are significantly enriched at nominal pvalue < 5%
- [Snapshot](#) of enrichment results
- Detailed [enrichment results in html](#) format
- Detailed [enrichment results in excel](#) format (tab delimited text)
- [Guide to](#) interpret results

## Enrichment in phenotype: Healthy (10 samples)

- 71 / 90 gene sets are upregulated in phenotype **Healthy**
- 0 gene sets are significant at FDR < 25%
- 3 gene sets are significantly enriched at nominal pvalue < 1%
- 10 gene sets are significantly enriched at nominal pvalue < 5%
- [Snapshot](#) of enrichment results
- Detailed [enrichment results in html](#) format
- Detailed [enrichment results in excel](#) format (tab delimited text)
- [Guide to](#) interpret results

## Dataset details

- The dataset has 43035 native features
- After collapsing features into gene symbols, there are: 16794 genes

## Gene set details

- Gene set size filters (min=15, max=500) resulted in filtering out 10 / 100 gene sets
- The remaining 90 gene sets were used in the analysis
- List of [gene sets used and their sizes](#) (restricted to features in the specified dataset)

## Gene markers for the Cancer *versus* Healthy comparison

- The dataset has 16794 features (genes)
- # of markers for phenotype **Cancer**: 10383 (61.8% ) with correlation area 50.0%
- # of markers for phenotype **Healthy**: 6411 (38.2% ) with correlation area 50.0%
- Detailed [rank ordered gene list](#) for all features in the dataset
- [Heat map and gene list correlation](#) profile for all features in the dataset
- [Buttefly plot](#) of significant genes

## Global statistics and plots

- Plot of [p-values vs. NES](#)
- [Global ES](#) histogram

## Other

- [Parameters](#) used for this analysis

---

xtools.gsea.Gsea [Mon, May 13, '13 1 AM 37] Report: Canine\_Human\_top\_100\_p10000.Gsea.1368405423028.rpt by user: mani  
Website: [www.broadinstitute.org/GSEA](http://www.broadinstitute.org/GSEA) Questions & Suggestions: [Email](#)

# GSEA Report for Dataset human\_GSE12195\_RMA\_hg\_u133\_p2

Gene Set: Top 100 gene sets enriched in the Canine dataset GSE30881

## Enrichment in phenotype: DLBCL (45 samples)

- 32 / 98 gene sets are upregulated in phenotype **DLBCL**
- 0 gene sets are significant at FDR < 25%
- 0 gene sets are significantly enriched at nominal pvalue < 1%
- 1 gene sets are significantly enriched at nominal pvalue < 5%
- [Snapshot](#) of enrichment results
- Detailed [enrichment results in html](#) format
- Detailed [enrichment results in excel](#) format (tab delimited text)
- [Guide to](#) interpret results

## Enrichment in phenotype: Healthy (10 samples)

- 66 / 98 gene sets are upregulated in phenotype **Healthy**
- 0 gene sets are significant at FDR < 25%
- 0 gene sets are significantly enriched at nominal pvalue < 1%
- 0 gene sets are significantly enriched at nominal pvalue < 5%
- [Snapshot](#) of enrichment results
- Detailed [enrichment results in html](#) format
- Detailed [enrichment results in excel](#) format (tab delimited text)
- [Guide to](#) interpret results

## Dataset details

- The dataset has 54675 native features
- After collapsing features into gene symbols, there are: 21053 genes

## Gene set details

- Gene set size filters (min=15, max=500) resulted in filtering out 2 / 100 gene sets
- The remaining 98 gene sets were used in the analysis
- List of [gene sets used and their sizes](#) (restricted to features in the specified dataset)

## Gene markers for the DLBCL *versus* Healthy comparison

- The dataset has 21053 features (genes)
- # of markers for phenotype **DLBCL**: 11842 (56.2% ) with correlation area 65.2%
- # of markers for phenotype **Healthy**: 9211 (43.8% ) with correlation area 34.8%
- Detailed [rank ordered gene list](#) for all features in the dataset
- [Heat map and gene list correlation](#) profile for all features in the dataset
- [Buttefly plot](#) of significant genes

## Global statistics and plots

- Plot of [p-values vs. NES](#)
- [Global ES](#) histogram

## Other

- [Parameters](#) used for this analysis

---

xtools.gsea.Gsea [Mon, May 13, '13 0 AM 31] Report: Human\_Canine\_top\_100\_p10000.Gsea.1368401483938.rpt by user: mani  
Website: [www.broadinstitute.org/GSEA](http://www.broadinstitute.org/GSEA) Questions & Suggestions: [Email](#)

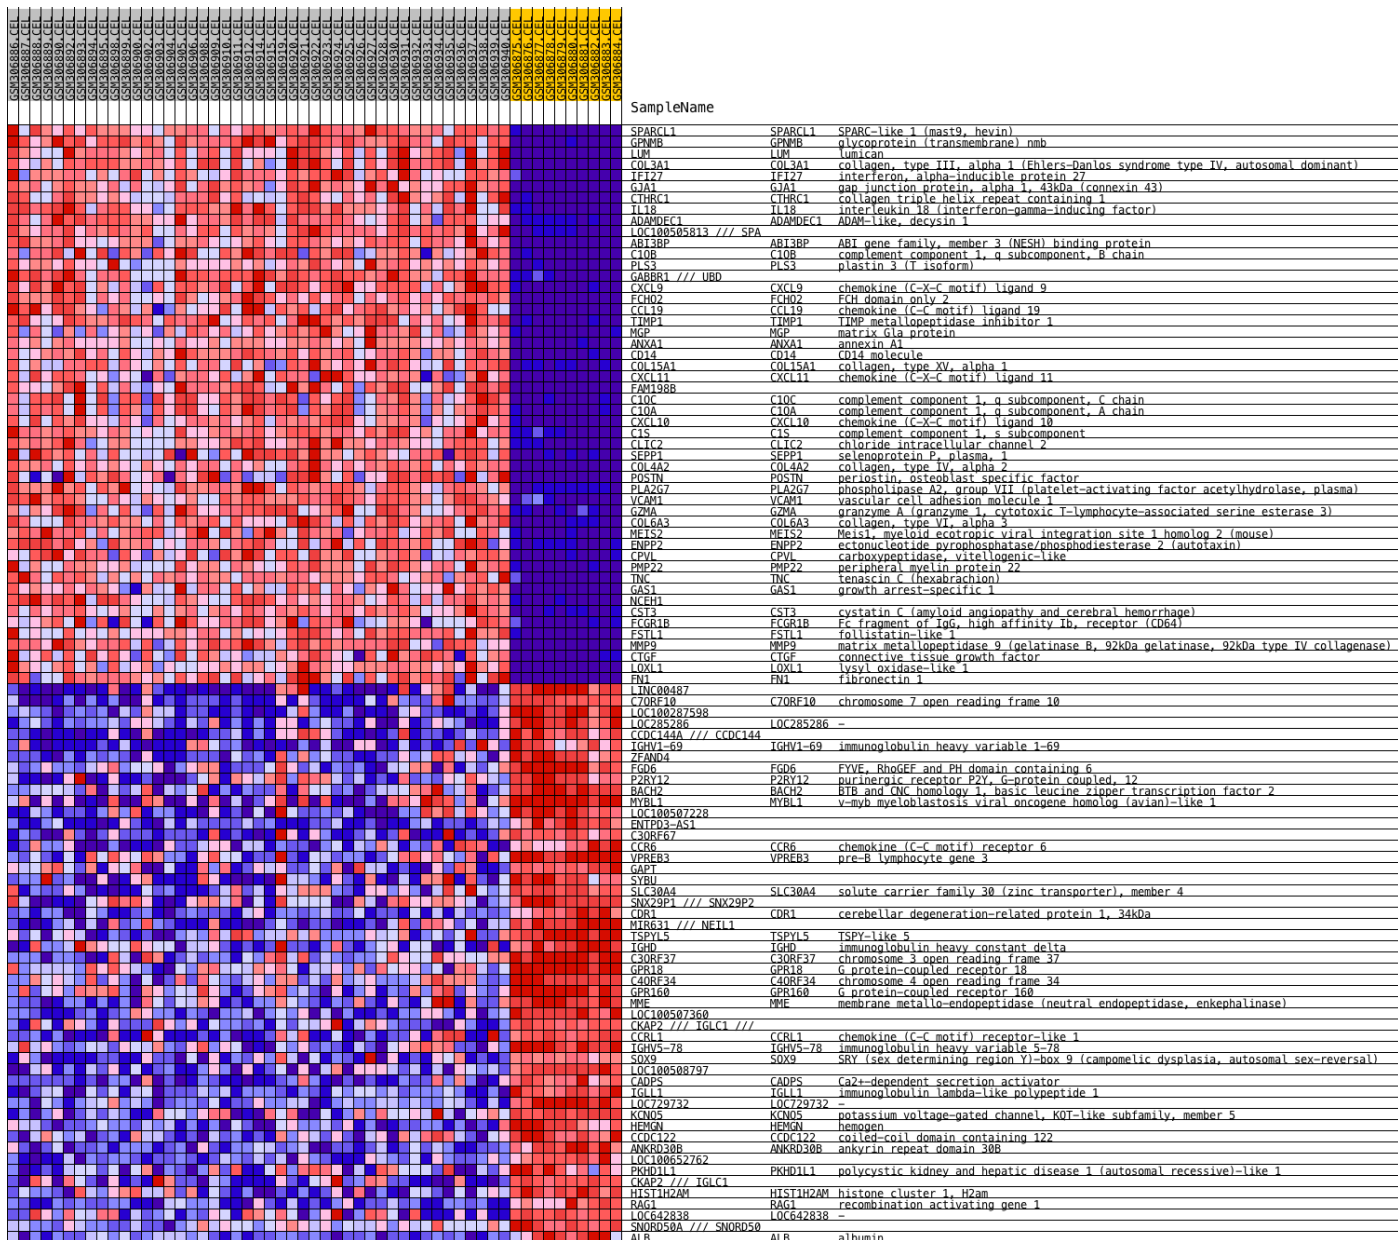

**Supplement:** File S4 — Supplemental data 4: GSEA Report for Dataset Canine_GSE30881_RMA_cg_2.

How the deposited data were processed for this re-analysis (not part of the article)

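RNA of lymph node biopsies was measured on 33 Affymetrix Canine Genome 2.0 arrays: 16 of treatment naïve DLBCL, 7 of DLBCL relapsed after CHOP chemotherapy and 10 of healthy nodes from dogs euthanised for other conditions. The authors scanned the arrays, summarised them with RMA in the Affymetrix Expression Console and deposited the result as log2 expression values, 1 per probeset and array. Versions of these programs are not given in the sources used here, and the authors' own tests were run in Partek 6.5. RMA makes the arrays share one distribution, so that a change of total RNA per cell is not seen, and it compresses changes of dim probesets. Values ranged from 2.2 to 15.49. No further normalization was applied, and 0 columns of sample values were left unused. The number of arrays and the background limit the precision.

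Samples were assigned to groups from the sample labels. Arrays with the same case number were taken as 1 dog and averaged, which left 22 DLBCL and 7 healthy dogs. The correlation between arrays of a dog, estimated by limma over 33 arrays, was 0.58. In the comparison of relapsed with naïve DLBCL the 23 arrays were kept apart, since 1 dog gave an array to each group. The array day was known for 18 DLBCL arrays and was used as a block there. The paper states that RNA was extracted in 2 batches, balanced and random. Neither the members of these batches nor the days of the healthy arrays were assigned to samples here, so that no batch was tested between DLBCL and healthy nodes.

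Probesets were compared with limma 3.58.1 in R 4.3.3 on the log2 values, with Benjamini-Hochberg adjustment over 43035 probesets. Differential expression needed an adjusted p under 0.05 and a linear fold change over 2, and members of gene lists were counted at the adjusted p alone. Gene symbols came from the platform annotation, and a few genes of the paper's tables were named through Table ST 4. A gene was read from its probeset of highest mean. Lists of genes were tested with limma's camera at a preset correlation of 0.01 and again with an estimated correlation. Lists, groups, tests and alternatives were fixed before the data were examined, except those said to be chosen later. The genes named in the text are the genes that the paper names and that were measured, of which 2 are not reported here, the 10 with the largest rise and the 10 with the largest fall among those without overlap between the groups, and up to 4 of the most changed members of each list, with further list members as examples. The paper's own values had been seen when this rule was set.

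Principal components and clustering were computed with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, on centred values and on values scaled to unit variance, with 3 linkages. Plots were drawn with matplotlib 3.10.9. Scores and RIN were compared by exact permutation of dogs (1560780 splits) or of arrays (245157 splits), two-sided, and correlations by 100000 permutations, or all of them in the 7 healthy dogs. Co-expression used the Pearson correlation threshold of the paper, 0.7999934, on the 26154 probesets of highest mean, the number that the paper's presence filter left. Each list was compared with 1000 random lists drawn from the same 20 bins of mean expression. Intervals of list medians are 95% bootstrap intervals over 1000 draws of dogs, and those of fits over 100 draws.

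The procedures were tested on simulated data. With 50 probesets changed at each size in the DLBCL and healthy dogs, limma recovered 56% at a log2 change of 0.5, 86% at 1 and 100% at 2 and 3, with 10 false calls. In the relapsed and naïve arrays it recovered 48%, 84%, 98% and 98%, with 5 false calls. Camera called the 1 shifted list and 0 of the others, and the co-expression test called 0 of 100 lists of random genes and 100 of 100 lists in which genes shared a profile. The camera result does not show how the preset correlation performs where the genes of a list are correlated. Estimated correlations in the real lists reached 0.78 for mitosis and 0.7 for the interferon response. Alternatives were the 33 arrays as separate samples, the dog as a random block, the methods' ANOVA, RIN as a covariate, a filter at the 25th percentile of mean expression, other normalizations between arrays, naïve or relapsed samples only, leaving out each healthy dog, a block for sample numbers, and the mean of a gene's probesets. Human samples, presence calls and MAS 5.0 values were not used here.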

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

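The tests of T-cell share within the tumours and of an equal loss of all cells other than B cells were chosen after the results were seen, and all other tests here before. In groups of 7 dogs or arrays, a sample was singled out when its gap to the nearest other sample exceeded 0.568 of the range of the group. This met 21 of 197 groups of values, where chance gives about 1 in 20. Of these, 17 were in healthy dogs and 13 concerned healthy dog 1.

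Healthy dog 1 had fewer T-cell transcripts than the other healthy dogs, with a list mean of 9.57 against 10.23 to 10.60. The same held for LCK, at 10.74 against 11.75 to 12.12, CD28 at 9.37 against 10.58 to 11.09, CD27 at 10.82 against 11.87 to 12.21, TRAT1 at 8.96 against 10.48 to 11.35 and PTGDR at 8.75 against 9.83 to 10.64. IL21 was at 4.75 against 6.67 to 8.07, USP9X at 8.97 against 10.14 to 10.74 and the chemokine CCL19 at 13.51 against 13.98 to 14.26. This dog was higher in neutrophil genes, with a list mean of 9.43 against 7.25 to 7.96, in immediate early genes, at 9.34 against 8.78 to 8.92, in FOS, at 9.49 against 7.05 to 7.86, and in IL10, at 9.11 against 8.16 to 8.34. Healthy dog 4 was lower in the list of PI3K and B-cell receptor signalling, at 9.75 against 10.01 to 10.15, in PTPN11, at 6.37 against 7.43 to 7.62, and in NOTCH2, at 6.72 against 7.82 to 8.16, and higher in FLT3, at 11.56 against 9.89 to 10.54.

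Relapsed DLBCL sample 18 stood apart from the other relapsed samples in immediate early genes, at 10.09 against 8.31 to 9.03, and in adipocyte genes, at 9.62 against 7.45 to 8.08. Its first-component score was 38.7 over all probesets, against −52.8 to −15.9, and 5.76 over NF-κB targets, against −6.38 to −2.24. Gene lists that the paper does not discuss also moved, by camera at the preset correlation only. Their median log2 differences were −0.42 for macrophages, −0.82 for lymph node stroma, −0.66 for endothelium, −0.74 for adipocytes and 1.07 for the interferon response.

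The difference between DLBCL and healthy dogs is not a product of chance, since 2678 probesets passed and only 1 of 100 splits of the dogs, the real one, gave as many, with 4 in the highest other split. RNA integrity stays open as a cause. Healthy dog 1, whose RIN was close to the tumours, lay as far from them as the other healthy dogs over 2516 called probesets (median ratio 1, range 0.979 to 1.02 when each healthy dog was left out), which argues against it. With RIN as a covariate the median log2 size went from 1.4 to 1.29 while the median SE rose from 0.26 to 0.56, and the share of the change that was kept, 87%, had an interval from 30.2% to 102%. With both in the fit, 2454 of the 2516 probesets kept their direction and 368 kept their call. Tumour biology also stays open. RIN and group can be told apart only in part from these dogs, because healthy dogs other than dog 1 do not overlap with DLBCL in RIN.

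The lower NF-κB targets were weighed against RIN and against cell composition. Over 29 of them, healthy dog 1 lay at 0.631 of the distance of the other healthy dogs, and RIN as a covariate kept 67.3% of the change with an interval from 41.4% to 90.1%, which leaves RIN open. All 6 lists of cells other than B cells had medians under 0, the outcome set beforehand for a smaller share of such cells, which therefore stays open, although the highest, of fibroblast genes, was −0.07 (95% interval −0.36 to 0.18), and the gap of 2.62 (95% interval 2.10 to 3.09) between the medians of fibroblast and T-cell genes argues against an equal loss of all of them. Fewer T cells may account for part of the lower targets. Within the 22 DLBCL dogs, the median correlation of these targets with T-cell genes was 0.14 (95% interval −0.08 to 0.31). This lay above the random lists (median −0.05, 0 of 1000 as high) but did not clearly reach or exclude the 0.3 set for it. That threshold was set after other results had been seen, and an earlier plan had noted a lower one. A change of NF-κB activity itself was not tested.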

How the results depend on the processing

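The alternatives without DLBCL sample 5, without samples 4 and 24, and on the arrays with a shared number without a block were chosen after the data were seen. Of 127 called genes among the 134 named, 98 passed under every alternative set earlier except RIN, 19 passed with RIN and 109 without each healthy dog in turn. FOS, with an adjusted p of 0.05 after rounding in limma, is not among the 127, although the count of its list includes it as higher. With RIN as a covariate, 162 probesets were higher and 437 lower, 18 and 14 list members outside the NF-κB targets passed as higher and lower, 1 and 2 NF-κB targets, 0 and 0 canonical components and 0 and 1 alternative components, while the median SE of called probesets rose from 0.26 to 0.56. The log2 difference of IL6, which did not pass, turned to −0.27 with RIN, that of LUM to −0.67 and that of CIDEC to 0.46. The log2 difference of IL6 was also −0.06 over 33 arrays as separate samples, −0.06 by the methods' ANOVA and −0.07 in relapsed samples only, and ranged from −0.08 to 0.18 without each healthy dog. The cause of these turns was not tested.

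At a log2 difference over 2, a stricter threshold, 44 probesets were higher and 392 lower. Without each healthy dog, 710 to 816 probesets were higher and 1781 to 1952 lower, 2 to 4 canonical components were lower and 0 to 1 alternative components higher. In relapsed samples only, 2 canonical components were lower. With the mean of a gene's probesets, 2 alternative components were higher. Without sample 5, 837 probesets were higher and 1974 lower, and without samples 4 and 24, 717 and 1891.

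Sample numbers shared by DLBCL and healthy arrays did not pair them: over 9 numbers the deviations of same-numbered arrays correlated at −0.14 to 0.13, with 2 over 0.1, and 1 of 18 arrays correlated best with its own number. The block for the number gave 1030 higher and 2446 lower probesets, and 1039 and 2461 without it on the same 18 arrays, with 0 alternative components higher in either fit. These 18 arrays include the 4 arrays of healthy dog 1, which were not averaged there. The dog as a random block could not be fitted for relapsed against naïve samples.

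Scaling put 22.7% of the variance of all probesets on component 1. In clustering of all probesets, average linkage placed 22 DLBCL arrays with the healthy arrays in 2 clusters and 1 in 3 clusters, and complete linkage 1 in 3 clusters. For NF-κB probesets, Ward linkage placed 3 in 2 clusters and 1 in 3. The cause was not tested. Genes near the tag controls, at a median of 3.53, are limited by signal over background.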

Differences from the paper's values

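Of 33 measures compared with the paper, 8 differed. A fold change was taken to match where the log2 values lay within the SE of the fit, and a count or share where neither was over 1.5 times the other. Table 2 gives linear fold changes. For BUB1B the paper's value is 5.8804 and that found here over dogs 4.12. For CD40LG the paper's value is −7.82082 and that found here −10, in the probeset of Table 2. For IL12B they are −5.29585 in the paper and −6.4 here, and for IL2 −8.65752 in the paper and −13.2 here. The other 13 of the 17 genes of Table 2 did not differ. Taking the 33 arrays as separate samples, or the methods' ANOVA on them, closed all of these gaps (5.88, −7.82, −5.3 and −8.66), as did the fit on the 18 arrays with a shared number and a block for it (6.59, −8.24, −5.47 and −7.35). All of these fits count the 4 arrays of healthy dog 1 separately. On the 18 arrays CD40LG was at −3.04 on the log2 scale with the block and without it, the latter a fit chosen after seeing the values. RIN as a covariate, with larger errors (SE 0.65, 0.6 and 0.69), placed BUB1B (6.52), CD40LG (−5.51) and IL2 (−5.69) within the error but not IL12B (−4.14), and CD40LG came no nearer to the paper, at −2.46 on the log2 scale against −2.97 in the paper and −3.33 over dogs. Relapsed samples only closed those of CD40LG (−8.32) and IL12B (−5.96), leaving out healthy dog 7 that of BUB1B (4.87), and leaving out healthy dog 2 that of CD40LG (−9.48). The dog as a random block, the filter on dim probesets, the other normalizations, naïve samples only and leaving out any other healthy dog did not close them.

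The paper gives 22.7% of the variance on the first component of all probesets, and 34.1% was found on centred values. Scaling to unit variance (22.7%), leaving out healthy dog 1 (26.7%) and using 29 dogs (28.5%) closed the gap, and the filter on dim probesets (36.5%) did not. In the clustering of NF-κB probesets into 3, the paper places 2 DLBCL samples with the healthy samples and 19 in the larger cluster of DLBCL alone, against 21 and 1 here with average linkage. Ward linkage gave 1 and 20, which closed the second gap only, and complete linkage 16 and 6, which closed neither. The paper's network has 120270 pairs, and 189728 were found in RMA values. Spearman correlation (149371) came within 1.5 times the paper's number, and leaving out the relapsed array of the dog with both samples (212201) or using all probesets (279885) did not.

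The paper names its fold threshold as a log2 fold change, and the values of Table ST 4 are linear folds. Its table gives corrected p-values, and they equal the unadjusted p of the ANOVA here, with a median ratio of adjusted to unadjusted p of 13.4. The paper lists EGR1, CD36 and CXCL8 as differentially expressed, and they did not pass over dogs in their brightest probesets. The EGR1 probeset of Table 2 is a dimmer one. Its adjusted p was 0.14 over dogs, 0.019 with 33 arrays and 0.025 by the ANOVA. The DLA-79 probeset of Table 2 also did not pass over dogs (adjusted p = 0.063), although brighter DLA-79 probesets did. It passed with 33 arrays (0.0085) and by the ANOVA (0.011). In the brightest probesets, with 33 arrays as separate samples, the log2 difference of EGR1, the log2 difference of CD36 and the log2 difference of CXCL8 all passed (adjusted p = 0.0055, 0.018 and 0.008), as they did by the methods' ANOVA (0.0077, 0.024 and 0.011). EGR1 also passed in naïve samples only (0.0026) and with the sample number block (0.0021), CD36 with that block (0.01), and CXCL8 with the dog as a random block (0.034), the filter on dim probesets (0.049) and naïve samples only (0.045). Fits on the arrays with a shared number count the 4 arrays of healthy dog 1 separately, the healthy dog with the highest EGR1 and CD36. Fits chosen after seeing the values passed CXCL8 without sample 5 (0.016), and EGR1 (0.0011) and CD36 (0.011) on the arrays with a shared number without a block. The paper reports MS4A1 as higher. The MS4A1 probeset of its table had a log2 difference of 1.08 over dogs and did not pass (adjusted p = 0.055), but passed with 33 arrays (0.0092), by the methods' ANOVA (0.012), with the dog as a random block (0.036), the filter on dim probesets (0.046) and arrays centred on their medians (0.048), and in relapsed samples only (0.0012). In the brightest probeset, the log2 difference of MS4A1 did not pass over dogs, with 33 arrays (0.053) or by the ANOVA (0.063), and passed in relapsed samples only (0.0011). Both passed without sample 5 (9e-05 and 2.6e-05), a choice made after seeing the values. The paper describes IL-2, IL-6 and IL-10 as upregulated, while IL2 fell by 3.73 here, as in its own Table 2, and IL6 and IL10 did not pass, at 0.08 and −0.31. Symbols matched 185 NF-κB probesets, of which 23 passed both thresholds, fewer than in the paper. Targets without a matching symbol, such as HSPA1L, are not counted in these numbers.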

Other observations

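The alternative without DLBCL samples 4 and 24 was chosen after the data were seen. Of 23 measured interferon response genes, 13 rose and 0 fell (14 and 0 adjusted over the list alone), with CMPK2, a mitochondrial nucleotide kinase induced by interferon, rising by 2.13 (SE 0.47, adjusted p = 0.00084), USP18, which removes ISG15 from proteins, by 1.95 (SE 0.45) and ISG15 by 1.83 (SE 0.55). Means of the list in DLBCL arrays ranged from 7.93 to 11.13, on both sides of the healthy range of 9.02 to 9.65. Camera gave an adjusted p of 0.0014, and an adjusted p = 0.50 with an estimated correlation. Of 12 lymph node stroma genes, 7 fell and 0 rose, also when adjusted over the list alone, with CCL21, which guides T cells and dendritic cells into the node, falling by 2.67 (SE 0.52). Of 15 endothelial genes 6 fell and 0 rose (6 and 1 adjusted over the list alone), with the VEGF receptor KDR falling by 1.56 (SE 0.27), and of 12 adipocyte genes 6 fell and 0 rose (6 and 1 adjusted over the list alone), with the adipokine ADIPOQ falling by 2.84 (SE 0.85). Without each healthy dog in turn 2 to 6 adipocyte genes fell, and without healthy dog 7 CIDEC, LPL and FABP4 lost their calls (adjusted p = 0.097, 0.14 and 0.11). The log2 difference of CIDEC turned to 0.46 with RIN as a covariate. Camera gave these 3 lists adjusted p values of 0.0014, 0.0028 and 0.041, and adjusted p = 0.23, 0.31 and 0.50 with an estimated correlation. In limma no member of these 4 lists passed with RIN as a covariate.

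Markers of B-cell stages moved both ways, the counts being those adjusted over the list alone too. Of 13 germinal centre B-cell-like genes, 3 fell and 1 rose, among them BCL6, the repressor that maintains germinal centres, which fell by 2.03 (SE 0.30, adjusted p = 7.5e-06), and RGS13, which fell by 3.13 (SE 0.58). Of 14 activated B-cell-like genes 3 fell and 2 rose, and of 9 plasma cell genes 5 fell (3 without healthy dog 1 or 5) and 3 rose, with CD38 falling by 1.59 (SE 0.36). PRDM1, a driver of plasma cell fate, fell by 1.05 (SE 0.36), a call lost without healthy dog 1 or 4 (adjusted p = 0.074 and 0.052). Camera called none of these 3 lists (adjusted p = 0.12, 0.78 and 0.43). Of 9 neutrophil genes 1 fell, LCN2, by −1.54 on the log2 scale, a call lost without healthy dog 7 (adjusted p = 0.06). Of 4 red blood cell genes 0 passed in limma. Of 21 immediate early and stress genes 4 fell and 2 rose (1 and 0 adjusted over the list alone, and 1 to 3 and 0 to 1 without each healthy dog), with HSPB1 falling by 1.28 (SE 0.27). Camera called none of these either (adjusted p = 0.063, 0.71 and 0.081).

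SMPX and TTN, genes of striated muscle, were higher in DLBCL by 2.70 (SE 0.83, adjusted p = 0.013) and 1.14 (SE 0.39, adjusted p = 0.026), and no other of 21 muscle genes passed (0 adjusted over the list alone). The median over the list was 0.22 (95% interval −0.06 to 0.80), below the 1 that muscle tissue in the biopsies would need, which argues against it for the tumours as a group. Without samples 4 and 24, which do carry muscle transcripts, the log2 difference of SMPX was 2.56 (adjusted p = 0.012) and the log2 difference of TTN was 1.04 (adjusted p = 0.039). The TTN call was lost without any 1 of healthy dogs 2, 5, 6 and 7. A biological cause was not tested.

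Between relapsed and naïve DLBCL chance cannot be excluded, since at an unadjusted p under 0.05, 40 of 100 splits gave as many probesets as the real 2057, with 5726 in the highest. At an adjusted p under 0.05 the real split gave 0 in limma, which any split reaches (100 of 100), so that this count by itself says nothing. The highest other split gave 111, which may point to a structure among the tumours. That structure was not tested.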
